# Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells

**DOI:** 10.1101/gr.238253.118

**Published:** 2019-03

**Authors:** Emily R. Miraldi, Maria Pokrovskii, Aaron Watters, Dayanne M. Castro, Nicholas De Veaux, Jason A. Hall, June-Yong Lee, Maria Ciofani, Aviv Madar, Nick Carriero, Dan R. Littman, Richard Bonneau

## Abstract

Transcriptional regulatory networks (TRNs) provide insight into cellular behavior by describing interactions between transcription factors (TFs) and their gene targets. The assay for transposase-accessible chromatin (ATAC)–seq, coupled with TF motif analysis, provides indirect evidence of chromatin binding for hundreds of TFs genome-wide. Here, we propose methods for TRN inference in a mammalian setting, using ATAC-seq data to improve gene expression modeling. We test our methods in the context of T Helper Cell Type 17 (Th17) differentiation, generating new ATAC-seq data to complement existing Th17 genomic resources. In this resource-rich mammalian setting, our extensive benchmarking provides quantitative, genome-scale evaluation of TRN inference, combining ATAC-seq and RNA-seq data. We refine and extend our previous Th17 TRN, using our new TRN inference methods to integrate all Th17 data (gene expression, ATAC-seq, TF knockouts, and ChIP-seq). We highlight newly discovered roles for individual TFs and groups of TFs (“TF–TF modules”) in Th17 gene regulation. Given the popularity of ATAC-seq, which provides high-resolution with low sample input requirements, we anticipate that our methods will improve TRN inference in new mammalian systems, especially in vivo, for cells directly from humans and animal models.

Advances in genome-scale measurement and mathematical modeling herald opportunities for high-quality reconstruction of transcriptional regulatory networks (TRNs). TRNs describe the control of gene expression patterns by transcription factors (TFs) (Hecker et al. 2009; Chai et al. 2014), providing mechanistic (and often genome-scale) insight into the complex regulation of cellular behavior (Bonneau et al. 2007). Measurements of chromatin state represent one such advance for TRN inference. For example, chromatin immunoprecipitation with sequencing (ChIP-seq) (Robertson et al. 2007) enables identification of an individual TF's binding sites genome-wide. These data provide evidence for regulatory interactions based on proximity of the TF binding site to the gene locus and have proved valuable for TRN inference (Lee et al. 2002; Ouyang et al. 2009; Ciofani et al. 2012). However, ChIP-seq might not be feasible for cell types and physiological settings in which sample material and a priori knowledge of key transcriptional regulators are scarce.

Genome-scale chromatin accessibility measurements (Giresi et al. 2007; Xi et al. 2007; Boyle et al. 2008; Buenrostro et al. 2013) and ChIP-seq for histone marks (Barski et al. 2007) correlate with promoters, enhancers, and/or other locus control regions. These data can partially overcome limitations in a priori knowledge of cell-type–specific TF regulators if integrated with TF DNA-binding motifs (Pique-Regi et al. 2011). Large-scale efforts to characterize TF motifs are ongoing, with motifs currently available for approximately 1000 TFs in human (∼60% coverage) (Jolma et al. 2010; Weirauch et al. 2014; Lambert et al. 2018). Thus, chromatin state experiments integrated with TF motif analysis provide indirect DNA-binding evidence for hundreds of TFs. This scale would be difficult to attain from individual TF ChIP-seq experiments. Of techniques available, the assay for transposase-accessible chromatin (ATAC)–seq (Buenrostro et al. 2013) best overcomes limitations in sample abundance, requiring two orders of magnitude fewer cells than a typical ChIP-seq, FAIRE-seq, or DNase I hypersensitive sites (DHS) experiment in standard, widely adopted protocols. ATAC-seq is also possible at single-cell resolution (Buenrostro et al. 2015).

In the context of TRN inference, chromatin state measurements provide an initial set of putative TF–gene interactions based on evidence of TF binding near a gene locus. Evidence, be it direct (TF ChIP-seq) or indirect (e.g., TF motif occurrence in accessible chromatin), can be used to refine gene expression modeling (Qin et al. 2014; Blatti et al. 2015; Wilkins et al. 2016). Integration of chromatin state data in TRN inference could mitigate false-positive and false-negative TF–gene interactions expected from chromatin-state data analyzed in isolation (Äijö and Bonneau 2016; Siahpirani and Roy 2016). Sources of false positives and negatives include (1) nonfunctional binding, (2) long-range interactions between genes and regulatory regions, (3) the limited availability of individual TF ChIP experiments and incomplete knowledge of TF motifs, and (4) nonbound accessible motifs. Thus, an initial TRN derived solely from chromatin state data can be considered a useful but noisy prior, to be integrated with other data types for TRN inference.

Genome-scale inference of TRNs in mammalian settings is an outstanding challenge, given the increased complexity of regulatory mechanisms relative to simpler eukaryotes. Thus, chromatin state data are especially important for mammalian TRN inference. Construction of a genome-scale TRN for T Helper Cell Type 17 (Th17) differentiation provided a proof-of-concept for this idea (Ciofani et al. 2012). Rich genomics data sets informed the Th17 TRN: 143 RNA-seq experiments (including knockout [KO] of 20 TFs), ChIP-seq of nine TFs, and microarray from the Immunological Genome Project (Heng et al. 2008). We used the Inferelator algorithm (Bonneau et al. 2006; Madar et al. 2010) to infer TRNs from the RNA-seq and microarray and used independent methods to build networks from TF ChIP and KO data. We showed that rank combination of the networks performed best at recovering known Th17 genes and GWAS disease genes associated with Th17 pathologies.

Since the original Th17 TRN publication, the Inferelator algorithm underwent developments that improve inference in unicellular organisms and are expected to improve TRN inference in a mammalian setting (Greenfield et al. 2013; Arrieta-Ortiz et al. 2015). Although the Inferelator’s core model of transcriptional regulation still describes differential gene expression as a sparse multivariate linear function of TF activities (TFAs), the methods to solve for the TF–gene interaction terms and estimate TFAs have advanced. For example, the current Inferelator (Arrieta-Ortiz et al. 2015) uses a Bayesian approach to incorporate prior information (Greenfield et al. 2013).

The focus of this work is development of mammalian TRN inference methods from chromatin accessibility and gene expression, data types available or likely feasible for an ever-growing number of cell types, and biological conditions. In the context of mammalian TRN inference, several studies build TRNs directly from chromatin accessibility without further refinement by multivariate gene expression modeling (Neph et al. 2012; Rendeiro et al. 2016). Several other studies leverage variance in paired RNA-seq and ATAC-seq data sets; these TRN methods are exciting developments but require that ATAC-seq data for all or most RNA-seq conditions (Duren et al. 2017; Karwacz et al. 2017; Ramirez et al. 2017). In contrast, the present work is geared for TRN inference from RNA-seq and ATAC-seq, in which ATAC-seq need not exist for more than one gene expression condition.

Development of any TRN inference method requires a comprehensive benchmark with a realistic experimental design, a recurrent challenge in computational biology. We previously developed substantial genomic resources in Th17 cells (Ciofani et al. 2012), and with the addition of ATAC-seq to these resources, Th17 could be a powerful system to compare network inference from RNA-seq and ATAC-seq to a “gold standard” (GS) network constructed through the more laborious approach of TF ChIP-seq and TF KO RNA-seq. Given the central role of Th17 cells in the etiology of autoimmune and inflammatory diseases (Littman and Rudensky 2010; Stadhouders et al. 2018), an updated map of transcriptional regulation in Th17 (incorporating new experimental and computational advances) could also enhance our understanding of Th17 biology in health and disease.

## Results

### Construction of Th17 benchmark for TRN inference from ATAC-seq and RNA-seq

To test the feasibility of TRN inference from chromatin accessibility and gene expression alone, we generated an ATAC-seq data set in Th17 cells and other in vitro polarized T Helper (Th) cells, matching a subset of experimental conditions from the original publication (Ciofani et al. 2012) (Fig. 1A). 

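ATAC-seq uses a transposase that inserts into open DNA, so that the reads at a region measure how accessible it is. It was run on mouse CD4 T cells cultured as Th0 (activated without polarizing cytokines) or under conditions that drive the Th17, Th2 or Treg fate. The 33 samples fall into 4 batches named in their labels. Batch 1 holds a naive CD4 sample, Th0 and Th17 cells at 2, 6, 16 and 48 h, and Th2 and Treg cells at 2, 16 and 48 h. Batch 2 holds Th17 cells at 3, 6 and 48 h and Th0 and Th2 cells at 48 h. Batch 3 holds Th17 cells at 48 h, cultured without further cytokines or with IL23, IL1B, both, or both with IL21. Batch 4 holds Th0 and Th17 cells at 48 h from wild-type mice, from mice with the Il7r-Cre allele, and from mice in which this Cre deletes floxed Stat3 or Maf. Each condition has 1 sample per batch, so wild-type cells at 48 h are represented by 4 Th17, 3 Th0 and 2 Th2 samples and by 1 Treg sample. The authors aligned the reads to the mouse genome (mm10) with Bowtie2, removed duplicates, called peaks in each sample and counted the reads of each sample in the union of the peaks. The deposited values are regularized log2 counts that the authors had normalized across samples and corrected for batch. They hold no counts, so the depth per sample is unknown. The median over peaks ranged from 3.71 in the naive sample to 4.19 in the Th17 sample at 48 h of batch 1. Differences between groups were tested for each peak with limma, and a peak was called at a Benjamini-Hochberg adjusted p under 0.05 over all peaks. A peak was linked to each gene whose body lies within 10 kb, as in the authors' own motif table. The p-values measure the spread between these samples, not between mice in general.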

We identified 63,049 accessible regions (peaks), and clustering revealed that most dynamically changed over the Th polarization time courses (Supplemental Fig. S1). These patterns are also apparent from principal component analysis (PCA) (Fig. 1A). 

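A naive CD4 T cell that is activated leaves the resting state, and regulatory DNA opens and closes while the cell takes on a helper fate. From 2 to 48 h, in Th0, Th17, Th2 and Treg cells alike, the strongest opening was in introns of Ppfibp2, which encodes a scaffold protein of the liprin family, and of Ccser1. Among the 8 largest rises was also an intron of Pde4b, which encodes a phosphodiesterase that degrades cAMP. Introns of Tox, which encodes a DNA-binding protein of T cell development, and of Trps1, which encodes a GATA-type repressor, were among the regions that closed most. The Ppfibp2 peak lies on chromosome 7 of mm10 from 107609288 to 107610312. Its log2 value was 3.65 ± 0.45 (SD, n = 4 polarizations) at 2 h and 8.10 ± 0.40 at 48 h in batch 1, a change of 4.46 (standard error 0.28, adjusted p = 5.9e-05 from limma with the polarization as a block). The Ccser1 peak (chromosome 6, 61225338 to 61225987) went from 3.49 ± 0.19 to 7.53 ± 0.31 over the same samples, a change of 4.05 (standard error 0.18). The Pde4b peak (chromosome 4, 102393263 to 102394437) went from 3.59 ± 0.31 to 7.46 ± 0.44. The other largest rises were at peaks linked to Ism1, Cav3 and Oxtr, Apaf1, Igfbp7 and the transcripts AK021307 and AK015818, with log2 changes from 3.84 to 4.04. The Tox peak (chromosome 4, 6970338 to 6970912) went from 7.40 ± 0.10 (SD, n = 4 polarizations) to 4.75 ± 0.26, a change of -2.65 (standard error 0.18, adjusted p = 6.63e-05 from limma). The Trps1 peak (chromosome 15, 50836538 to 50836887) went from 5.74 ± 0.25 to 2.88 ± 0.18. The transcript AK016283 had the largest fall, of -3.15, and peaks linked to Diaph3, Tpd52, AK080311, Tmc3 and Unc80 fell by 2.90 to 2.40. In the naive sample, which has no replicate, the Ppfibp2 peak was at 3.59, the Trps1 peak at 6.81 and the Tox peak at 8.16.
Of 63049 peaks, 27820 (44.1%) were called between 2 and 48 h, of which 18662 were higher and 9158 lower at 48 h. A change of more than 0.5 on the log2 scale in at least 1 of the 4 polarizations was found at 84.6% of the peaks, and a change of more than 1 at 49.3%. In all 4 polarizations alike, 16.8% were higher and 6.2% lower by more than 0.5, and 7.1% and 1.4% by more than 1. These are differences between single samples, without a test. In K-means clustering of the z-scored values of all 33 samples into 16 clusters, 6 clusters moved by more than 1 z in the same direction in all 4 polarizations. They held 47.6% of the peaks, with 16323 peaks in 3 clusters that rose and 13681 in 3 that fell. The direction of the change over all peaks depends on the scale of the samples. The median change was 0.123 as deposited, -0.205 with each sample centred on its median and -0.075 after quantile normalization, and 67.1%, 39.9% and 45.6% of the called peaks were higher at 48 h. The 16 peaks of the largest changes, those of Ppfibp2, Tox and Trps1 among them, stayed called in the same direction under both scalings.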

Time was the most important driver of accessibility patterns. 

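Stimulation acts on all CD4 T cells of the cultures alike, while the polarizing cytokines differ between them, so the 12 samples of batch 1 that cover Th0, Th17, Th2 and Treg cells at 2, 16 and 48 h can part both influences. Time accounted for 63.2% of the summed squares over all peaks (exact permutation test with times shuffled within polarization, p = 0.00463, the smallest that 1296 orders can give). The polarization accounted for 15.2% (exact permutation test within times, p = 0.00347 over 13824 orders, which allow 0.00174). The remaining 21.6% holds noise together with changes over time that differ between Th0, Th17, Th2 and Treg cells, since each combination has 1 sample. With each peak scaled to unit variance, time accounted for 48.7% and the polarization for 19.4%.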

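Genes of the effector programs and of the resting state were then followed by the peaks linked to them. Peaks at Il1r1, the receptor for IL1, and at Ccr6, a chemokine receptor of Th17 cells, opened with time, while Cxcr5, the homing receptor of follicular helper cells, and Il7r, the receptor for a survival cytokine of resting T cells, lost accessibility. The intronic Il1r1 peak (chromosome 1 of mm10, 40235863 to 40236537) rose from 3.02 ± 0.10 (SD, n = 4 polarizations) to 6.54 ± 0.38, a log2 change of 3.53 (standard error 0.20, adjusted p = 5.9e-05 from limma). A peak 5867 bp downstream of Il17a (chromosome 1, 20740363 to 20741037) rose from 4.26 ± 0.45 to 7.20 ± 0.28, and at 48 h it was as high in Th0 (7.39) as in Th17 cells (7.38) of batch 1. The gene's p combines its linked peaks by Simes' method, and a gene is named here as higher or lower by its peak with the smallest p, and as mixed if called peaks went both ways. Of all peaks, 44.1% were called for time, and many genes have several linked peaks. The share of called genes over all linked genes is not given, so the counts below alone do not set a list apart.
Of 19 genes of the Th17 program, 10 were higher at 48 h, 3 lower and 3 mixed (8, 5 and 4 with each sample centred on its median, 7, 5 and 4 after quantile normalization), Il1r1 by 3.53, Il17a by 2.94 and Ccr6 by 2.17. Of 16 core genes with a linked peak, chosen by the study and therefore no independent evidence, 8 were higher, 2 lower and 5 mixed (5, 3 and 6 centred, 4, 3 and 6 quantile-normalized), Il17f by 2.29. Of 14 Th1 genes, 4 were higher, 4 lower and 3 mixed (4, 5 and 3 centred, 3, 4 and 3 quantile-normalized), with log2 changes of 3.03 at a Stat4 intron, 2.15 at Il18rap and -2.11 at Txk. Of 11 Th2 genes, 4 were higher, 2 lower and 1 mixed (2, 3 and 2 centred, 3, 2 and 1 quantile-normalized), with 2.56 at Ccr4, 1.97 at Rad50 and 1.54 at Il1rl1. Of 14 Treg genes, 2 were higher, 3 lower and 4 mixed (1, 6 and 4 centred, 1, 4 and 4 quantile-normalized), with 2.94 at an Ikzf2 intron, 2.19 at Tnfrsf4 and 1.36 at Itgae. Of 7 genes of follicular helper cells, 0 were higher, 4 lower and 2 mixed (6 lower and 1 mixed under either scaling), with -1.81 at Cxcr5, -1.35 at Icos and -1.21 at Btla.
Of 18 genes of naive T cells, 1 was higher, 3 lower and 11 mixed (0, 7 and 9 centred, 1, 6 and 10 quantile-normalized), with 1.88 at Lef1, 2.15 at Dapl1 and -1.68 at an Il7r intron. Of 18 activation genes, 1 was higher, 4 lower and 8 mixed (1, 6 and 8 centred, 0, 8 and 5 quantile-normalized), with -1.51 at Cd69 and -1.84 at Nr4a1. Of 12 genes of T cell identity, 1 was higher, 4 lower and 3 mixed (0, 7 and 3 centred, 0, 6 and 3 quantile-normalized), with 1.62 at Lck, -1.50 at Cd28 and -1.34 at Itk. Of 16 genes of glycolysis and hypoxia, 4 were higher, 5 lower and 1 mixed (3, 8 and 2 centred, 4, 4 and 3 quantile-normalized), with 2.44 at Hk2, 2.10 at Gpi1 and 1.71 at Pfkp. Of 14 interferon response genes, 6 were higher, 2 lower and 1 mixed (2, 6 and 2 centred, 3, 4 and 2 quantile-normalized), with 2.24 at Stat1, 1.28 at Ifit1 and 1.27 at Mx1. Of 13 cell cycle genes, 3 were higher, 1 lower and 1 mixed (1, 6 and 0 centred, 2, 3 and 0 quantile-normalized), with 1.47 at Mcm6, -1.26 at Ccne1 and -0.79 at Mcm3.
Among markers of other cell types of spleen, the tissue that the labels name, genes of B, myeloid, CD8 T and NK cells changed, as did 44.1% of all peaks. Of 9 B cell genes, 4 were higher and 1 lower (2, 1 and 2 mixed centred, 2, 1 and 1 quantile-normalized), with 2.91 at an Ebf1 intron and 2.43 at a Pax5 intron, which rose from 2.90 ± 0.19 (SD, n = 4 polarizations) to 5.33 ± 0.21, and 1.14 at Cr2. Of 11 myeloid genes, 5 were higher, 1 lower and 2 mixed (2, 2 and 3 centred, 2, 1 and 3 quantile-normalized), with 1.70 at Csf1r, 1.61 at Fcgr3 and 1.35 at Adgre1. Cd8b1 was mixed among 2 CD8 genes (1 lower under either scaling), and Klrb1c (2.04) and Klrd1 (-1.37) were mixed among 4 NK cell genes (2 lower and 1 mixed under either scaling). None of 3 erythroid genes passed in limma, with 0 at an unadjusted p under 0.05 and 0 with limma's trended, robust variance, while 1 was lower under either scaling. The counts changed when adjusted over the list alone for Th1 (5 higher, 4 lower, 3 mixed), Treg (3, 4 and 5), follicular (1, 4 and 2), naive (1, 4 and 11), activation (2, 4 and 8), glycolysis (5, 5 and 2), interferon (6, 3 and 1) and NK cell genes (1, 1 and 2), and were as above for the other lists. Set against all other peaks, linked to a gene or not, with limma's camera at a preset correlation of 0.01, the peaks of the core genes (adjusted p = 0.0282) and of B cell genes (0.0298) were shifted upward. Those of Th1 (0.00274), follicular (0.000702), activation (0.000702), T cell identity (0.00333) and NK cell genes (0.00245) were shifted downward. None of these calls held with an estimated correlation (adjusted p = 0.18, 0.425, 0.332, 0.271, 0.18, 0.206 and 0.18 in the same order). For core (-3.22e-05), activation (0.00848) and NK cell genes (-0.0365) the estimated correlation was below the preset one. A higher correlation between peaks thus does not account for these losses. The median, mean and test of a list differed in sign for Th2, Treg, naive, interferon and cell cycle genes.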

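Principal components condense the peaks into a few axes along which the samples differ most. On the leading axis of all 33 samples, T cells of every polarization moved from the side of the naive sample toward the other end as the culture went on. The axis held 44.3% of the variance with each peak centred and not scaled. In batch 1, Th0 cells went from -135.1 at 2 h through -37.0 at 16 h to 103.9 at 48 h, Th17 cells from -129.8 through -23.6 to 107.7, Th2 cells from -127.9 through -45.3 to 77.4 and Treg cells from -130.7 through -41.3 to 47.6. The naive sample lay at -139.2. Over the 14 polarized samples of batch 1, the score correlated with log2 of the hours at Pearson's r = 0.96 and Spearman's rho = 0.97 (permutation p = 1e-05 for each, the smallest that 100000 permutations give). Without 2 of the 4 samples tied as farthest from the median time, r was 0.95. The Th17 samples of batch 2 followed the same order, with -112.0 at 3 h, -78.0 at 6 h and 73.3 at 48 h. Among single regions, those in Ppfibp2 and Ccser1 opened over this time in every polarization, and that in Tox closed.

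**Figure D1:**
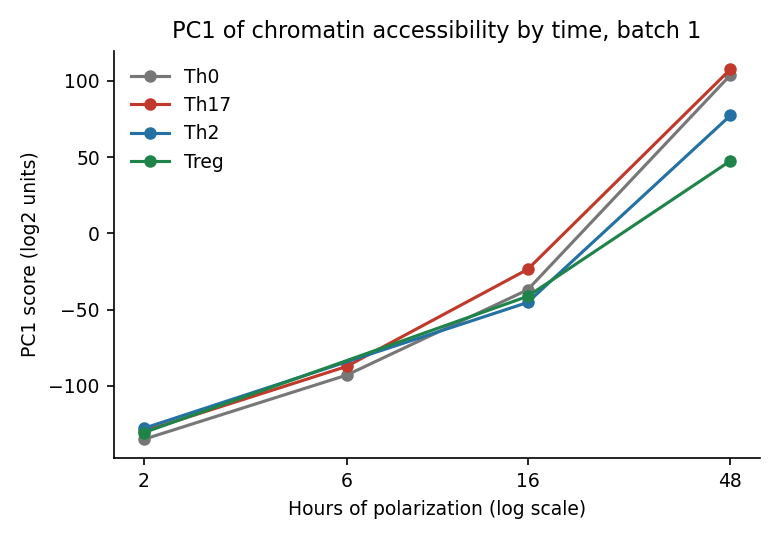
Score on the leading component (log2 units) against hours of polarization on a log scale for the Th0, Th17, Th2 and Treg samples of batch 1, 1 point per sample. All 4 lines rise at every step, from between -135.1 and -127.9 at 2 h to between 47.6 and 107.7 at 48 h.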

The first principal component (PC) explained 55% of the variance and captured peaks changing from two to 48 h in Th17, Th0, Th2, Treg. 

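Th17 cells are defined by the cytokines IL17A and IL17F and by receptors such as IL23R, and wild-type Th17 cells at 48 h were more accessible than Th0 cells at peaks of Il23r, Il17f, Il21, Ccl20 and Rora. The largest gains were at peaks linked to the transcript BC052040 and Mir1951 and at introns of the signaling genes Plcb1 (phospholipase C) and Prkcb (protein kinase C), and the 8 largest include a peak near Upp1, which encodes uridine phosphorylase. The largest losses were in introns of Trappc12, a gene of vesicle transport, and of Adgre1, which encodes the macrophage marker F4/80. The peak at BC052040 and Mir1951 (chromosome 2 of mm10, 115636063 to 115636712) was at 6.80 ± 0.28 (SD, n = 4) in Th17 and 3.97 ± 0.25 (SD, n = 3) in Th0 cells, a log2 difference of 2.83 (standard error 0.19, adjusted p = 0.00253 from limma). The Plcb1 peak (chromosome 2, 135042363 to 135042812) was at 5.86 ± 0.41 in Th17 and 3.34 ± 0.38 in Th0 cells. The Prkcb peak was at 4.44 ± 0.56 against 2.08 ± 0.19, and the peak upstream of Upp1 differed by 2.27, a call that was lost without Th0 replicate 1 or 2. Peaks at Large, Nckap1l, Ptprm and Trio were higher in Th17 cells by 2.11 to 2.35. The Trappc12 peak (chromosome 12, 28703763 to 28704412) was at 2.57 ± 0.47 in Th17 and 5.27 ± 0.51 in Th0 cells, a difference of -2.70 (standard error 0.29, adjusted p = 0.00412 from limma). The Adgre1 peak (chromosome 17, 57472113 to 57472587) was at 3.05 ± 0.37 against 5.71 ± 0.24. Peaks linked to Ptprn2, Pkhd1l1, Rufy3 and Utp3, 2310034O05Rik, 1600012P17Rik and Tnik differed by -2.44 to -2.16. These 16 peaks were taken from the called peaks at which the Th17 and Th0 samples do not overlap.
Of all peaks, 4182 were called between Th17 and Th0 cells, 2256 higher and 1926 lower in Th17. The batch as a block, in a fit without Th17 replicate 3, called 4128. The count depends on single samples, with 450 peaks called without Th0 replicate 2, 931 without Th0 replicate 1, 1369 without Th17 replicate 2 and 1509 without Th17 replicate 4. It was 3725 without Th0 replicate 4, 3356 without Th17 replicate 3 and 4506 without Th17 replicate 1. Along the component that follows the leading one, with 10.9% of the variance, wild-type Th17 cells at 48 h lay at 43.9 ± 18.0 (SD, n = 4) and Th0, Th2 and Treg cells at -34.2 ± 12.9 (SD, n = 6), a difference of 78.0 (exact permutation test, two-sided, p = 0.00476, the smallest that 210 splits allow). Th17 cells lay above the others within each batch that holds both. In batch 1 the scores were 59.6 for Th17, -50.4 for Th0, -19.7 for Th2 and -39.4 for Treg cells. In batch 2 they were 46.0 for Th17, -39.5 for Th0 and -17.4 for Th2 cells, and in batch 4 they were 51.7 for Th17 and -38.6 for Th0 cells. Batch 3 holds Th17 cells only, at 18.2 without further cytokines.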

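Of the genes of the Th17 program, the nuclear receptor gene Rora, the chemokine gene Ccl20 and the cytokine genes Il21, Il24 and Il17f were called as more accessible in Th17 than in Th0 cells at 48 h, together with Il23r. Most genes of the program did not pass. An intronic Rora peak was at 3.96 ± 0.47 (SD, n = 4) in Th17 and 2.23 ± 0.35 (SD, n = 3) in Th0 cells. The Ccl20 peak 746 bp downstream of the gene was at 4.41 ± 0.64 against 2.97 ± 0.27, a difference of 1.44 (standard error 0.31, adjusted p = 0.0269 from limma), and the Il21 peak 2 bp upstream of the gene was at 3.74 ± 0.37 against 2.53 ± 0.29. Of 19 genes of the Th17 program, 6 were higher in Th17 cells, 0 lower and 13 did not pass (12 higher when adjusted over the list alone, 10 higher with the batch as a block). Of the 16 core genes of the study with a linked peak, 5 were higher and Etv6, which encodes an ETS repressor, was mixed (8 and 1 when adjusted over the list alone, 6 and 0 with the block, where Il17a gained a call at 1.71). These calls depend on single samples, and the 5 core genes that were higher became 0 without Th0 replicate 1 or without Th0 replicate 2, and 1 without Th0 replicate 4 (with 1 other gene lower), without Th17 replicate 2 or without Th17 replicate 4. Without Th17 replicate 1 they were 3, with 2 mixed. The 6 genes of the Th17 program became 0 without Th0 replicate 1 or 2, and 1 without Th0 replicate 4, Th17 replicate 2 or Th17 replicate 4.
Of 14 Treg genes, Itgae (1.08), which encodes an integrin of mucosal T cells, was higher and Ctla4 mixed (3 higher, 2 lower and 2 mixed over the list alone; 1 higher, 1 lower and 2 mixed under either scaling). Of 12 genes of T cell identity, Cd28 (1.01) was higher and Itk mixed (3 and 1 when adjusted over the list alone), and neither passed with the block. Egln3 (1.24), an oxygen sensor, was the only one of 16 genes of glycolysis and hypoxia that passed (1 over the list alone). Of 11 myeloid genes, Adgre1 and Mpeg1 were lower (2 higher and 3 lower over the list alone, Adgre1 alone with the block). The Mpeg1 peak, also linked to Dtx4, differed by -0.72, and its Th17 sample of batch 4 lay below the other Th17 samples. Cd8b1 (0.77) was higher among 2 CD8 genes (1 over the list alone, 0 with the block), and Klra8 (1.06), through a peak shared with other Klra genes, among 4 NK cell genes (1 higher and 1 lower over the list alone and under either scaling). These calls depend on single samples too. Without Th0 replicate 1, Th0 replicate 2, Th17 replicate 2 or Th17 replicate 4, 0 genes passed of the Treg, T cell identity, glycolysis, CD8 and NK cell lists, and 1 myeloid gene was lower. Without Th0 replicate 4, 0 genes passed of the T cell identity, glycolysis and CD8 lists, and without Th17 replicate 1, 0 of the glycolysis and CD8 lists. In limma, 0 genes passed of 14 Th1, 11 Th2, 7 follicular, 18 naive, 18 activation, 14 interferon, 13 cell cycle, 9 B cell and 3 erythroid genes, also when adjusted over the list alone. At an unadjusted p under 0.05 the counts of these lists were 3, 4, 3, 6, 4, 5, 1, 2 and 0. With limma's trended, robust variance they were 1, 2, 2, 3, 4, 1, 2, 0 and 0 in the same order. With the block, Il12rb2 (1.22), Egr2 (1.28) and Ebf1 (1.23) passed. Camera placed the peaks of the core genes (adjusted p = 0.0238), the Th17 program (0.0104) and T cell identity (0.0104) above all other peaks. With an estimated correlation none of these 3 calls held (adjusted p = 0.87, 0.87 and 0.459). With the block the values were 0.00954, 0.00156 and 0.0576 (adjusted p = 0.643, 0.643 and 0.749 with an estimated correlation). The median, mean and test differed in sign for Th2, cell cycle and myeloid genes.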

The second PC captured accessibility differences between Th17 and the other Th polarizations. The ATAC-seq data set contains additional perturbations, including TF KO of *Stat3* and *Maf* for Th17 and Th0 conditions (48 h). 

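In the knockout samples, Cre expressed from the Il7r locus deletes a floxed part of Stat3 or Maf in T cells, so the deleted DNA itself gives no reads. Which exons are floxed is not part of the labels. At Maf, a peak over the 5′ UTR (chromosome 8 of mm10, 115707688 to 115708137) was at 3.00 in Maf KO Th17 and 3.35 in Maf KO Th0 cells, and between 5.96 and 6.28 in the other samples of batch 4. A neighboring Maf peak in the same exon (chromosome 8, 115707063 to 115707637) was lower in Maf KO than in control Th17 cells by a log2 change of -2.78 (standard error 0.27, adjusted p = 0.0171 from limma). At Stat3, an exonic peak (chromosome 11, 100893488 to 100893712) was at 2.75 in Stat3 KO Th17 and 2.74 in Stat3 KO Th0 cells. In the other samples it was at 3.98 (Il7r-Cre), 4.42 (wild type) and 4.50 (Maf KO) in Th17 cells, and at 3.94, 3.68 and 4.07 in Th0 cells. The peak at the start of Stat3 (chromosome 11, 100939238 to 100940262) was at 7.31 in Stat3 KO and 7.71 in Il7r-Cre Th17 cells. Each genotype and polarization has 1 sample. The controls of the tests are the wild-type and Il7r-Cre samples together.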

STAT3 is required for Th17 differentiation, and *Stat3* KO dramatically altered Th17 chromatin accessibility, leading to a Th0-like profile (Fig. 1A, red arrow; Supplemental Fig. S1), whereas *Maf* KO clustered with Th17 (Fig. 1A, gray arrow; Supplemental Fig. S1).

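STAT3 carries the signal of IL6, IL21 and IL23 into the nucleus, and MAF is a bZIP transcription factor of Th17 cells. The single Stat3 KO Th17 sample was less accessible than its 2 controls at Il17a, Il17f, Ccl20, Il23r, Rora and Rorc and more accessible at the Trappc12 intron that is open in Th0 cells. In the single Maf KO Th17 sample, the peaks called were those of Maf itself. Of the 16 core genes, the best peak was lower in Stat3 KO Th17 cells for 12, with log2 changes of -2.34 at Il17a (adjusted p = 0.00158), -2.23 at Il17f (0.00152), -2.20 at Ccl20 (0.00145) and -2.06 at Il23r (0.00214), each from limma. Rora (-1.91), Etv6 (-1.57), Stat3 (-1.45), Il1r1 (-1.42), Irf4 (-1.29), Rorc (-1.15), Batf (-0.99) and Hif1a (-0.99) were also lower. The best peak is the one with the smallest p among those linked to a gene (141 for the 16 genes). It was called by its own adjusted p, without Simes' method. The share of other genes with such a peak is not given, so this count alone does not set the core genes apart. The Stat3 peak is the exonic one that is low in both Stat3 KO samples, so its fall can stem from the deleted DNA itself, which leaves 11 other genes. Il24 (-1.03, adjusted p = 0.0761), Fosl2, Maf and Il12rb1 did not pass. After quantile normalization 9 of the 12 were called, without Rorc, Batf and Hif1a. The largest losses were at peaks linked to Impa2 (-3.61), Mical2 (-3.61), Fbxw20 (-3.57), Large (-3.51) and Limch1 (-3.48). The Trappc12 intron, at 6.05 in Stat3 KO Th17 cells and at 1.92 and 3.30 in the Th17 controls, had the largest gain, of 3.44 (standard error 0.45, adjusted p = 0.00183 from limma). It was followed by 4930578N18Rik (3.43), Ptprk (3.28), Palld (3.08) and Fbn2 (2.97).
Of all peaks, 5738 were called between Stat3 KO and control Th17 cells, 1716 higher and 4022 lower in the knockout. The knockout is a single sample assumed to vary like the pairs of controls, so the p-values hold no spread of the knockout itself, and 0 peaks, and so 0 of the 12 core genes, were called without the wild-type Th17 control (10336 at an unadjusted p under 0.05) or without the Il7r-Cre Th17 control (11338). Without either Th0 control, 1893 were called, 5 of the 12 core genes among them. In Maf KO Th17 cells, 2 peaks were called, both lower and both at Maf (1952 at an unadjusted p under 0.05), the one over the 5′ UTR by -3.14 (standard error 0.28, adjusted p = 0.0154 from limma). Without any 1 of the 4 controls 0 were called (1638 to 1788 at an unadjusted p under 0.05).
The samples were also placed on a scale from the Th0 controls (0) to the Th17 controls (1) by their mean over 1109 peaks called between Th17 and Th0 cells of batches 1 to 3, 358 of them higher in Th17 and 751 higher in Th0. Stat3 KO Th17 cells lay at 0.07 and Maf KO Th17 cells at 0.87, with a spread of 0.135 (SD) between controls of a kind. On an axis of the 1000 largest differences without Th17 replicate 3, chosen after the data were seen, Stat3 KO Th17 cells lay at -0.17, and at -0.05 on such an axis with it. Stat3 KO Th0 cells lay at -0.14 and Maf KO Th0 cells at -0.09. Over all peaks, the distance of Stat3 KO Th17 cells was 156.6 to the mean of the Th17 controls and 114.4 to that of the Th0 controls. For Maf KO Th17 cells these distances were 73.0 and 118.4. Stat3 KO and Maf KO Th0 cells were at 84.0 and 87.2 from the mean of the Th0 controls. On the component that parts Th17 from other T cells, Stat3 KO Th17 cells scored -75.7 and Maf KO Th17 cells 34.0, beside 42.2 for Il7r-Cre Th17 and -50.1 for Il7r-Cre Th0 cells. From the place of the knockout samples in Fig. 1A and Supplemental Fig. S1, the paper concludes that loss of Stat3 leads to a profile like that of Th0 cells, and states that the Maf knockout clusters with Th17.

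**Figure D2:**
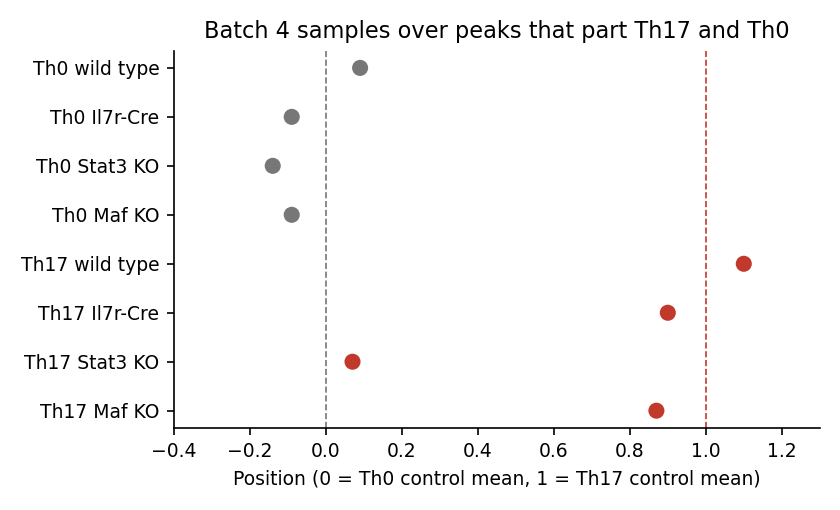
Position of each batch 4 sample on the scale from the mean of the Th0 controls (0, dashed gray line) to the mean of the Th17 controls (1, dashed red line) over 1109 peaks, 1 point per sample, gray for Th0 and red for Th17. Stat3 KO Th17 cells (0.07) sit among the Th0 samples, and Maf KO Th17 cells (0.87) near the Il7r-Cre Th17 control (0.9).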

**Figure 1.**
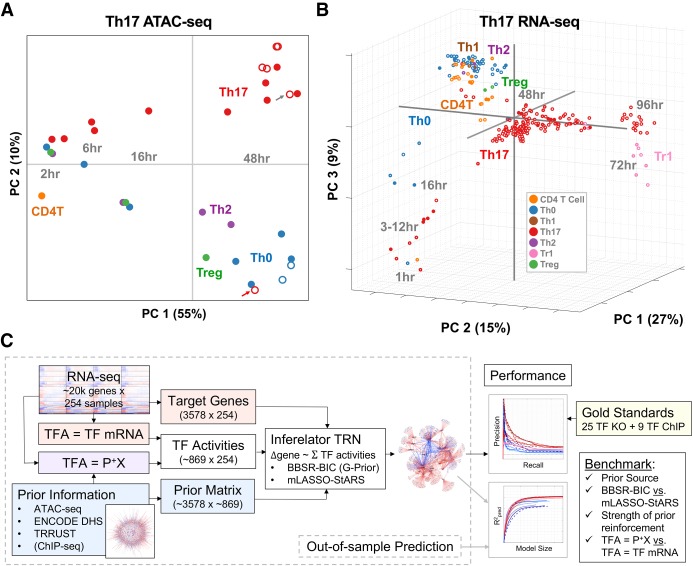
New and existing genomic benchmark resources for TRN inference in Th17. (*A*) PCA of chromatin accessibility profiles. The 33 ATAC-seq samples are plotted as a function of ATAC-seq peak intensities in PCA space, using the reference set of 63,049 ATAC-seq peaks identified. Open circles denote experimental conditions that deviate from the standard T cell differentiation conditions (e.g., gene deletion, additional cytokines). Gray and red arrows indicate *Maf* and *Stat3* KO Th17 conditions, respectively. (*B*) PCA of gene expression profiles. The 254 RNA-seq samples are plotted as a function of all genes in PCA space. (*C*) Study design (see text).

To the 143 RNA-seq experiments from the original publication, we added an additional 111 RNA-seq experiments for a total of 254 (Methods) (Fig. 1B). The majority (166 samples) were Th17, spanning 1–108 h and involving KO, siRNA knockdown, and/or drug inhibitors of TFs and signaling molecules. The study design also included other Th polarizations (Th0 [53], Tr1 [9], and Th1/Th2/Treg [two each]), as well as naive CD4^+^ T cells (25). Mirroring chromatin accessibility patterns, PCA of the gene expression data revealed time and T cell polarization conditions to be important drivers of transcriptional variation (Fig. 1B; Supplemental Fig. S2).

Although gene expression data are the only required input for the Inferelator, we hypothesized that inclusion of ATAC-seq data would improve TRN inference. Integration of ATAC-seq with TF motifs provides indirect evidence for the TF binding events driving altered chromatin state (Fig. 1A) and transcription (Fig. 1B). 

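Transcription factors bind short DNA motifs, so motifs that are frequent in regions open in one cell type point to factors that may act there. Peaks more open in Th17 cells than in Th0 cells at 48 h were rich in AP-1 motifs, which BATF and JUNB bind together with IRF4 in activated T cells. Peaks more open in Th0 cells were rich in motifs of NF-κB, the factor that T cell receptor and costimulatory signals release. Of 2256 peaks higher in Th17 and 1926 higher in Th0 cells, a Batf motif lay in 81.0% and 58.9% (odds ratio 2.97, adjusted p = 1.07e-53 from Fisher's exact test over 880 TFs). Junb motifs lay in 63.6% and 36.1%, Fosl2 motifs in 63.1% and 36.4%, and Stat3 motifs in 77.9% and 64.5%. Maf motifs lay in 74.4% and 63.8%, and Rorc motifs in 15.2% and 11.0% (odds ratio 1.46). An Nfkb1 motif lay in 18.6% of the peaks higher in Th17, in 54.6% of those higher in Th0 and in 27.1% of the peaks not called (odds ratio 0.19 between the called groups, adjusted p = 4.86e-130 from the same test). Nfkb2 motifs lay in 9.3% and 37.7%, Rela motifs in 59.8% and 77.5%, and Nfatc1 motifs in 41.1% and 56.3%. Over all 880 TFs, the motifs of 194 were more frequent in peaks higher in Th17 and those of 306 in peaks higher in Th0. Among the 40 TFs listed before the data were examined the numbers were 22 and 12 (13 and 13 with matches under 1e-05, 4 and 7 under 1e-06). These values use all matches of the motif table, up to a chance probability of 0.0001, and factors of one family share sites.
At the threshold of the methods (1e-05), chosen here after the data were seen, the motifs of 63 and 144 TFs differed. Nfkb1 lay in 2.7% of the peaks higher in Th17 and in 20.9% of those higher in Th0, Batf in 27.8% and 18.5% (odds ratio 1.70), Stat3 in 12.1% and 7.8% (odds ratio 1.63), and the odds ratio of Rorc was 3.23. With matches under 1e-06, Batf (0.806), Junb (0.581), Fosl2 (0.897) and Irf4 (0.885) turned to odds ratios under 1 and did not pass.
Between 2 and 48 h, peaks that opened held Ets1 motifs less often (47.9%) than peaks that closed (75.4%), and Batf motifs more often (63.3% against 54.6%). By Fisher's exact test over 880 TFs, motifs of 728 were more frequent in peaks that closed and those of 35 in peaks that opened. The direction at Ets1 is thus shared by most factors. Peaks that closed were also longer (median 350 bp) than peaks that opened (275 bp). Which peaks count as opened depends on the scale of the samples, as given above. Of the peaks called between the single Stat3 KO Th17 sample and its controls, those lower in the knockout held Stat3 motifs in 79.1% and those higher in 59.3% (odds ratio 0.384 for higher against lower, adjusted p = 5.95e-51 from Fisher's exact test). These groups rest on both Th17 controls, since 0 peaks were called without either. With matches under 1e-05, the odds ratio of the Stat3 motif for higher against lower peaks was 0.71. With all matches, Batf motifs lay in 87.5% of the lower and 49% of the higher peaks, and Nfkb1 motifs in 19.7% and 45.0%. Peaks are not independent of each other, so these p-values are smaller than independent regions would give.

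**Figure D3:**
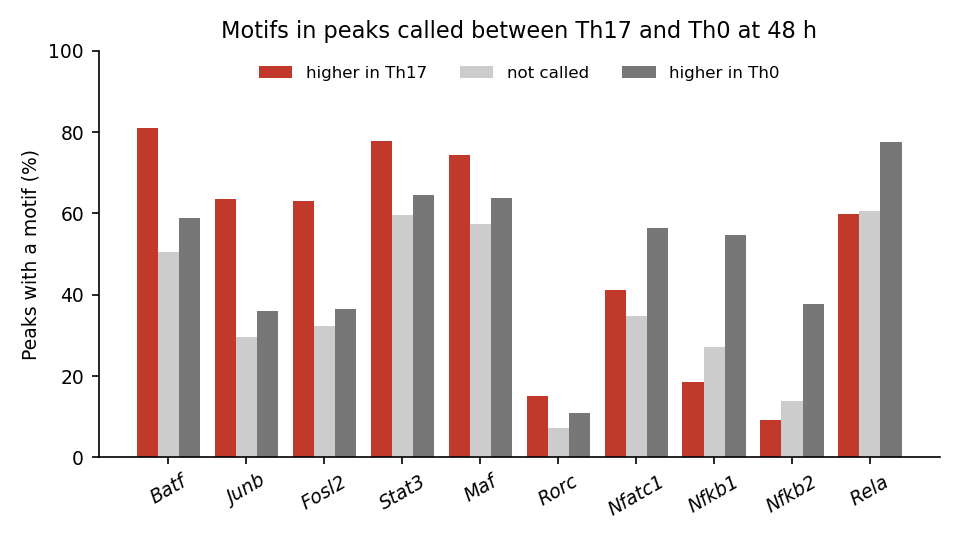
Share of peaks (%) with a motif of each named factor among peaks higher in Th17 (red), peaks not called (light gray) and peaks higher in Th0 (dark gray) at 48 h. Batf motifs lie in 81.0% of the peaks higher in Th17, and Nfkb1 motifs in 54.6% of the peaks higher in Th0.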

We generated two “prior” networks of TF–gene interactions from the ATAC-seq data: the A(Th17) prior, limited to Th17 48-h conditions, and the A(Th) prior, including all 33 Th samples (Methods). The ATAC priors contained more than 1 million putative TF–gene interactions for approximately 800 TFs (Supplemental Table S1A). To test these noisy priors in TRN inference, we developed a study design enabling quantitative performance evaluation of the resulting TRNs (Fig. 1C). Specifically, the TRNs are evaluated based on precision recall of an independent GS composed of TF–gene interactions supported by TF KO and TF ChIP data. 

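A TF and a gene form a pair when a motif of the TF lies in a peak within 10 kb of the body of the gene. The motif table of all 33 samples names 880 TFs, and of its peaks 50200 are linked to at least 1 of 20858 genes. With all its matches, 7624884 pairs of a TF and a gene were found, and 7290095 with the 839 of these TFs that the list of Table S3 holds. With matches under the P of the methods, a setting chosen after the data were seen, there were 1740864 pairs of 847 TFs and 20850 genes. A stricter P of 1e-06 left 285561 pairs of 775 TFs. The median number of target genes per TF was 7915, 1287 and 141 at these settings. The pairs describe the peaks of all T helper samples together, since the peaks of single samples, from which a network of Th17 cells alone would start, are not used here.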

As precision recall is limited to the TFs previously selected for KO (25 TFs) and/or ChIP-seq (nine TFs), we also evaluate TRN methods based on out-of-sample gene expression prediction.

By using precision recall and out-of-sample prediction metrics, we evaluate the effects of several key modeling decisions. Figure 1C outlines inputs to the Inferelator algorithm. From the gene expression data set, we seek to model the expression patterns of 3578 “target” genes (Methods) as functions of TFAs. Protein TFAs are rarely measured and technically infeasible for most TRN experimental designs. Thus, TFA is a hidden (or latent) variable in TRN inference (Liao et al. 2003; Fu et al. 2011). TF mRNA is the most common TFA estimate. However, many TF transcriptional activities require protein posttranslational modification. Thus, TF mRNA can be a poor proxy for protein TFA. TFA estimation based on prior knowledge of TF target genes provides an alluring alternative as it appears to be technically feasible, requiring only partial a priori knowledge of TF–gene interactions and gene expression data (Methods). “Prior-based” TFAs improved TRN inference in unicellular organisms (Arrieta-Ortiz et al. 2015; Tchourine et al. 2018). Here, we evaluate this approach in a mammalian setting.

We test two methods for model building: (1) Bayesian best subset regression with Bayesian information criteria for model selection (BBSR-BIC) (Arrieta-Ortiz et al. 2015) and (2) an alternative proposed here, modified least absolute shrinkage and selection operator (Studham et al. 2014; Gustafsson et al. 2015) with stability approach to regularization selection (Liu et al. 2010) (mLASSO-StARS). We hypothesized that mLASSO-StARS would scale better with the increased transcriptional complexity of a mammalian setting (e.g., requiring larger models; Methods). Thus, we compare mLASSO-StARS and state-of-the-art BBSR-BIC.

Prior information can enter the inference procedure at two steps: (1) to estimate prior-based TFA (described above) and (2) to reinforce prior-supported TF–gene interactions at the multivariate regression step, using BBSR-BIC or mLASSO-StARS (Fig. 1C). The strength of prior reinforcement is an important TRN inference parameter; it controls the relative contribution of the prior (e.g., TF ChIP, ATAC-seq motif analysis) to evidence from the gene expression model (variance explained by individual TFs). Thus, we test several levels of reinforcement in our study design and compare sources of prior information, in addition to ATAC-seq.

### mLASSO-StARS improves inference of a mammalian TRN

As illustrated in Figure 1C, we use precision recall to evaluate the impact of modeling decisions on TRN inference. This analysis depends on the quality of the GS. Both TF KO and TF ChIP-seq GS have caveats. Differential expression analysis of TF KOs yields an imperfect GS, as cellular TRNs adapt to the KO over time. Paralog compensation can lead to false negatives, whereas regulators downstream from the knocked-out TF can lead to secondary gene expression changes (false positives). The TF ChIP GS will also contain false positives (ChIP-seq peaks are not necessarily functional) and false negatives (peak–gene associations are based on linear proximity). Generating a GS from edges supported by both TF KO and TF ChIP reduces false positives but at the expense of false negatives. Thus, precision recall is a nuanced metric of method quality. For each GS, Supplemental Table S1A summarizes the number of edges, TFs, and target genes, as well as the percentage of overlap with other priors. Because we have KO data for 25 TFs but KO + ChIP data for only nine TFs, we also evaluate precision recall of the KO GS.

As expected, a TF ChIP-seq prior improves Th17 TRN inference (Fig. 2A, left). The ATAC prior boosts performance relative to the “no prior” control TRNs (Fig. 2A, central and right; Supplemental Fig. S3). In comparison to the ChIP-seq prior, the boost from the ATAC prior on the KO GS is smaller, likely reflecting increased levels of noise (e.g., from motif-based TF binding prediction). Also, in contrast to ChIP prior results, increasing the strength of prior reinforcement from moderate to high yields no advantage for the noisier ATAC prior. This suggests ATAC-seq prior reinforcement should be limited to moderate rather than high; gene expression data should be relied on to select a small subset of the regulatory hypothesis from the ATAC-seq prior network. For similar levels of prior reinforcement, prior-based TFA models outperform TF mRNA at low recall. For all ATAC TRNs and both GSs, mLASSO-StARS outperforms BBSR-BIC.

**Figure 2.**
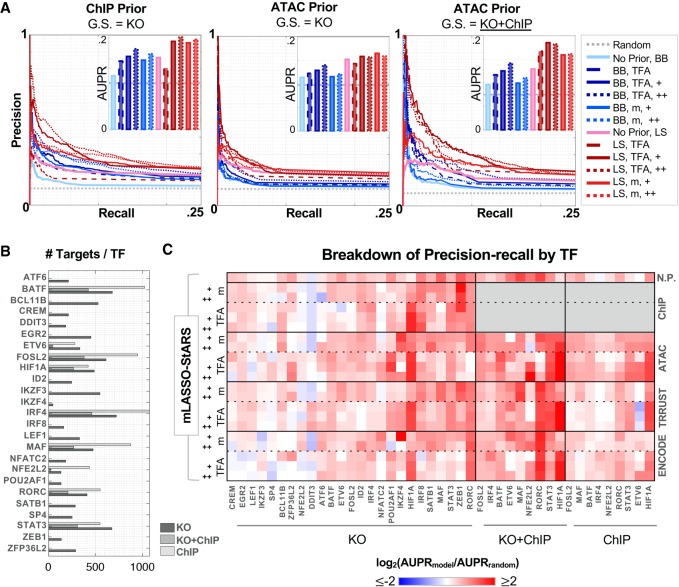
A prior network derived from ATAC-seq data improves TRN recovery of gold-standard TF–gene interactions. (*A*) Precision recall of Th17 TRNs. The *left* two panels enable comparison of TRNs built from ChIP versus Th17 ATAC priors, quantified by precision recall of the KO GS (25 TFs, 8875 interactions); *insets* display AUPR. The performance of several TRNs are plotted for each prior, based on Inferelator method. (LS) mLASSO-StARS; (BB) BBSR-BIC; (m) TF mRNA; (TFA) prior-based TFA; (+) indicates strength of prior reinforcement. Random and “no prior” TRNs serve as references. The *right* panel shows precision recall of the KO-ChIP GS (nine TFs, 2375 edges) for TRNs built from the Th17 ATAC prior. (*B*) Number of targets per TF in the GSs. Targets per TF are limited to the 3578 considered by the model. (*C*) TF-specific TRN performance. For each GS, AUPRs were calculated for each TF individually. TF-specific performance of TRNs is quantified as the log_2_ fold-change between AUPR of the TRN model relative to random. +, m, and TFA are as in *A*.

To explore experimental designs without context-specific chromatin accessibility, we tested two contrasting, publicly available prior information sources. The first is TF motif analysis of ENCODE DHS data from 25 mouse tissues, none of which include Th17 (Stergachis et al. 2014). The second is derived from the curated TRRUST database of human TF–gene interactions (Han et al. 2015). Although the ENCODE DHS prior includes about 1.5 million interactions between 546 TFs and about 17,000 genes (similar scale to the ATAC priors), the TRRUST prior is sparse: about 7000 interactions between 582 TFs and approximately 2000 genes (Supplemental Table S1A). The TRRUST and ENCODE priors overlap less with the GSs than context-specific priors, and this is reflected in lower precision recall relative to ChIP and ATAC priors (Supplemental Fig. S3). However, use of either the ENCODE or TRRUST prior improves performance relative to the no prior control; this improvement is substantial for prior-based TFA models. Again, across priors, TFA methods, and levels of prior reinforcement, mLASSO-StARS outperformed BBSR-BIC.

To evaluate performance on experimental designs with fewer gene expression samples, we reduced the gene expression matrix from 254 to 50 randomly selected samples (Supplemental Fig. S4). The reduced sample size had a minor impact on precision recall, especially for context-specific ChIP and ATAC priors. These results bode well for extension of our methods to contexts in which gene expression data are less abundant.

We also evaluated how the different modeling decisions affect target prediction for each TF (Fig. 2C). There is nearly an order-of-magnitude difference in TF degree in the KO + ChIP GS (Fig. 2B), so this per-TF analysis additionally ensured that results were not dominated by a few high-degree TFs. Overall, mLASSO-StARS also outperformed BBSR-BIC at TF-specific AUPR resolution (Supplemental Fig. S5).

AUPRs for many TFs were dependent on TFA estimation procedure (Fig. 2C). TF mRNA should work well for TFs whose main source of regulation is transcriptional, whereas for TFs regulated by posttranslational modification, prior-based TFA would be preferable. Consistent with this, prior-based TFA models have higher AUPR for STAT3, whereas prior-based TFA did not always improve prediction of RORC targets. With the ChIP prior (which included RORC TF ChIP), prior-based TFA AUPR was on par with TF mRNA AUPR. However, for the noisier ATAC-seq prior, prior-based TFA performed only slightly better than random, whereas TF mRNA models (including the “no prior” control) performed well across GSs. For ATAC-based TRN inference, target prediction for some TFs was better using prior-based TFA (HIF1A, STAT3, NFE2L2), whereas TF mRNA was better for some TFs (RORC, MAF, FOSL2) and roughly equivalent for others. Summarizing across priors and parameter sets, no TFA method dominates (Supplemental Fig. S5B). Based on these results, we later construct “final” Th17 TRNs using both TFA estimation methods.

### Th17 TRN models predict out-of-sample gene expression patterns

We next evaluated whether the TRN models could predict out-of-sample gene expression patterns. In contrast to precision recall, gene expression prediction provides the opportunity to evaluate all interactions in the model. This evaluation method is especially important in poorly characterized cellular contexts, for which GSs do not exist. We chose three out-of-sample prediction leave-out sets, each with distinct patterns of gene expression (highlighted in Fig. 3A). The three leave-out sets were “early Th17” (all Th17 time points between 1–16 h; eight samples), “all Th0” (Th0 samples for all time points and perturbations; 53 samples), and “late Th17” (18 Th17 samples from 60 to 108 h after TCR stimulation). For both the BBSR-BIC and mLASSO-StARS methods, we tested prediction over a range of edge confidence values and corresponding model sizes. We quantified performance using *r*-squared of prediction, $R_{\mathrm{pred}}^{2}$ (Fig. 3B,C); $R_{\mathrm{pred}}^{2}>0$ indicates that the model has predictive benefit (Methods). Across all leave-out sets and methods, out-of-sample prediction improved most as models expanded from average size of one to five TFs/gene (Fig. 3B). Most methods performed similarly well from zero to 10 TFs/gene, with the exception of BBSR-BIC models using prior-based TFA, in which prediction was worse. Predictive performance plateaued at about 10–15 TFs/gene, depending on the leave-out set (Fig. 3B, Supplemental Fig. S6). For model sizes of 10–15 TFs/genes, the mLASSO-StARS models outperformed BBSR-BIC models (Fig. 3B,C). These results, together with precision recall analyses, support mLASSO-StARS over BBSR-BIC for mammalian TRN inference.

**Figure 3.**
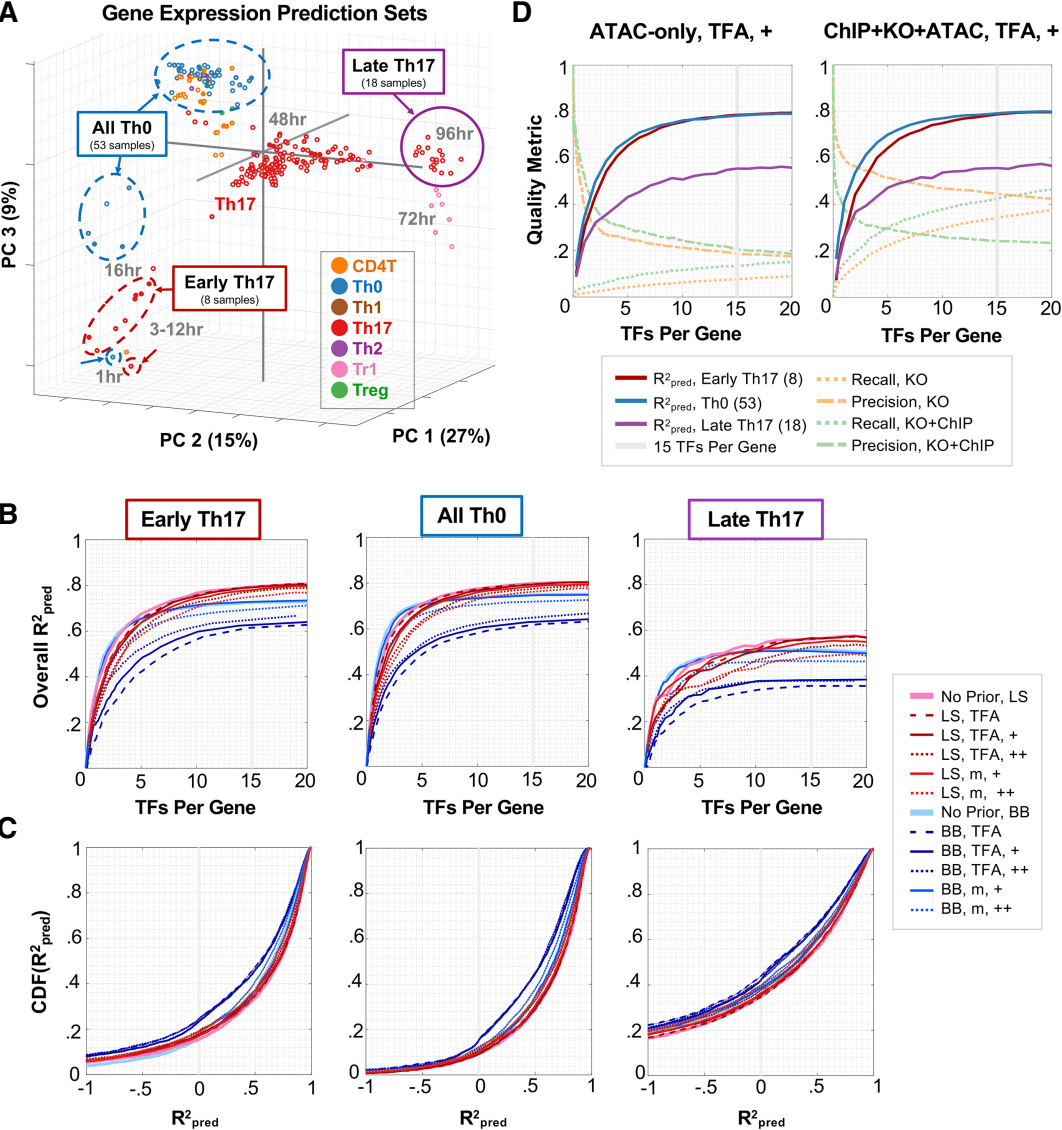
TRNs derived from RNA-seq and ATAC-seq data predict out-of-sample gene expression. (*A*) Leave-out sets plotted in PCA space. (*B*) Gene expression prediction. *R*^2^_pred_ for each leave-out set is plotted as a function of mean number of TFs per gene. (LS) mLASSO-StARS; (BB) BBSR-BIC; (m) TF mRNA; (TFA) prior-based TFA; (+) indicates strength of prior reinforcement. The gray line corresponds to a model-size cutoff of mean 15 TFs per gene. (*C*) Distributions of *R*^2^_pred_ values. Empirical cumulative distribution functions (CDFs) of per-gene *R*^2^_pred_ values for each method (model-size cutoff = mean 15 TFs per gene). (*D*) Model quality metrics versus model size. For two TRN models built with Th17 ATAC (*left*) or ChIP + KO + ATAC (*right*) priors (mLASSO-StARS, bias = 0.5, TFA = P^+^X), the quality metrics (*R*^2^_pred_ for each leave-out set, precision and recall) are plotted as a function of model size. The model size used for subsequent analyses is highlighted.

Although we recommend StARS edge stabilities to rank interactions, we used the best quality metrics at hand (precision, recall, and $R_{\mathrm{pred}}^{2}$) to guide selection of model-size cutoff for the “final” Th17 TRN (Methods). These quality metrics are plotted versus model size (Fig. 3D; Supplemental Figs. S6, S7) for TRNs with the Th17 ATAC (“ATAC-only”) or ChIP + KO + ATAC priors. (The ChIP + KO + ATAC prior [Methods] represents our best [combined] source of prior information and is later used to derive our “final” Th17 TRN.) Once average model sizes reach approximately 15 TFs/gene (Supplemental Fig. S6), predictive performance plateaus, suggesting an average of 15 TFs/gene as a cutoff for edge inclusion in the network. Standardizing network sizes to 53,000 TF–gene interactions (about 15 TFs/gene), we calculated the percentage edge overlap among TRNs built from ATAC, ChIP, KO, ENCODE DHS, TRRUST, and combined priors. For each prior, we considered five modeling modes: prior-based TFA with no, moderate, or strong prior reinforcement and TF mRNA TFA with moderate or strong prior reinforcement. The percentage of shared edges between TRNs ranged from 83% to 10%. We clustered the networks to visualize how the modeling decisions affected resulting TRNs on a global scale (Supplemental Fig. S8; Supplemental Note 1).

### “Core” Th17 TRNs contain literature-supported TF–gene interactions

Our primary objective is to assess the feasibility of high-quality TRN inference from gene expression and ATAC-seq data. Therefore, it is important to examine the Th17 TRNs at high resolution. Here, we focus analysis on TRN predictions for 18 “core” Th17 TFs and genes readily familiar to Th17 biologists (Fig. 4). TF–gene interactions in this “core” have been the focus of many studies (Christie and Zhu 2014; Li et al. 2014), which we leverage to evaluate the ATAC-based Th17 core TRNs.

**Figure 4.**
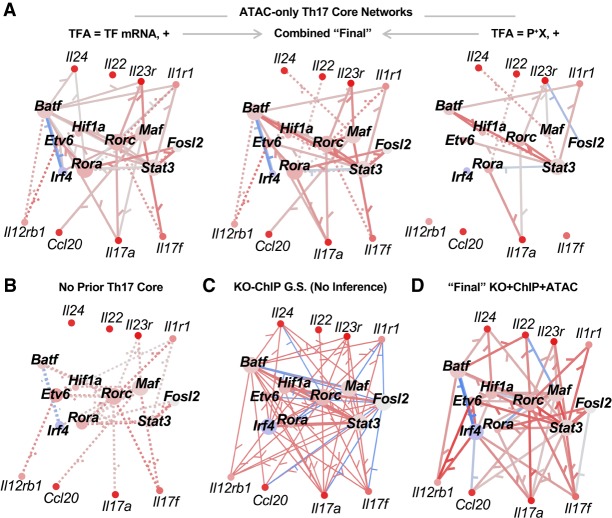
The Th17 TRNs recover key TF–gene interactions from the literature. (*A*–*D*) Th17 core TRN models. “Core” Th17 genes and TFs were selected from the literature for visual comparison with jp_gene_viz software. Network size was limited to an average of 15 TFs per gene for Inferelator networks using the following: (*A*) Th17 ATAC prior; (*B*) no prior; or (*D*) ChIP + ATAC + KO prior. The edges in Inferelator TRNs are colored according to partial correlation (red indicates positive; blue, negative) and weighted proportionally to edge stability. Solid edges have prior support, whereas dotted edges were learned from gene expression modeling alone. (*C*) The full KO-ChIP GS from Ciofani et al. (2012), where edge sign is based on differential gene expression analysis between TF KO and control. Nodes are colored according to *z*-scored gene expression at 48 h in Th17, relative to the other Th cell time points (red/blue indicates increased/decreased expression). The “final” KO + ChIP + ATAC (*D*) and ATAC-only (*B*) TRNs max-combine networks built using TF mRNA and prior-based TFA.

From the literature and the KO-ChIP data (Fig. 4C), there is support for edges between RORC and several key Th17 cytokines and receptors: *Il17a*, *Il17f*, *Il22*, *Il1r1*, and *Il23r*. Two of these interactions (*Il17a*, *Il23r*) were present in the ATAC prior and resulting TRNs (Fig. 4A). 

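Il17a and Il17f lie side by side on chromosome 1 and encode cytokines of Th17 cells, Il1r1 and Il23r encode receptors for IL1 and IL23, and Rorc encodes RORγt, the factor that directs the program. At Il23r, 1 of the 3 regions with a Rorc motif was called as more open in Th17 than in Th0 cells. At Il1r1, the region with the strongest Rorc motif was as open in Th0 as in Th17 cells. Il23r spans 67422932 to 67491855 on the minus strand of chromosome 6 of mm10 and has 9 linked peaks, of which 3 hold a Rorc motif and 2 one under the threshold of the methods. Matches are given with their probability by chance from FIMO. The intronic Il23r peak from 67482963 to 67483587 (Rorc match at 2.9e-06) was at 6.65 ± 0.27 (SD, n = 4) in Th17 and 4.93 ± 0.26 (SD, n = 3) in Th0 cells, a log2 difference of 1.72 (standard error 0.19, adjusted p = 0.00422 from limma). This call held without each of the 7 samples in turn. The Il23r peak over the first exon and 5′ UTR (67491763 to 67492112, match at 1e-07) was at 4.28 ± 0.52 against 3.21 ± 0.37, which did not pass (adjusted p = 0.0504). Il17a spans 20730905 to 20734496 on the plus strand and has 6 linked peaks, of which 1 holds a Rorc motif (match at 6.4e-06). It lies 4993 bp upstream (20725738 to 20725912), at 2.96 ± 0.80 in Th17 and 1.98 ± 0.49 in Th0 cells (difference 0.98, adjusted p = 0.16), and was lower in Stat3 KO Th17 cells by -1.48 (adjusted p = 0.0082). A neighboring Il17a peak without a Rorc motif (20725988 to 20726187) was at 3.36 ± 0.75 against 1.96 ± 0.33 (adjusted p = 0.0457). An intronic Il17a peak (20731538 to 20731837) was lower in Stat3 KO Th17 cells by -2.83 (adjusted p = 0.00244). Il17f (20777146 to 20790617, minus strand) has 4 linked peaks, of which 1, in an exon with UTR sequence from 20784213 to 20784637, holds a Rorc motif (match at 2.4e-05). This peak was at 4.86 ± 0.45 in Th17 and 3.57 ± 0.36 in Th0 cells, a difference of 1.29 (standard error 0.26, adjusted p = 0.0208 from limma). An Il17f intron peak (20780938 to 20781287) differed by 1.18 (adjusted p = 0.023). The calls at Il17a and Il17f were lost without Th0 replicate 1, without Th0 replicate 2 or without Th17 replicate 2, and those of the upstream Il17a and the intronic Il17f peak also without Th0 or Th17 replicate 4. Il1r1 (40225080 to 40317257, plus strand) has 9 linked peaks, of which 2 hold a Rorc motif. The stronger (match at 2.2e-06) lies in the intronic peak from 40235538 to 40235837, at 4.61 ± 0.31 in Th17 and 4.73 ± 0.30 in Th0 cells (adjusted p = 0.77). The calls for Stat3 KO at Il17a were lost without either Th17 control. Il22 has 0 linked peaks.

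**Figure D4:**
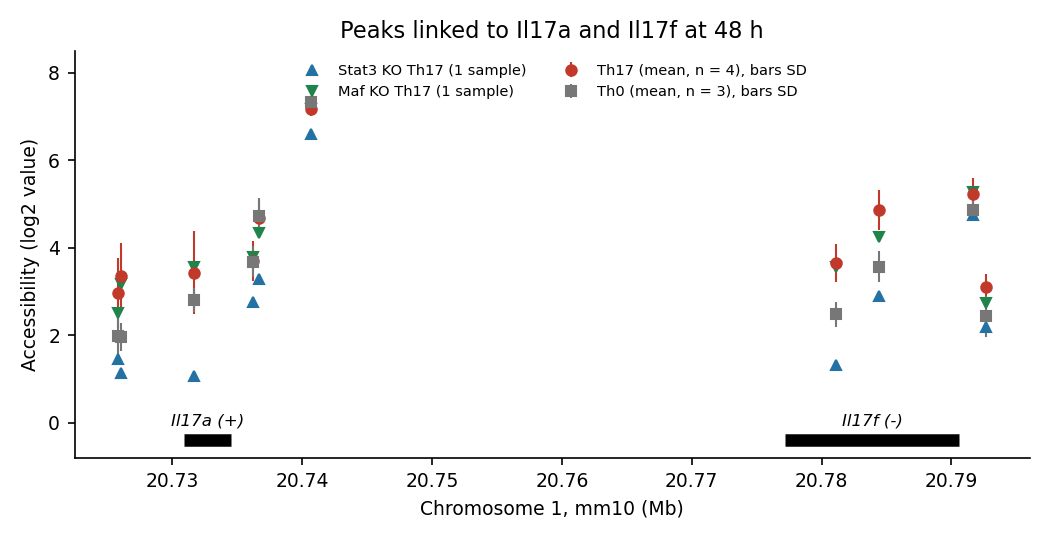
Accessibility (log2 value) at 48 h of the 10 peaks linked to Il17a or Il17f by position on chromosome 1 of mm10 (Mb), as mean and SD of wild-type Th17 (n = 4) and Th0 (n = 3) cells, with the single Stat3 KO and Maf KO Th17 samples. Black bars mark the genes. The Il17a peak at 20725988 is at 3.36 in Th17 and 1.96 in Th0 cells, and the peak from 20740363 to 20741037 is at 7.17 and 7.33.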

Gene expression modeling with TF mRNA was sufficient to recover four interactions (*Il17a*, *Il17f*, *Il1r1*, and *Il23r*) in the no prior TRN Figure 4B; these were also recovered in the ATAC TF mRNA TRN. The prior-based TFA ATAC TRN (Fig. 4A, right) recovers a data-driven edge between RORC and *Il22*. By combining predictions from both ATAC TRNs (Methods), all five RORC targets are recovered (Fig. 4A, central). As expected, inclusion of RORC ChIP and/or KO in the prior also leads to recovery of all five TF targets (Fig. 4D).

STAT3 is required for Th17 differentiation, playing a crucial role in driving *Rorc* expression. There is support for this interaction not only from context-specific ATAC-seq prior but also the ENCODE DHS prior. 

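STAT3 can reach Rorc only where the DNA of the gene is open. Of 7 peaks linked to Rorc, which spans 94372794 to 94398276 on the plus strand of chromosome 3 of mm10, 3 hold a Stat3 motif, and 1 of them a motif under the P of the methods (6.8e-06). That peak lies in an intron from 94383513 to 94383837. It was at 4.88 ± 0.34 (SD, n = 4) in Th17 and 4.01 ± 0.34 (SD, n = 3) in Th0 cells, a log2 difference of 0.87 (standard error 0.22, adjusted p = 0.0466 from limma). The call was lost without any of the 3 Th0 samples and without Th17 replicate 1, 2 or 4. In Stat3 KO Th17 cells the Rorc peak was at 3.61, beside 4.60 in the Il7r-Cre and 4.92 in the wild-type control, a change with an adjusted p of 0.034 from limma that did not pass after quantile normalization (0.0591) or without either Th17 control.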

Consistent with the poor quality of mRNA-based STAT3 predictions (Fig. 2C), this interaction is not present in the no prior TRN. It is, however, recovered by all ATAC and ENCODE TRNs, even those built with TF mRNA, in which prior reinforcement likely overcomes weak correlation between TF mRNA and protein activity level (Fig. 4A–C; Supplemental Fig. S9).

MAF is another key regulator of Th17 cytokine and receptor expression, with KO-ChIP support for *Il17a*, *Il17f*, *Il23r*, and *Il1rb*. 

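Il17a, Il17f and Il23r are genes at which a network would place MAF if its motif lay in their open regions. Maf motifs are frequent in the table, and at its own threshold all 6 peaks linked to Il17a, 3 of the 4 linked to Il17f and all 9 linked to Il23r hold one. Under the P of the methods, 1 peak of Il17a, 2 of Il17f and 2 of Il23r remain. At Il17a it is the peak from 20725738 to 20725912 on chromosome 1 of mm10 (match at 5.8e-06), upstream of the gene. At Il17f these are a peak 1971 bp upstream (20792588 to 20792787, match at 1.6e-06), at 3.11 ± 0.30 (SD, n = 4) in Th17 and 2.43 ± 0.46 (SD, n = 3) in Th0 cells, and a peak 846 bp upstream (20791463 to 20791787, match at 3.2e-06), at 5.22 ± 0.38 and 4.86 ± 0.20. At Il23r both are intronic, from 67482963 to 67483587 (match at 2.9e-06) and from 67459338 to 67459837 (match at 3.5e-06) on chromosome 6, the latter at 6.58 ± 0.16 in Th17 and 6.12 ± 0.22 in Th0 cells. In Maf KO Th17 cells, the peaks linked to Il17a, Il17f and Il23r changed by -0.45 to 0.30 on the log2 scale, and none passed (adjusted p = 0.997 from limma for each). With 1 knockout sample, a planted change of 1 was recovered at 22% of such peaks in a simulation with 200 changed peaks, so a change of that size at Il17a or Il23r would often be missed.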

There is ATAC-seq support for MAF regulation of *Il17a*, *Il17f*, and *Il23r*. The prior-supported targets are recovered by the TF-mRNA ATAC models, but only the *Il23r* interaction is present in prior-based TFA models (Fig. 4A). Similar to *Rorc*, *Maf* mRNA might be the better proxy for TFA. Prior reinforcement also played a role, as only two of the four interactions are present in the no prior TRN (Fig. 4B). In the absence of context-specific prior information and a strong signal from the gene expression model, only a single edge (*Il23r*) was recovered by one of the ENCODE models (Supplemental Fig. S9).

These results highlight the potential for TRN inference in new settings, in which integration of chromatin accessibility and gene expression is more feasible than sequential TF ChIP and KO experiments. Consistent with the TF-resolved AUPR analysis (Fig. 2C), they also suggest that there is value to building models from both TFA methods. For construction of the “final” Th17 TRN, we combine models based on both TFA methods (Methods). The literature-curated core of our final Th17 TRN contains the RORC and MAF cytokine and receptor interactions highlighted from the literature, as well as the established connection between STAT3 and *Rorc* (Fig. 4D).

### ATAC-derived Th17 TRNs contain known and novel Th17 TFs

Having verified that the Th17 TRNs contain core Th17 TF–gene interactions from the literature, we develop a global, unbiased analysis of the final ChIP + ATAC + KO TRN to identify “core” Th17 regulators de novo. In addition, we extend our analysis to a final TRN using the ATAC-only prior to simulate mammalian TRN inference in less well studied systems, in which KO and/or ChIP data might be unavailable. Overall, prior-supported edges make up 63% and 43% of the ∼53,000 TF–gene interactions in ChIP + KO + ATAC and ATAC-only TRNs, respectively (Supplemental Table S5). Of the 715 potential TF regulators considered for final models, nearly all (∼95%) have targets in the final TRNs, with positive interactions outnumbering negative nearly twofold (1.8:1 for ChIP + KO + ATAC or 1.9:1 for ATAC-only). TF degree varies dramatically (Supplemental Figs. S10, S11). Whereas the ATAC-only network democratizes TF degree distribution (no TF has more than 500 targets), the addition of ChIP and KO leads to very high degree for several TFs in the ChIP + KO + ATAC TRN (more than 500 targets for IRF4, BATF, MAF, SP4, FOSL2, and STAT3). Although there is a bias for TFs in the prior to have higher degree, several TFs without prior support have more than 100 targets in the final networks (four TFs for the ChIP + KO + ATAC TRN and 14 TFs for the ATAC-only TRN). Thus, prior information is not weighted so strongly as to preclude inclusion of TFs without known motifs. This aspect is important for discovery and holds for TFs with edges in the prior. Although only 16% or 7% of input prior edges remain in the TRN, 27% or 46% of learned regulatory interactions for TFs with prior information are new (not originally in the prior) in KO + ChIP + ATAC or ATAC-only TRNs, respectively. Thus, our method can reduce both false negatives and false positives found in prior networks. For example, motif analysis of the RORC ChIP data revealed that only about one-third of RORC peaks contained a RORC motif (at motif occurrence cutoff *P*_raw_ = 10^−4^). Although RORC can bind DNA directly, the RORC ChIP data suggest that RORC might also bind DNA indirectly (e.g., via TF complexes). Such indirect binding would be difficult to detect by ATAC-seq motif analysis alone, but their gene targets can be recovered via gene expression modeling.

Many of the TFs with highest degree are shared between the ChIP + KO + ATAC and ATAC-only TRNs (e.g., IRF4, BATF, SP4, RXRA, STAT3) (Supplemental Figs. S10, S11). We developed an unbiased approach to identify key regulators of the Th17 program. TFs were included in the set of “core” Th17 regulators if they met one of two criteria: (1) The TF promotes Th17 gene expression through activation of Th17 genes, or (2) the TF promotes Th17 expression through repression of non-Th17 genes (Methods). Similar de novo Th17 core TFs were recovered from both ChIP + KO + ATAC and ATAC-only TRNs, with several recognizable Th17-specific TFs from the literature (RORA, RORC, STAT3, MAF) in both networks (Fig. 5A,B). We note that this “core” TF analysis is robust to model-size cutoffs, as analysis of TRNs with average model-size of five or 10 TFs/gene yields similar results (Supplemental Fig. S12). Similarly, top-degree TFs per TRN are robust across model sizes (Supplemental Fig. S13).

**Figure 5.**
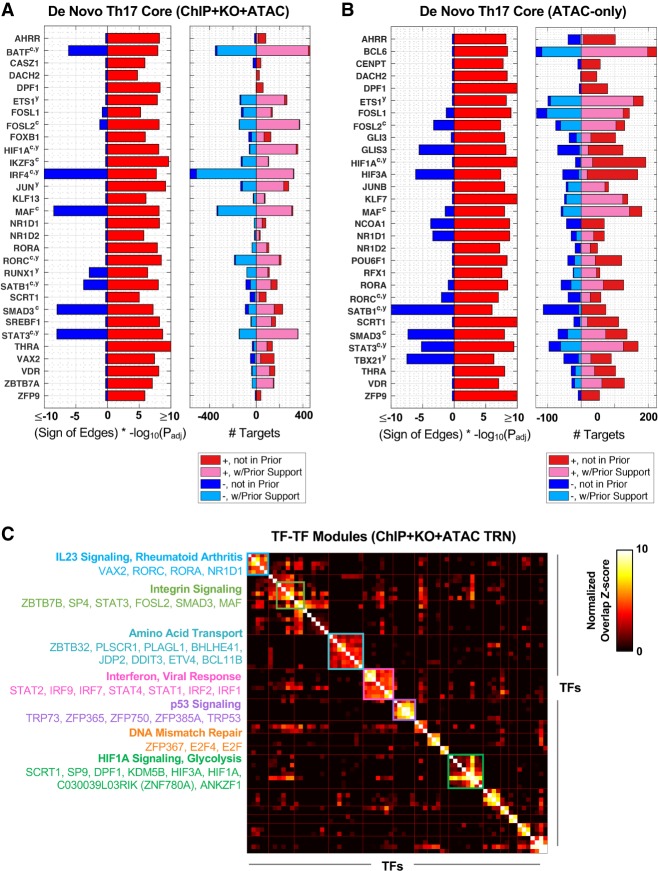
Analysis of the Th17 TRNs expands the “core” Th17 TRNs and predicts multivariate regulation of Th17 gene pathways. De novo Th17 core TFs in the ChIP + KO + ATAC TRN (*A*) and ATAC-only TRN (*B*). The Top 30 most significant “core” TFs are displayed. Significance was based on enrichment of a TF's (1) positive gene targets in up-regulated Th17 genes or (2) negative targets in down-regulated Th17 genes. (*Left*) Significance and direction of regulation; (*right*) number, sign, and prior support of TF target edges. Superscripts “c” and “y” indicate TF Th17 association from Ciofani et al. (2012) and Yosef et al. (2013), respectively. (*C*) Top 15 TF–TF modules for ChIP + KO + ATAC TRN. TFs were clustered into modules based on shared positive target genes between TFs (Methods). Gene-set enrichment was used to annotate clusters, and TF members are listed.

### TF–TF modules exhibit coordinated control of gene pathways in Th17

To aid in exploring the large Th17 TRNs (about 53,000 TF–gene interactions), we identified clusters of TFs with significant overlap in target genes (see Methods) (Fig. 5C; Supplemental Figs. S14, S15). We then applied a comprehensive gene-set enrichment analysis to predict functional roles for the “TF–TF clusters,” looking for consensus among pathway enrichments from five databases (Gene Ontology, Pathway Commons, KEGG, WikiPathways, and signatures from MSigDB) (Supplemental Figs. S16, S17; Kanehisa and Goto 2000; Gene Ontology Consortium 2004; Pico et al. 2008; Cerami et al. 2010; Liberzon et al. 2011). Most clusters were conserved between ChIP + KO + ATAC and ATAC-only networks, and within clusters, TFs shared features. For example, several clusters contained TFs defined in the de novo Th17 cores. RORC was a member of a Th17-promoting TF–TF module including RORA, NR1D1, and VAX2 (Fig. 5C, light-blue square; Supplemental Figs. S14–S17); functional annotations for this cluster include “IL23 signaling” and “rheumatoid arthritis,” which are consistent with prior knowledge. Th17-promoting TFs HIF1A, HIF3A, DPF1, SP9, and SCRT1 cluster with five to six other TFs (green square), and enrichments for this cluster include “hypoxia,” “HIF1A transcription factor network,” and “glycolysis.”

Other clusters contained TFs that promote the expression of genes repressed at 48 h in Th17 cells. One such cluster contained Th1 TFs (IRF1, STAT1, and STAT2) with additional interferon response factors and STATs (Fig. 5C, hot-pink box). As expected, this “interferon cluster” has enrichments for “response to interferon gamma,” “type 1 interferon pathway,” “response to virus.” Although TF gene expression for this cluster is highest in Th1 relative to other Th populations at 48 h, gene expression is at its highest at the 1-h Th17 time point, suggesting an interferon-like response for Th17 cells very early in the Th17 polarization time course (Supplemental Figs. S14, S15). This result is consistent with predictions from another Th17 TRN (Yosef et al. 2013), in which authors also predict roles for IRF1, IRF2, IRF9, STAT1, and STAT2 within the first 4 h of Th17 polarization. Both findings are consistent with potential plasticity, observed in vivo, in Th17 cell programs that are homeostatic or pathogenic, with expression of Th1-like features in the latter.

Gene-set enrichment provides functional predictions for other TF–TF modules, including “amino acid transport,” “integrin signaling,” “DNA mismatch repair,” “p53 signaling,” and others (Fig. 5C; Supplemental Figs. S14–S17). These predictions provide further confirmation of TRN quality, as many modules have predicted function in processes for which individual TFs are already implicated (e.g., HIF1A and HIF3A in the HIF1A/hypoxia module, TRP53 and TRP73 in the “p53 signaling” module). TF–TF modules and functional annotations are largely conserved between KO + ChIP + ATAC and ATAC-only TRNs, the latter prior network being much more economically feasible than the first. More fundamentally, these predictions suggest how altering sets of TFs might influence Th17 pathways and responses.

### New phenotypes are associated with TFs in the Th17 TRN

Th17 cells contribute to the pathogenesis of multiple autoimmune diseases (Stadhouders et al. 2018). We previously tested whether genes coregulated by the “Th17 core” (RORC, STAT3, BATF, IRF4, and MAF) were enriched for gene sets from GWAS of nine autoimmune diseases and three “negative controls” (Alzheimer's, schizophrenia, and type 2 diabetes) (Ciofani et al. 2012). Consistent with the known role for Th17 in autoimmune disease, genes from the autoimmune-disease sets were enriched (Ciofani et al. 2012). Since then, Th17 cells have also been implicated in obesity-related diseases (Harley et al. 2014; Endo et al. 2017) and psychiatric disorders (Debnath and Berk 2014; Choi et al. 2016). In parallel, the number of genome-wide association studies grew exponentially (MacArthur et al. 2016), and as demonstrated above, our network model improved in both comprehensiveness and accuracy.

We performed an extensive, unbiased GWAS analysis of our “final” updated (KO + ChIP + ATAC) Th17 TRN, including any phenotype with five or more associated genes; 991 phenotypes met this criterion. Not only did we dramatically expand the phenotypes considered, we more broadly queried the Th17 TRN. For each of the 605 TFs individually, we tested for TF-target genes enrichment in each of the GWAS gene sets (Supplemental Table S6). Despite the large number of TF–phenotype associations tested, eight reached significance (FDR = 10%) (Fig. 6A). STAT3 targets were significantly enriched for genes associated with inflammatory bowel disease (IBD), as well as the two IBD-subtypes, Crohn's disease and ulcerative colitis. Both genetic (Cho 2008) and functional studies (Xavier and Podolsky 2007) support a role for STAT3 in IBD; indeed, STAT3 is a proposed IBD therapeutic target (Lee et al. 2015; Nguyen et al. 2015). Our analysis also newly implicates FOXB1 in regulation of IBD genes. We compared the centrality of STAT3 and FOXB1 in the Th17 TRN (Supplemental Fig. S18A) to their centrality in the subnetwork limited to the 54 IBD genes in the Th17 TRN (Fig. 6B, left). We examined both degree and betweenness centrality. For each TF, betweenness is the fraction of shortest paths connecting TFs to target genes in the network that contain the TF. Whereas degree is a local measure (TF's direct effect on gene expression), betweenness is a more global measure of TF importance, as it can also capture TFs that regulate a large number of genes through control of other TFs. Although STAT3 had the sixth-highest degree in the full Th17 TRN (Supplemental Fig. S18A), it has the highest-degree TF in the IBD subnetwork (Fig. 6B). Relative degree more than doubles for both STAT3 and FOXB1 in the IBD subnetwork, and betweenness centrality increased, too (Fig. 6B). The IBD genes regulated by STAT3 and FOXB1 include a number of Th17 genes: *Rorc*, *Il23r*, *Tnfsf15* (Fig. 6B, right).

**Figure 6.**
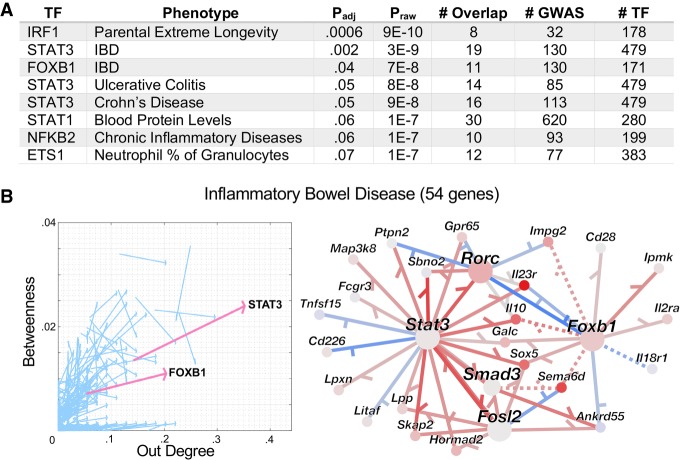
The Th17 TRNs implicate phenotypes and putative regulators in Th17 cells. (*A*) TFs whose target genes are enriched in GWAS phenotype genes (FDR = 10%). (IBD) Inflammatory bowel disease; (chronic inflammatory diseases) chronic inflammatory diseases (ankylosing spondylitis, Crohn's disease, psoriasis, primary sclerosing cholangitis, ulcerative colitis; pleiotropy). # GWAS, # TF, and # Overlap correspond to the number of genes associated with the phenotype, regulated by the TF in the Th17 TRN (KO + ChIP + ATAC), and the overlap between those two sets, respectively. Further details are contained in the Methods. (*B*) STAT3 and FOXB1 are central regulators of IBD genes. (*Left*) Each arrow corresponds to a single TF. Arrow source is TF's centrality (out degree, betweenness) in the full Th17 TRN, and arrowhead is TF centrality for the IBD subnetwork (in which target genes are limited to the 54 shared between the Th17 TRN and IBD GWAS set). STAT3 and FOXB1 (pink arrows) both show significant increase in degree centrality for IBD genes (FDR = 10%). (*Right*) The subnetwork connecting STAT3 and FOXB1 to their target genes in the IBD set. Node color indicates log_2_(fold-change) in Th17 48-h condition relative to other Th timepoints (red indicates increased; blue, decreased), whereas red/blue edges indicate positive/negative regulation. Solid edges have support in the ChIP + KO + ATAC prior, whereas dotted edges do not.

NFKB2 and ETS1 are also associated with immune phenotypes (Fig. 6A). NFKB2's targets are enriched in the phenotype “chronic inflammatory diseases (ankylosing spondylitis, Crohn's disease, psoriasis, primary sclerosing cholangitis, ulcerative colitis) (pleiotropy)” (Supplemental Fig. S18B). Mutations in *NFKB2* have been previously associated with common variable immunodeficiency (CVID) (Chen et al. 2013; Lindsley et al. 2014; Liu et al. 2014), a heterogeneous disorder in which 25% of patients suffer autoimmune disorders, including thrombocytopenic purpura, autoimmune hemolytic anemia, rheumatoid arthritis, and autoimmune enteropathy (which can be classified as Crohn's disease) (Cunningham-Rundles 2008; Lopez-Herrera et al. 2012). Thus, *NFKB2* was previously genetically associated with pleiotropic autoimmune diseases, in the context of CVID. (We note that our set of GWAS phenotypes did not include CVID.) ETS1's targets are associated with “neutrophil percentage of granulocytes” (Supplemental Fig. S18C). ETS1 is known to repress the Th17 program (Moisan et al. 2007). *Ets1* expression decreases over the course of both Th0 and Th17 polarization and, of the 48-h Th polarization conditions, has highest expression in Treg. Mutations in *ETS1* have been associated with systemic lupus erythematosus (SLE) (Leng et al. 2011), an autoimmune disease in which the role of neutrophils has become increasingly appreciated (Smith and Kaplan 2015). Thus, a predicted role in neutrophil regulation could be consistent with the known role of ETS1 in SLE.

## Discussion

Th17 cells protect mucosa from bacteria and fungi but can also drive autoimmune and inflammatory disease (Khader et al. 2009; Littman and Rudensky 2010; Stadhouders et al. 2018). These diverse roles require coordination of thousands of genes. TF regulation of gene expression provides a map for immuno-engineering Th17 behavior in disease. Researchers in academia and industry have used our first genome-scale Th17 TRN (Ciofani et al. 2012) to develop hypotheses in the context of autoimmunity (Isono et al. 2014; Yang et al. 2014; Patel and Kuchroo 2015). Here, we provide an important update to our knowledge of Th17 transcriptional regulation, enabled by technical advances in genomic measurement and computational advances in TRN inference. KO data for 20 TFs and TF ChIP data for nine TFs were central to the original Th17 TRN, providing excellent coverage of TF–gene targets for TFs in that set. However, technical limitations and cost precluded application of these tools to the hundreds of TFs expressed over the course of Th17 differentiation, all of which could play important roles in Th17 gene expression regulation.

In combination with large-scale efforts to learn TF DNA-binding motifs (Badis et al. 2009; Jolma et al. 2013; Weirauch et al. 2014; Najafabadi et al. 2015), the advent of ATAC-seq represents an opportunity to overcome limitations of sequential TF ChIP experiments, expanding the number of TFs with chromatin binding profiles by over an order of magnitude. In addition, although TF KO and ChIP data were pragmatically limited to 48-h Th17 conditions, standard ATAC-seq protocols require two orders of magnitude fewer cells than TF ChIP. Here, we obtained (indirect) TF binding profiles from multiple differentiation time points. Yet TF binding profiles derived from motif analysis of ATAC-seq are noisy. Here, we provide a single, integrated method to infer regulatory roles for TFs genome-wide. At its core, gene expression is modeled as a function of TF activities, in which prior information (e.g., from ATAC-seq) can be used to (1) improve TF activity estimates for some TFs and (2) favor TF–gene interactions that also have prior support. We rigorously test the performance of our method in terms of precision recall and gene expression prediction. Our methods have two very desirable features (1) they prune initial noisy prior networks (by over an order of magnitude in this study) while (2) also learning new TF–gene interactions for TFs with and without prior information.

Our final Th17 TRN is built integrating our best knowledge (KO and ChIP-seq of key Th17 TFs with ATAC-seq and a rich gene expression data set). Our de novo Th17 core includes the original core (RORC, STAT3, BATF, IRF4, MAF) and dozens of additional TFs. The TF–TF module analyses predict gene pathway regulation by multiple TFs. We also exhaustively test for the association of TFs with nearly 1000 GWAS phenotypes, uncovering known associations between STAT3 and IBD, as well as several novel TF associations with immune phenotypes. Notably, these TFs were not themselves members of the gene sets for the phenotypes they are predicted to regulate. Thus, application of our TRN methods might provide new links between TF regulators and disease-associated genetic polymorphisms. The resulting Th17 TRN provides an important update to our knowledge of transcriptional regulation in Th17 cells and can be used to query key regulators of pathways and disease genes.

Of perhaps greater importance, the TRN experimental design and computational methods proposed are generalizable, designed for regimes in which prior knowledge of transcriptional regulators and/or sample material is scarce (e.g., cells directly from humans and animal models). Given the rigorous testing and case study presented here, we have high expectations for their successful application in other systems. Indeed, we have already applied our methods to a new physiological setting, constructing and experimentally validating TRNs for innate lymphoid cells of the intestine (Pokrovskii et al. 2018). Our methods are widely applicable. Prior information can be derived from diverse sources: chromatin state data, systems genetics, and literature-curated databases.

This work also highlights avenues for future improvement of TRN inference methods. We tested two methods for TF activity estimation: (1) based on TF mRNA levels and (2) based on prior knowledge of TF–gene interactions. Although prior-based TFA improved TRN inference in *Bacillus subtilis* and yeast (Arrieta-Ortiz et al. 2015; Tchourine et al. 2018), neither method consistently outperformed the other in this study. As a result, final TRNs were built using both TFA methods. There are multiple dimensions along which TFA estimation could be improved. The simplicity of the linear framework proposed for prior-based estimation has limitations in the context of complex mammalian transcriptional regulation, and a more sophisticated mathematical model for TFA estimation could be of value. TFA estimation would also improve from better prediction of TF binding events. Here, we limited our approach to a simple TF motif analysis of accessible chromatin, yet several more sophisticated methods exist and merit testing (Pique-Regi et al. 2011; Sherwood et al. 2014; Chen et al. 2017; Lamparter et al. 2017). Another limitation of our method is the mapping of putative TF binding events to gene loci. In our analysis, 3D distance between potential regulatory regions and gene loci is approximated by linear distance, a shortcoming that chromatin capture data (e.g., Hi-C [Lieberman-Aiden et al. 2009] and other 3D-chromatin techniques [Zhang et al. 2012; Beagrie et al. 2017]) would mitigate. Thus, the Th17 genomics data set (Ciofani et al. 2012), augmented by our new ATAC-seq and RNA-seq experiments, provides a fertile testing ground for the development of future TRN inference methods and innovation.

## Methods

### ATAC-seq

CD4^+^ T cells were sorted and polarized according the method previously described (Ciofani et al. 2012), and ATAC-seq samples were prepared as described previously (Buenrostro et al. 2013). Paired-end 50-bp sequences were generated from samples on an Illumina HiSeq 2500. Sequences were mapped to the murine genome (mm10) with Bowtie 2 (2.2.3) (Langmead and Salzberg 2012), filtered based on mapping score (MAPQ > 30, SAMtools [0.1.19] [Li et al. 2009]), and duplicates removed (Picard; http://broadinstitute.github.io/picard). The ATACseqQC package (Ou et al. 2018) was used to evaluate ATAC-seq fragment-length distributions and signal at TSS for each sample (Supplemental Fig. S19). For each sample individually, we ran PeaKDEck (parameters –bin 75, -STEP 25, -back 10000, -npBack100000) (McCarthy and O'Callaghan 2014) and filtered peaks with a *P*_raw_ < 10^−4^. To enable quantitative comparison of accessibility across samples, we generated a reference set of accessible regions, taking the union (BEDTools; Quinlan and Hall 2010) of peaks detected in individual samples. 

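Open regions of promoters and enhancers often cover a few nucleosomes, and neighboring regions called in different samples merge when their union is taken. The quartiles of the lengths were 200 and 450 bp, 51.0% of the peaks were 275 bp or shorter, and 1934 were longer than 1000 bp. Together the peaks covered 23317 kb of mm10, and 50200 (79.6%) lay within 10 kb of a gene body.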

The reference set of ATAC-seq peaks contained 63,049 potential regulatory loci, ranging from 75 to 3725 bp (median, 275 bp). Reads per reference peak were counted with HTSeq-count (Anders et al. 2015). ATAC-seq data were robustly normalized using DESeq2 (Love et al. 2014) for PCA and clustering (Fig. 1A; Supplemental Fig. S2). The 33 ATAC-seq experiments are available from NCBI's Gene Expression Omnibus (GEO) Database (GSE113721).

### RNA-seq

The 18 new samples composing “late Th17” time points were generated as follows: Naive CD4^+^ T cells were primed on an anti-CD3 (Bio X Cell BE0001-1) and anti-CD28 (Bio X Cell BE0015-1) coated plate (without any additional cytokine) for 12–14 h (overnight). Cells were then polarized with one of two cytokine cocktails: (1) Th17N, TGF-b (0.3 ng/mL, PeproTech 100-21-10) + IL6 (20 ng/mL, eBioscience 34-8061-82); or (2) Th17P, IL6 (20 ng/mL) + IL1b (20 ng/mL, PeproTech 211-11b) + IL23 (20 ng/mL, R&D Systems 1887-ML-010). Cells were harvested for RNA-seq at 60 and 108 h after TCR stimulation. Cells were lysed and snap-frozen in TRIzol then thawed for chloroform extraction, using a 1:1 ratio of 70% ethanol to aqueous phase. Samples were loaded onto a Qiagen RNeasy column according to the manufacturer's instructions. rRNA was depleted with a Ribo-Zero gold kit; libraries were then prepared using the Illumina TruSeq stranded total RNA library prep and sequenced on an Illumina HiSeq 2500. The remaining 81 new CD4^+^ T cell samples were (1) naive or polarized and (2) processed as previously described (Ciofani et al. 2012). The 99 RNA-seq experiments are available from GEO (GSE113720). Publicly available RNA-seq data were downloaded from GEO: GSE40918 (156 samples), GSE70108 (four samples), and GSE92992 (eight samples). Sequences were mapped to mm10 (STAR aligner) (Dobin et al. 2013). Reads per gene were counted (using HTSeq-count [Anders et al. 2015] with parameters --stranded = no --mode = union) and robustly normalized (DESeq2) (Love et al. 2014). Supplemental Note 2 details treatment of batch effects.

### TRN inference

#### Selection of target genes

We built gene expression models for 3578 target genes, composed of the union of (1) genes differentially expressed between Th17 and Th0 at 48 h (FDR = 10%, log_2_|FC| > log_2_(1.5)) and (2) the 2100 genes in the original Th17 TRN (Supplemental Table S2; Ciofani et al. 2012).

#### Selection of potential regulators

We initially generated a custom list of potential mouse protein TFs, combining (1) mouse and human TFs from TFClass (Wingender et al. 2014) and genes with the GO annotation “transcription factor activity.” (Human TFs were mapped to mouse using the MGI database.) From our list of potential mouse protein TFs (2093 genes), we generated a list of 869 potential TF regulators, limited to TFs with differential gene expression in at least one pairwise comparison between Th17, Th0, Th1, Treg, or Th2 at 48 h (FDR = 10%, log_2_|FC| > log_2_(1.5)). This initial list was used for all analyses comparing mLASSO-StARS and BBSR-BIC (Figs. 2, 3B; Supplemental Figs. S3, S6). However, given recent efforts in TF annotation (Lambert et al. 2018), we generated a new list of mouse TFs for subsequent TRN analyses. Lambert et al. (2018) manually curated lists of (1) likely TFs and (2) “likely non-TFs.” We converted both lists to mouse. To gain mouse TFs without human orthologs, we integrated with mouse TFs from AnimalTFDB (Zhang et al. 2015) but removed any mouse TFs (70) that were “likely non-TFs.” Our final mouse TF list contained 1577 TFs, 715 of which served as potential regulators (differentially expressed as described above). Both candidate TF lists are available (Supplemental Table S3).

#### Generation of prior matrices

ATAC-seq peaks were associated with putative TF binding events and target genes to generate a “prior” network, *P* ∈ ℝ^|*genes*|×|*TFs*|^, of TF–gene interactions. We used a compendium of human and mouse TF motifs. Human and/or mouse TF binding motifs (PWMs) were downloaded from the Cis-BP motif collection version 1.02 (Weirauch et al. 2014; http://cisbp.ccbr.utoronto.ca) and the ENCODE motif collection (Kheradpour and Kellis 2014; http://compbio.mit.edu/encode-motifs). Transfac version 2014.2 motifs (Wingender 2008), referenced in the human Cis-BP collection, were reformatted with the MEME Suite tool transfac2meme version 4.10.1. Human ENCODE motifs were added to the Cis-BP motif collection if the TF PWM had *R*^2^ < 0.95 with a Cis-BP entry for that TF. The combined human ENCODE and Cis-BP set were mapped to mouse orthologs. We scanned peaks for individual motif occurrences with FIMO (parameters --thresh .00001, --max-stored-scores 500000, and a first-order-Markov background model) (Grant et al. 2011). We found inclusion of human TF orthologs from the ENCODE motif collection slightly increased precision recall relative to mouse Cis-BP alone (Supplemental Fig. S20). TF motif occurrences with raw *P*-value <10^−5^ were included in downstream analysis. Putative binding events were associated with a target gene, if the peak fell within ±10 kb of gene body. We tested several peak–gene association rules based on distance from gene body or TSS, and TRN inference was robust to that choice (Supplemental Fig. S21). We generated two ATAC-seq priors: (1) A(Th17), for which only peaks from Th17 48 h wild-type conditions were included, and (2) A(Th), for which all Th samples were included. For the resulting prior matrix of TF–gene interactions, entries were one if a TF motif was found proximal to the gene and zero otherwise. Similar methods were used to derive priors from ChIP-seq, TRRUST, ENCODE DHS, and combined sources (Supplemental Note 3).

#### Inference framework

We used the Inferelator model for TRN inference (Bonneau et al. 2006). At steady state (consideration of time-series is discussed in Supplemental Note 4, Supplemental Fig. S23), gene expression is modeled as a sparse, multivariate linear combination of TFAs:

(1) $$x_{ij}=\sum_{k\in TFs}b_{ik}a_{kj},$$

where *x*_*ij*_ corresponds to the expression level of gene *i* in condition *j*, *a*_*jk*_ is the activity of TF *k* in condition *j*, and *b*_*ik*_ describes the effect of TF *k* on gene *i*. A TF's mRNA expression can serve as a proxy of protein TFA. More recently (Arrieta-Ortiz et al. 2015), TFA has been estimated based on partial prior knowledge of a TF's gene targets:

(2) X=PA,

where *X* ∈ ℝ^|*genes*|×|*samples*|^ is the expression matrix for genes in the prior, *P* ∈ ℝ^|*genes*|×|*TFs*|^ is the prior matrix of known TF–gene interactions, and *A* ∈ ℝ^|*TFs*|×|*samples*|^ contains the unknown TFAs. Equation 2 has no unique solution, but the least-squares solution has worked well in simpler organisms (Arrieta-Ortiz et al. 2015; Tchourine et al. 2018). Given first-time application to a mammalian setting, we tested both methods of TFA estimation: (1) TF mRNA levels and (2) prior-based (Equation 2). Note that all expressed genes (24,007) with edges in the prior were used to solve Equation 2. As described in results, we solved for the interaction terms {*b*_*ik*_} in Equation 1 using the current Inferelator (BBSR-BIC) (Arrieta-Ortiz et al. 2015), as well as a new method (mLASSO-StARS; detailed below).

#### Model-building with LASSO and StARS

We constructed sparse models of gene expression using a modified LASSO framework:

(3) $$\hat{B}=argmin_{B}\;|X-BA{|}_{2}^{2}+|\Lambda \circ B{|}_{1},$$

where *X* and *A* are defined as above, B ∈ ℝ^|*genes*|×|*TFs*|^ is the matrix of inferred TF–gene interaction coefficients, Λ ∈ ℝ^|*genes*|×|*TFs*|^ is a matrix of nonnegative penalties, and ° represents an entry-wise matrix product (Studham et al. 2014; Gustafsson et al. 2015). Matrix representation of the LASSO penalty enables incorporation of prior information. Specifically, a smaller penalty, Λ_*ik*_, is used if there is evidence for the TF–gene interaction in the prior matrix. Similar to the G-prior in the current Inferelator BBSR and older Inferelator modified elastic net framework (Greenfield et al. 2013), this procedure encourages selection of interactions supported by the prior if there is also support in the gene expression data. For this study, the entries of the Λ matrices were limited to two values: the nonnegative value *λ*, for TF–gene interactions without evidence in the prior, and bias*λ, where bias ∈ [0,1], for TF–gene interactions with support in the prior.

We hypothesized that a data-driven approach to model selection might perform better in a complex, mammalian setting than a theoretical one (e.g., BIC used in Inferelator-BBSR-BIC). Specifically, we chose to test StARS (Liu et al. 2010), anticipating that the resulting networks would be larger than those built using our BBSR-BIC method. We hypothesized that a larger model might be needed to describe a mammalian TRN. StARS was designed to ensure that the inferred network of interactions includes the true set of network interactions with high probability. In contrast, another popular data-driven λ selection method, stability selection, seeks to limit false-positive rate (Meinshausen and Bühlmann 2010), which in a biological setting might be overly conservative (Liu et al. 2010). Thus, StARS seemed ideally suited to our objective.

In brief, StARS rests on the definition of edge instabilities. For a fixed value of *λ*, instabilities are estimated via subsampling and can be interpreted as twice the Bernoulli variance of a subsampled edge or the fraction of times subsample edge predictions disagree (Liu et al. 2010). This definition is used to select the smallest *λ* value corresponding to an acceptable average edge instability; authors heuristically recommend an average instability cutoff = 0.05.

Importantly, given our application of StARS in the new setting of TRN inference and a modified LASSO objective function, we used out-of-sample gene expression prediction and precision recall of GS interactions to guide selection of an appropriate instability cutoff rather than relying on the recommended heuristic (Supplemental Note 5; Supplemental Figs. S24–S29). Following our previous work in ecological network inference (Kurtz et al. 2015), TF–gene interactions were ranked according to nonzero subsamples per edge. To better and more efficiently prioritize high-confidence edges for TRN inference (see Supplemental Note 5; Supplemental Figs. S26–S28), we developed the following edge confidence score:

(4) Confidence(i,k)=NonzeroSubsamples+|pcorr(i,k)|,

where *i* and *k* correspond to gene *i* and TF *k*, and *pcorr*(*i*,*k*) is the partial correlation between gene *i* and TF *k*, for a set model size. For TF–gene interactions with the same number of nonzero subsamples, the TF–gene interaction with higher absolute partial correlation will be higher confidence.

mLASSO-StARS was implemented in MATLAB R2016b, and code relies on the Glmnet for MATLAB package (http://www.stanford.edu/~hastie/glmnet_matlab/) to solve Equation 3. Computational speed-ups using bStARS (Müller et al. 2016) are discussed in Supplemental Note 6 and Supplemental Fig. S30. Code is available in Supplemental Materials and from https://github.com/emiraldi/infTRN_lassoStARS.git.

#### Prior reinforcement

We tested several levels of prior reinforcement (none, moderate, and high) for BBSR-BIC and mLASSO-StARS. For BBSR-BIC, these corresponded to G-prior weights of 1, 1.1, and 1.5, for mLASSO-StARS, bias = 1, 0.5, 0.25, respectively. These prior-reinforcement parameters resulted in commensurate levels of TRN prior-edge incorporation between methods (Supplemental Fig. S22).

#### Gene expression prediction

We generated three leave-out (test) data sets (Fig. 3A; Supplemental Table S4). For each leave-out prediction challenge, the training set included all samples excluding test. For each training set, we performed model selection and parameter estimation independently of the test set. Both BBSR-BIC and the mLASSO-StARS methods provide confidence estimates for predicted TF–gene interactions, and we built TRN models of various sizes as a function of edge confidence cutoffs for each of the training sets. For parameter estimation, training TFA matrices were mean-centered and variance-normalized according to the training-set means ${\bar{a}}_{train}\in R^{\left|TFs\right|}$ and standard deviations ${\bar{\sigma }}_{train}^{\;a}\in R^{\left|TFs\right|}$. Target gene expression vectors were mean-centered according to the training-set mean ${\bar{x}}_{train}\in R^{\left|genes\right|}$. Then, for each confidence-level cutoff, we regressed the vector of normalized training gene expression data onto the reduced set of normalized training TFA estimates to arrive at a set of multivariate linear coefficients *B*_*train*_ ∈ ℝ^|*genes*|×|*TFs*|^. Sum of squared error of prediction was calculated as follows:

(5a) $$SSE_{\;pred}=\underset{\begin{array}{c} i\in |genes|\\ \;j\in \{test\} \end{array}}{\sum }{\left(x_{ij}-\underset{k\in |TFs|}{\sum }b_{ik,train}\left(\frac{a_{kj}-{\bar{a}}_{k,train}}{\sigma_{k,train}^{a}}\right)-{\bar{x}}_{i,train}\right)}^{2}.$$

The “null” model *SSE* was calculated relative to the mean of training data:

(5b) $$SSE_{null}=\underset{\begin{array}{c} i\in |genes|\\ \;j\in \{test\} \end{array}}{\sum }{\left(x_{ij}-{\bar{x}}_{i,train}\right)}^{2}.$$

We then calculated $R_{\mathrm{pred}}^{2}$, a normalized measure of predictive performance:

(5c) $$R_{pred}^{2}=1-\frac{SSE_{pred}}{SSE_{null}},\;R_{pred}^{2}\in (-\infty ,1].$$

For gene expression prediction with prior-based TFA, the mRNA of target genes with edges in the prior contribute to TFA estimation (Equation 2), and then their gene expression patterns are predicted as a function of TFA. This circularity did not lead to overfitting and inflated $R_{\mathrm{pred}}^{2}$ values (Supplemental Note 7; Supplemental Figs. S31, S32).

#### Final TRNs

To generate “final” TRNs, we used mLASSO-StARS with the following parameters: moderate prior reinforcement (bias = 0.05) and λ corresponding to average network instability = 0.05 to rank edges by confidence. To ensure that our final Th17 TRN was as complete and accurate as possible, our final network edge inclusion criteria was context-specific, guided by the most rigorous tools at hand, precision recall and out-of-sample gene expression prediction (see supporting results and discussion in Supplemental Note 5). We included the highest confidence edges until we reached a model size of average 15 TFs/gene (3578 genes × 15 TFs/gene = 53,670 TF–gene interactions). Given the complementary performance of TF-mRNA and prior-based TFA, we combined resulting TRNs by taking the maximum edge confidence to preserve the individual strengths of each (Kittler et al. 1996; Castro et al. 2019). See Supplemental Note 8 and Supplemental Figures S33 and S34 for performance comparison of max- to rank-combine (Marbach et al. 2012) relative to individual TRNs as well as performance combining TRNs from different priors.

#### De novo Th17 core

Th17 TFs were limited to TFs specifically promoting Th17 gene expression patterns. TFs were included in the core if they met one of two criteria: The TF promotes Th17 gene expression through (1) activation (the TF's positive edges are enriched in up-regulated Th17 genes at an FDR = 1%) or (2) repression of non-Th17 genes (TF's negative edges are enriched in down-regulated Th17 genes at an FDR = 1%).

#### Gold standards

For the GSs from our laboratory, we used recommended cutoffs of 0.75, 0.75, and 1.5 for KO, ChIP, and KO + ChIP networks, respectively (Ciofani et al. 2012). For the six additional TF KO experiments, we downloaded networks without filtering (Yosef et al. 2013). For both GSs, gene symbols were mapped from mm9 to mm10, and only genes mapping to both genome builds were considered in precision recall analysis. Random AUPR was calculated as the ratio of total GS edges to the number of possible edges between target genes and TFs in the GS.

### Network visualization and availability

Networks were visualized using jp_gene_viz, a newly designed interactive interface, based on iPython. Software is available at https://github.com/simonsfoundation/jp_gene_viz. All 36 LASSO-StARS Th17 TRNs (from Supplemental Fig. S8), GSs, and final, combined TRNs are available in a Jupyter-notebook binder: https://mybinder.org/v2/gh/simonsfoundation/Th17_TRN_Networks/master. Both jp_gene_viz codebase and TRN notebooks are also included in Supplemental Materials.

### TF–TF module analysis

We calculated the number of shared target genes between each pair of TFs, analyzing positive and negative target edges separately. (Edges with |partial correlation| < 0.01 were excluded from analysis, as were TFs with fewer than 20 gene targets.) TFs vary greatly by number of target genes (Supplemental Figs. S10, S11), so we devised an overlap normalization scheme that controlled for the variable number of targets per TF (Supplemental Note 9; Supplemental Fig. S35).

### GWAS analysis

The NHGRI-EBI GWAS Catalog v1.0.2 (MacArthur et al. 2016) was downloaded on August 4, 2018. SNPs were mapped to the nearest gene within ±1 Mbp using the catalog's “mapped gene(s).” Phenotype-associated gene sets were converted to mouse gene symbols. Sets containing five or more genes (991 sets) were retained. For each TF in the Th17 TRN (KO + ChIP + ATAC prior) with five or more targets (605 TFs), overlap with the GWAS gene sets was calculated and significance estimated using the hypergeometric CDF. Benjamini–Hochberg correction was applied to control for multiple hypothesis testing. Network statistics were calculated in MATLAB R2016b, normalizing degree by total target genes and fraction of shortest paths (betweenness) by total number of paths between TFs and target genes (some of which were also TFs).

## Data access

The data sets from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE113723.

## Supplementary Material

Supplemental Material

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells — Supplemental Material 

# Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Fig\_S6.pdf
- Supplemental\_Fig\_S7.pdf
- Supplemental\_Fig\_S8.pdf
- Supplemental\_Fig\_S9.pdf
- Supplemental\_Fig\_S10.pdf
- Supplemental\_Fig\_S11.pdf
- Supplemental\_Fig\_S12.pdf
- Supplemental\_Fig\_S13.pdf
- Supplemental\_Fig\_S14.pdf
- Supplemental\_Fig\_S15.pdf
- Supplemental\_Fig\_S16.pdf
- Supplemental\_Fig\_S17.pdf
- Supplemental\_Fig\_S18.pdf
- Supplemental\_Fig\_S19.pdf
- Supplemental\_Fig\_S20.pdf
- Supplemental\_Fig\_S21.pdf
- Supplemental\_Fig\_S22.pdf
- Supplemental\_Fig\_S23.pdf
- Supplemental\_Fig\_S24.pdf
- Supplemental\_Fig\_S25.pdf
- Supplemental\_Fig\_S26.pdf
- Supplemental\_Fig\_S27.pdf
- Supplemental\_Fig\_S28.pdf
- Supplemental\_Fig\_S29.pdf
- Supplemental\_Fig\_S30.pdf
- Supplemental\_Fig\_S31.pdf
- Supplemental\_Fig\_S32.pdf
- Supplemental\_Fig\_S33.pdf
- Supplemental\_Fig\_S34.pdf
- Supplemental\_Fig\_S35.pdf
- Supplemental\_jp\_gene\_viz.zip
- Supplemental\_Materials.docx
- Supplemental\_Table\_S1.pdf
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.xlsx
- Supplemental\_Table\_S5.xlsx
- Supplemental\_Table\_S6.xlsx
- Supplemental\_infTRN\_lassoStARS.zip
- Supplemental\_Th17\_TRN\_Networks.zip

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

Figure S1

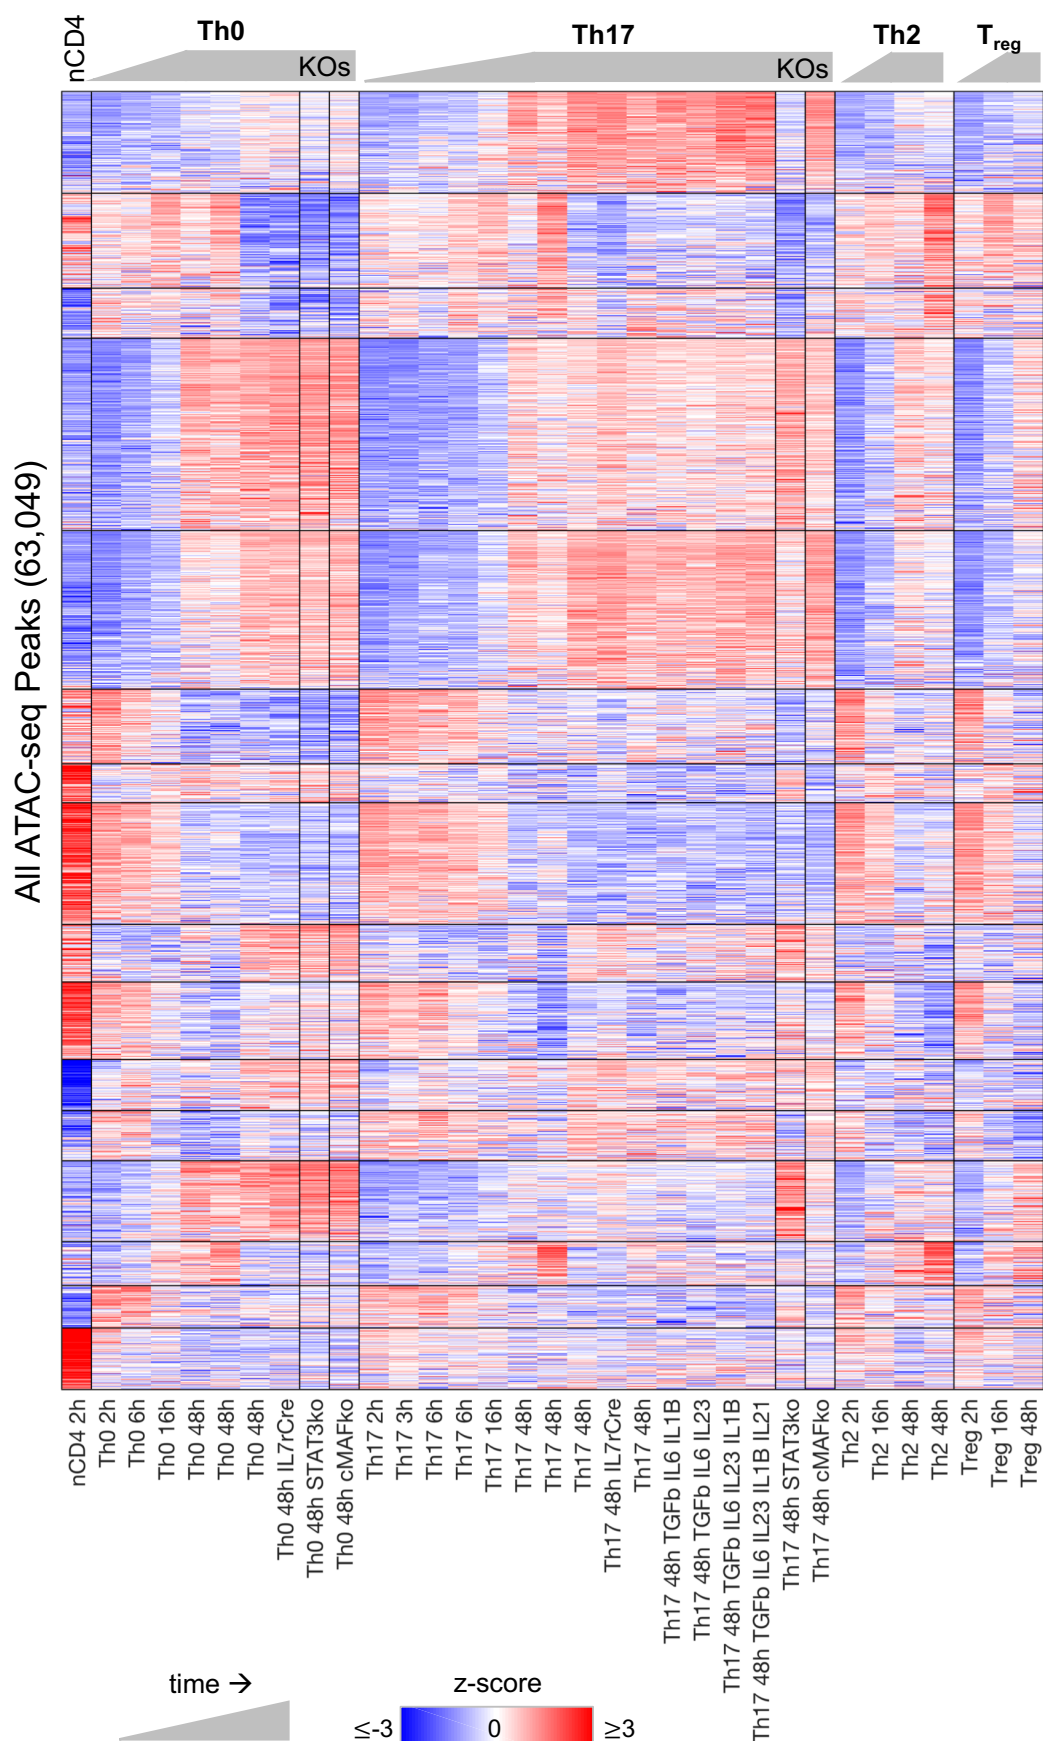

Figure S1. Clustering of all 63,049 peaks in the ATAC-seq dataset. ATAC-seq peak intensities were robustly normalized (DESeq2), z-scored and clustered using K-means clustering with Euclidean distance. Samples were ordered according to treatment condition and timepoint.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

Figure S2

PCA of RNA-seq Data (All Genes)

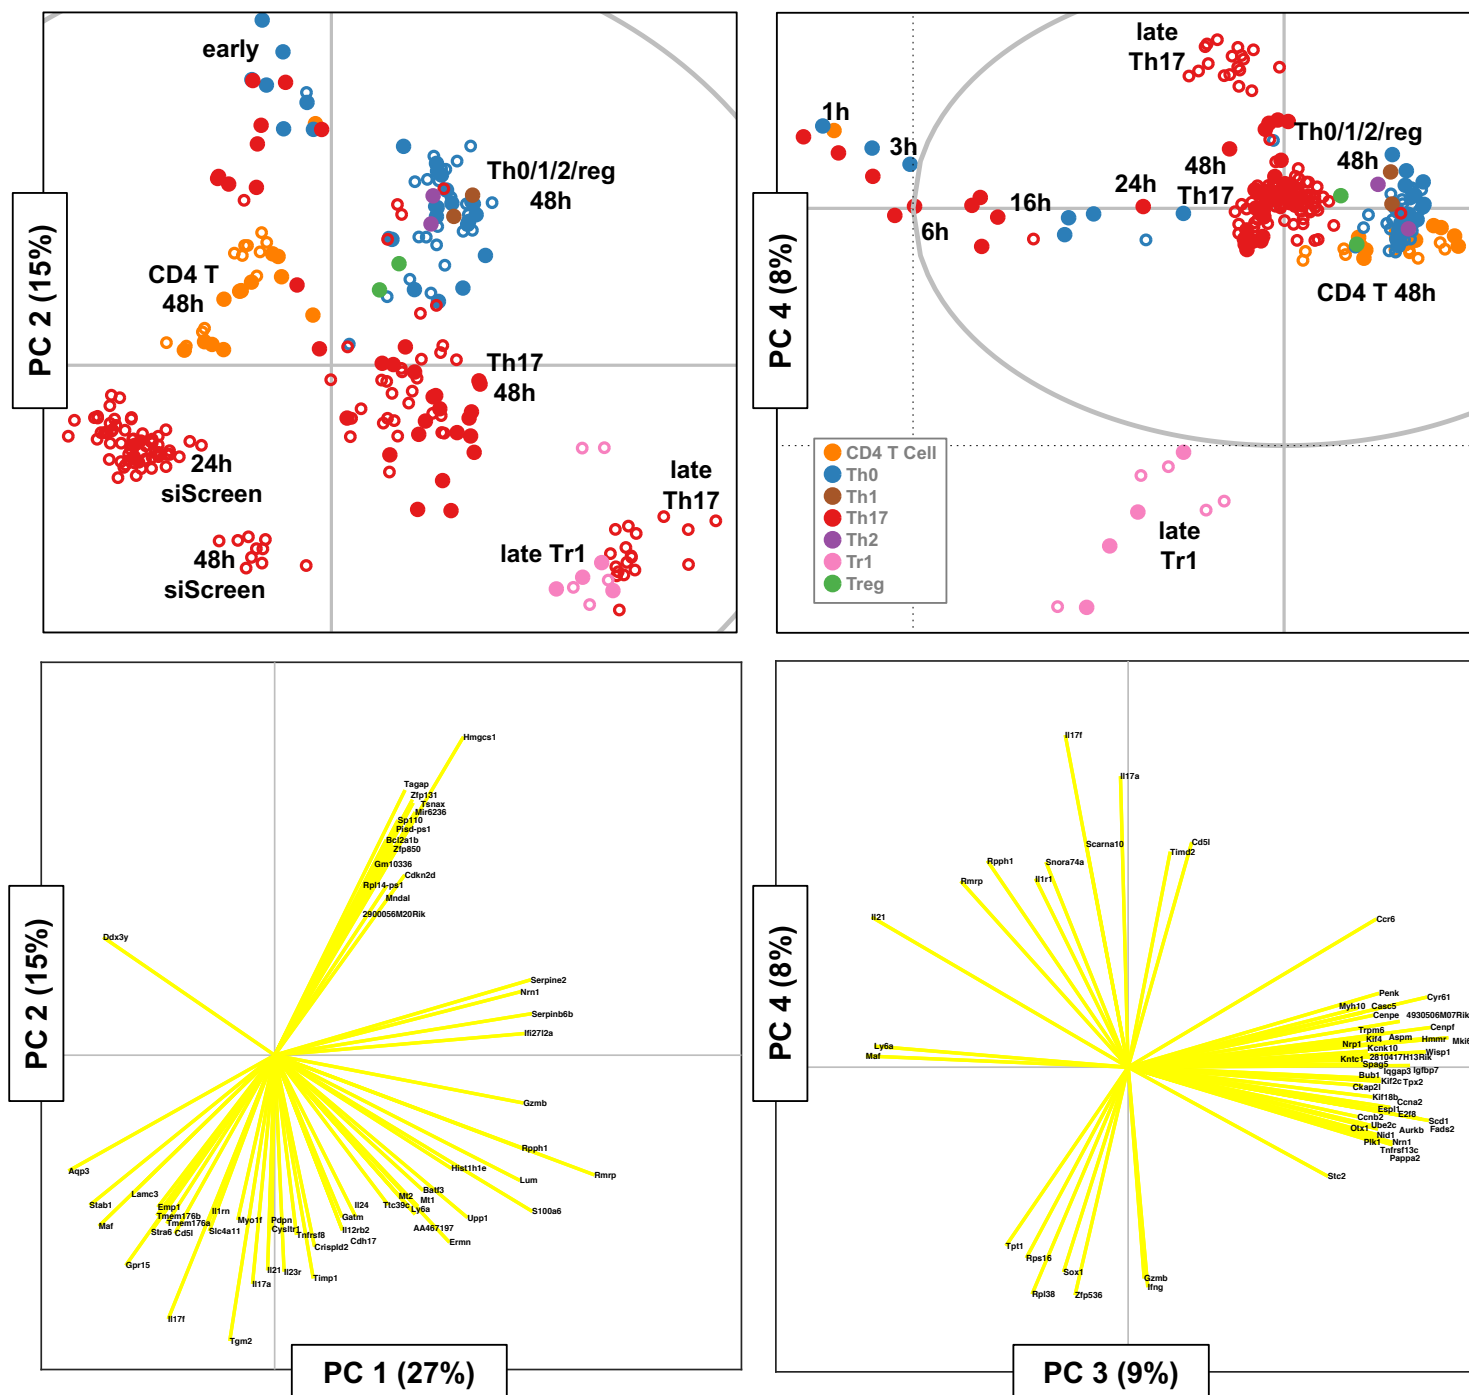

Figure S2. PCA of Gene Expression Profiles. Upper panels show scores plots, where the 254 RNA-seq samples are plotted as a function of all genes for principal components (PCs) 1-4. Lower panels display gene loadings for the top-75 gene contributors to PCs 1-4.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

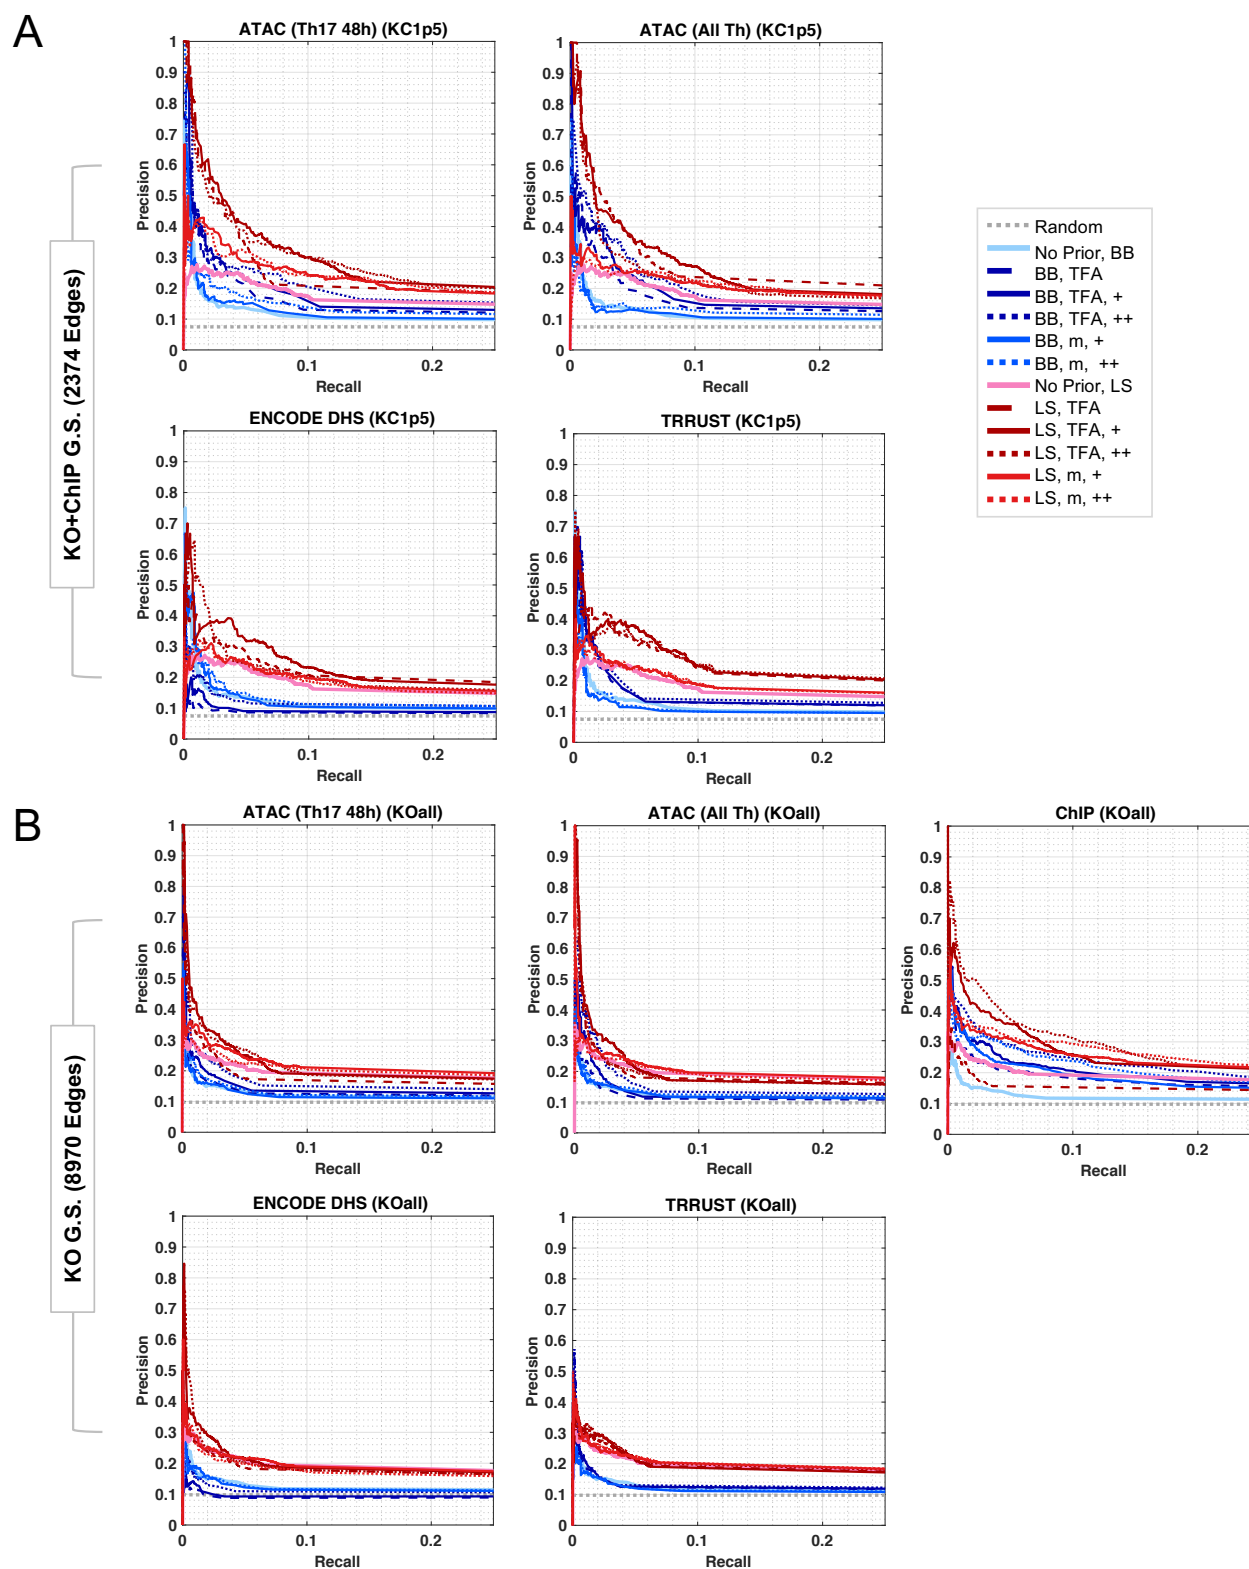

Figure S3. Precision-recall of multiple priors, Gold Standard = KO+ChIP (A) or KO (B). For each prior, the performance is plotted for several TRNs, based on *Inferelator* method (LS = mLASSO-StARS (reds), BB = BBSR-BIC (blues)), TFA estimation method (m = TF mRNA, TFA = P⁺X), and strength of prior reinforcement (none, moderate (+), and strong (++)). Random and “No Prior” control TRNs serve as references in all panels.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

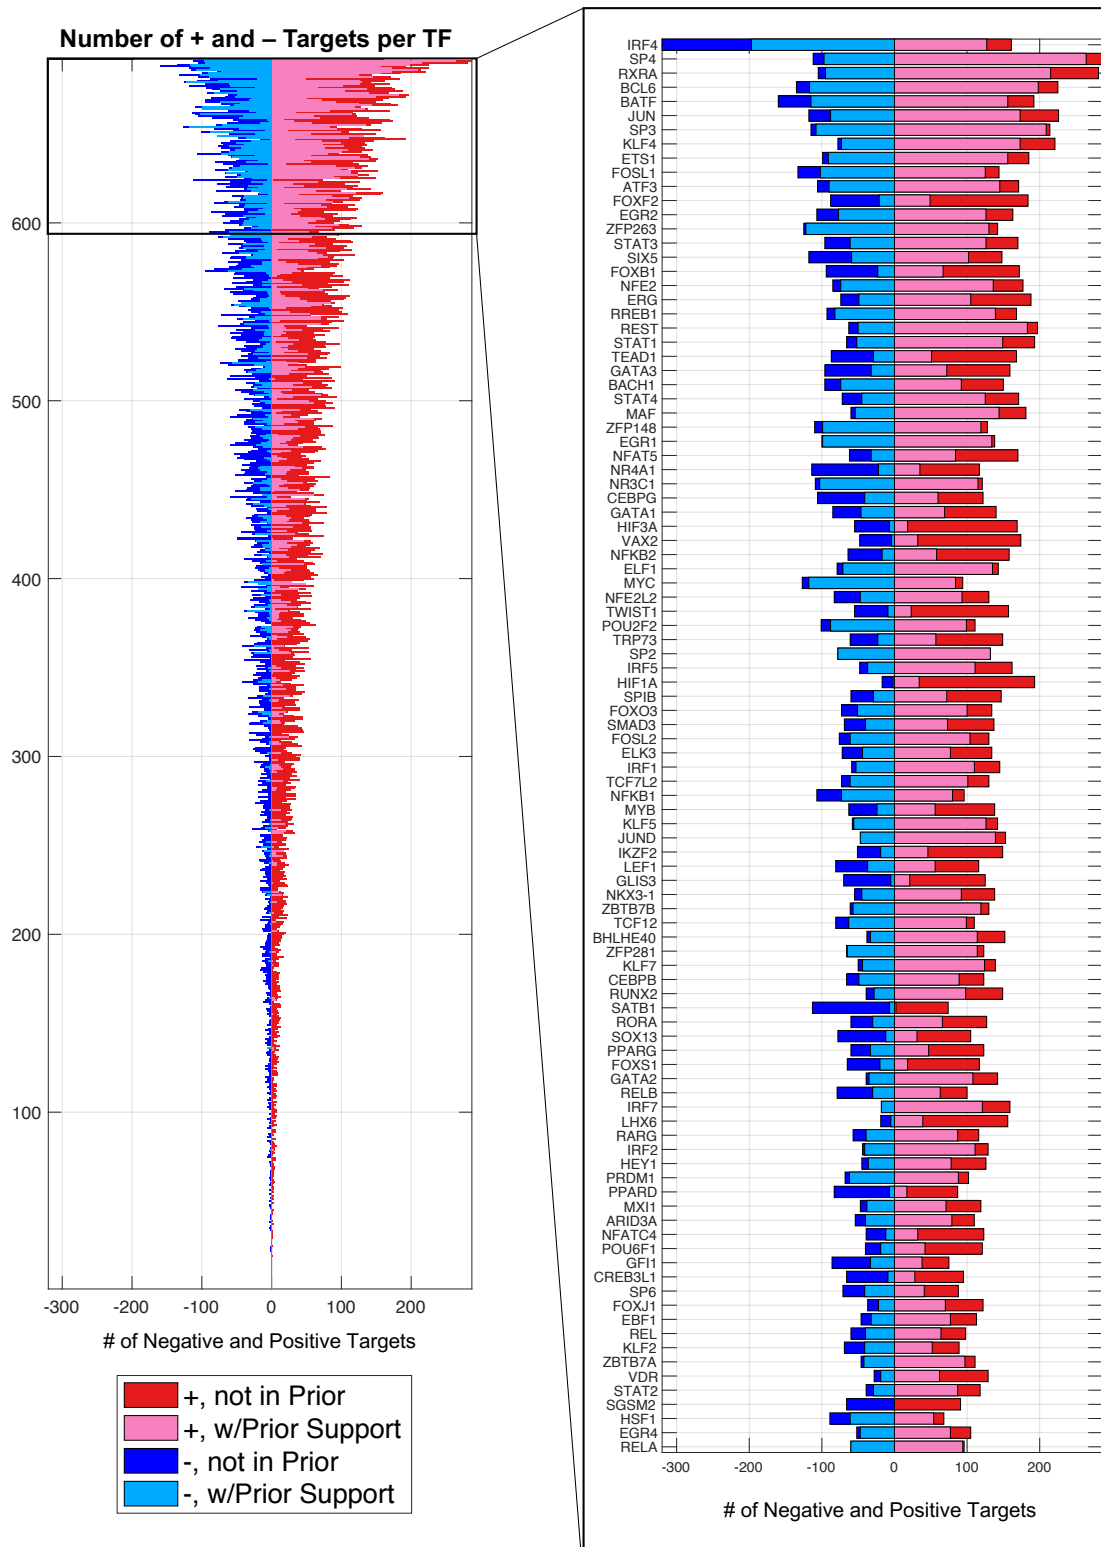

Figure S13. Distribution of targets per TF in final ATAC TRN. Network size was limited to mean 15 TFs per gene and network edges were further filter to remove any edge with absolute partial correlation < .01. TFs were ranked according to degree (total number of target genes) in the left panel, while the inset displays the Top 100 highest-degree TFs. TF target genes are colored according to interaction sign and whether the interaction was also in the prior (see key).

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

Figure S19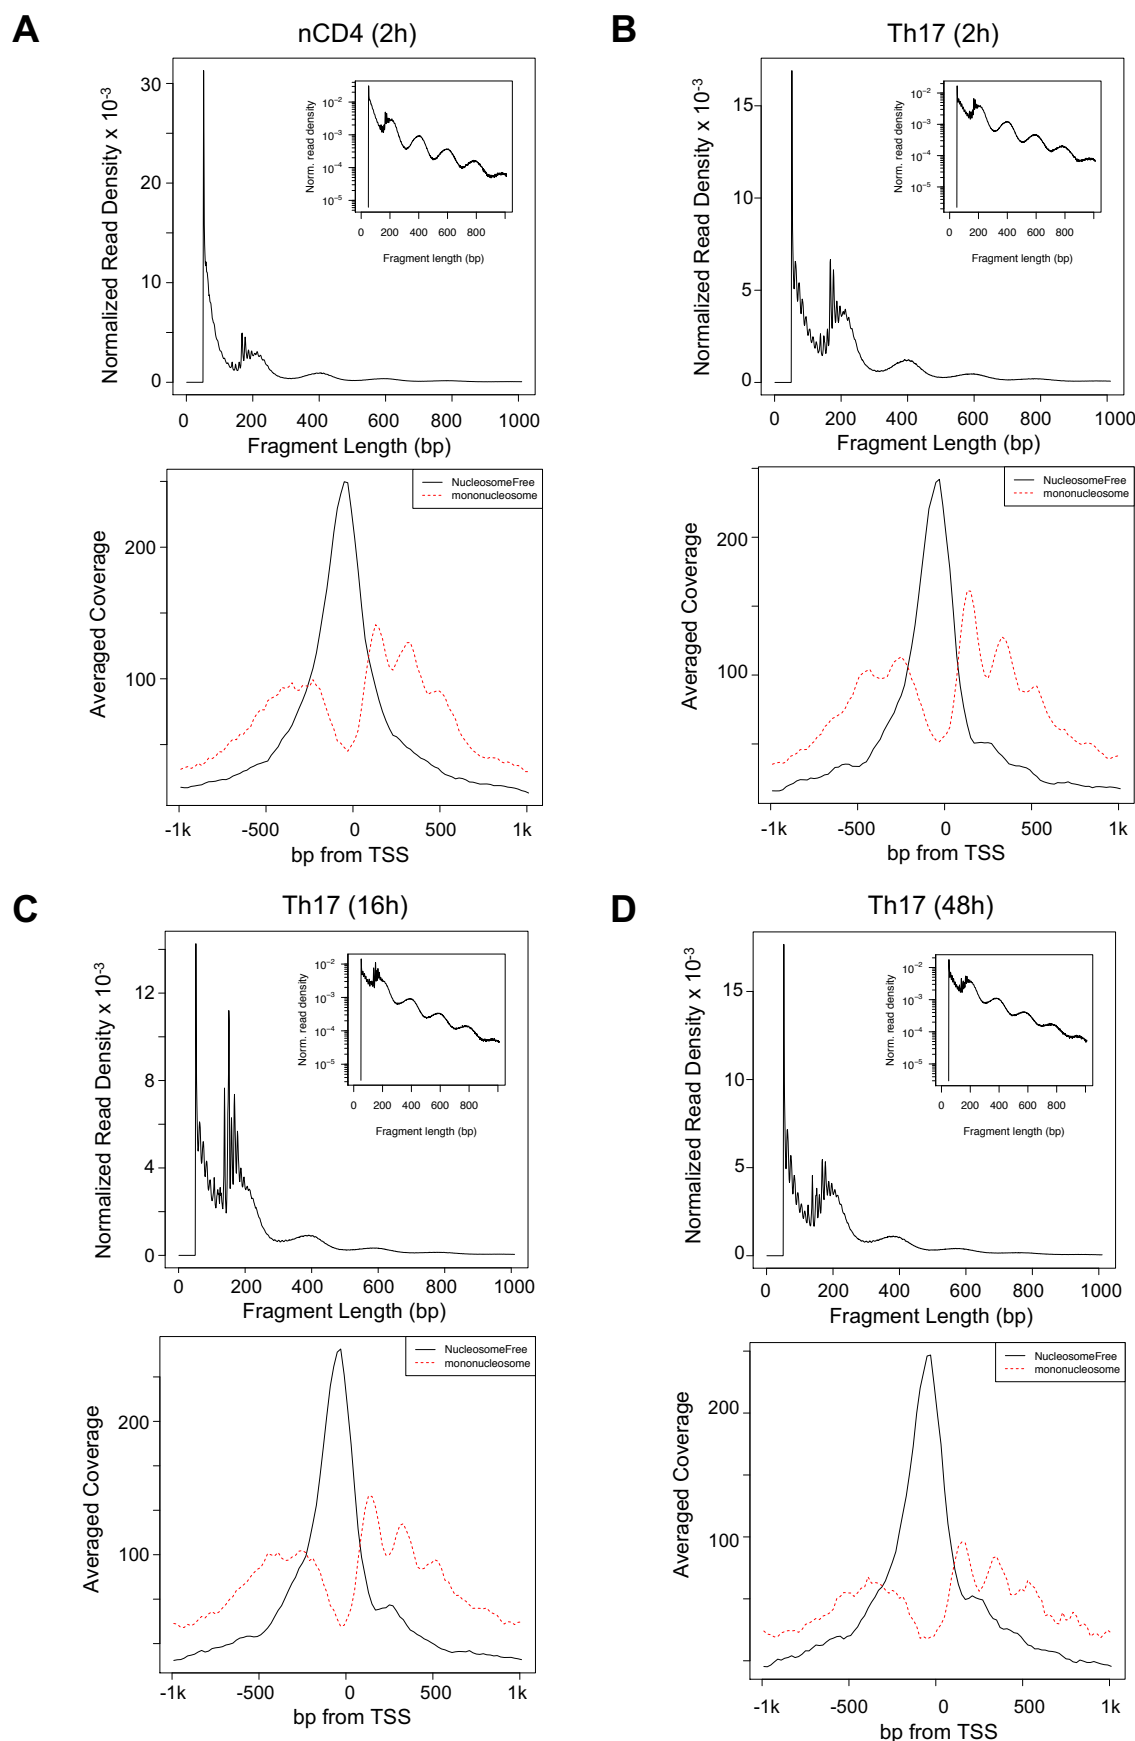

Figure S19. Representative outputs from ATACseqQC, displaying nucleosome-length periodicity in fragment lengths and signal distribution at the TSS for **(A)** naive CD4 T cells (2h), **(B)** Th17 (2h), **(C)** Th17 (16h), and **(D)** Th17 (48h).

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

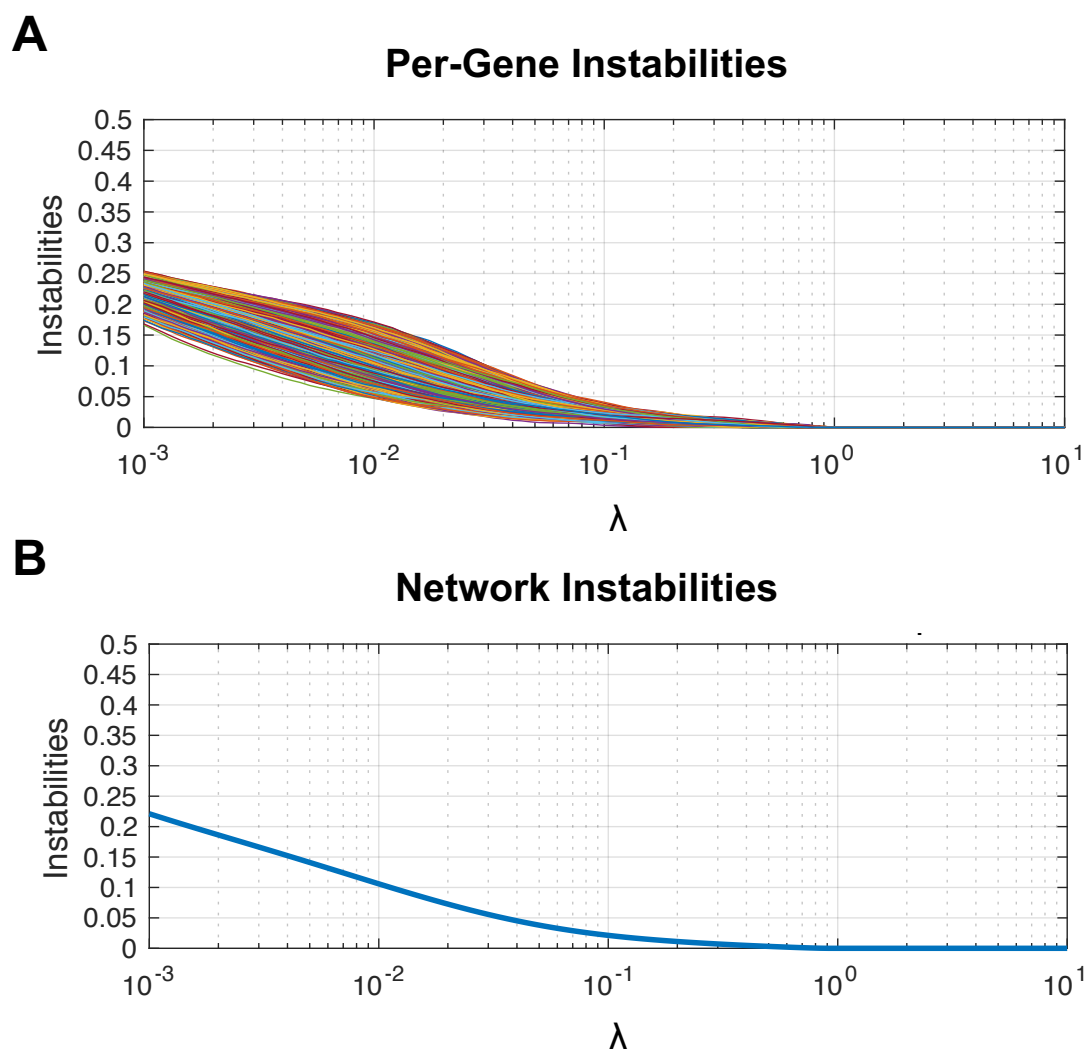

Figure S24. (A) Per-gene and (B) network-level average instability paths. Average instabilities were calculated on per-gene and network level over a range of LASSO penalties, λ . Results are shown for the No Prior TRN using 50 subsamples.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

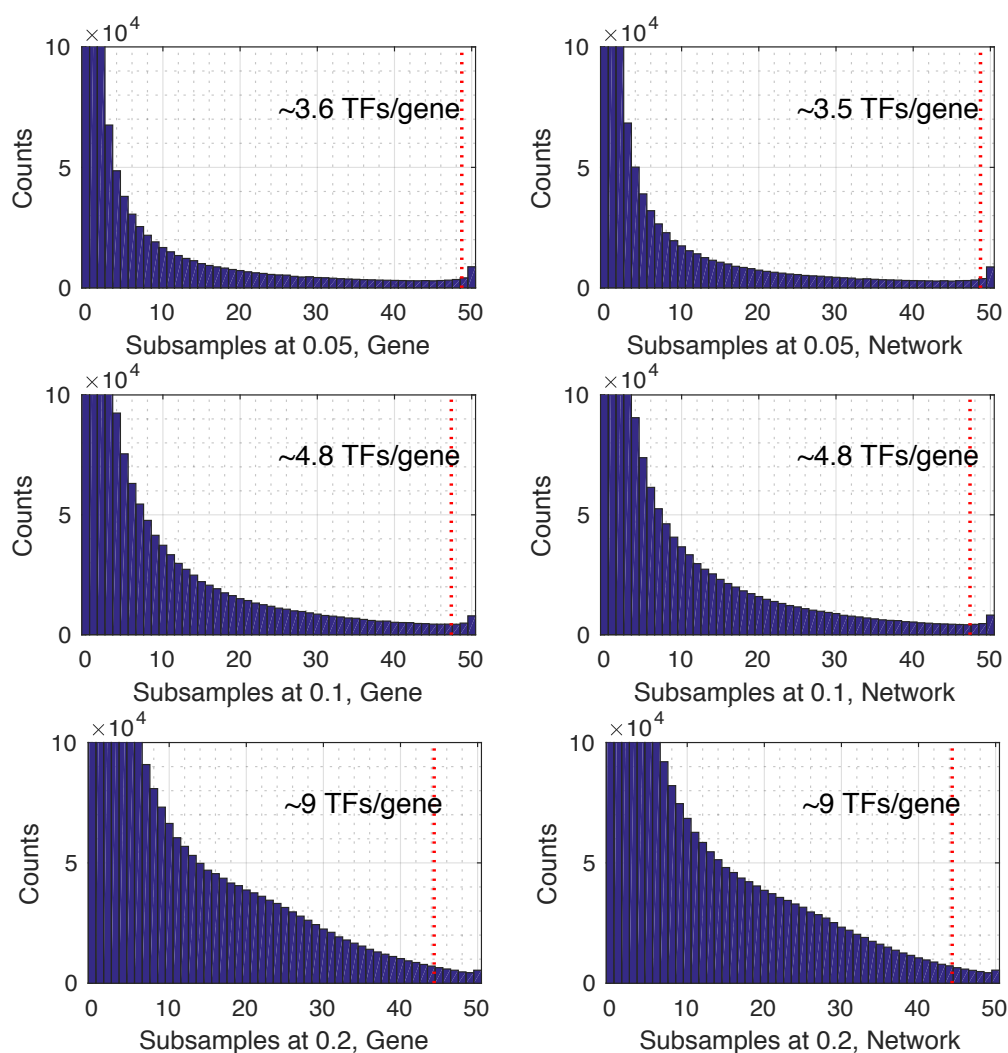

Figure S25. Distribution of nonzero subsamples per TF-gene edge. Distribution of nonzero subsamples per TF-gene interaction, using per-gene and network average instability cutoffs of .05, .1, and .2. Results are shown for the No Prior TRN using 50 subsamples. The dotted-red line marks the instability cutoff in terms of nonzero subsamples, and the average model size at that cutoff appears as text in the upper right hand.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

Figure S27

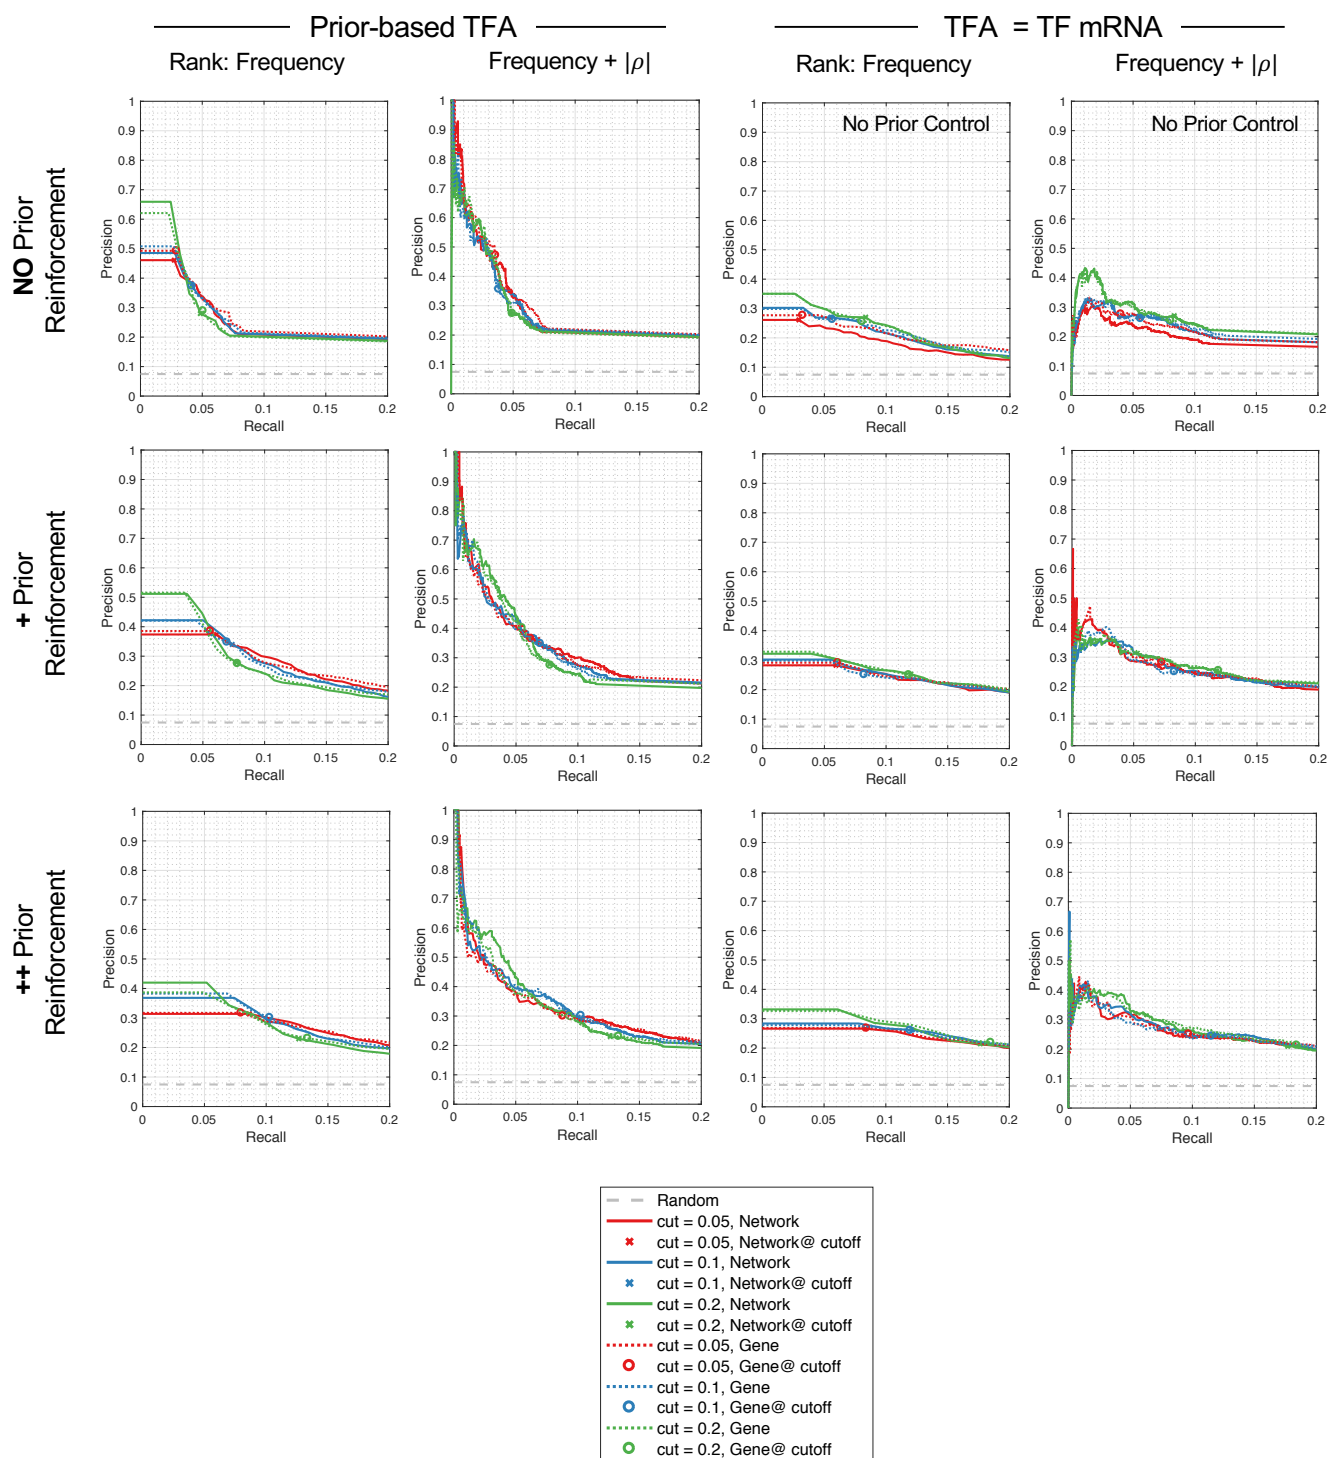

Figure S27. StARS parameterization: precision-recall of the KO+ChIP G.S. TRNs were built using the Th17 ATAC prior with prior-based or TF mRNA TFA, no, moderate or strong prior reinforcement, network- and gene-level average instabilities at cutoffs .05, .1 and .2. Edges are ranked according to nonzero subsamples or **Equation 4**.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

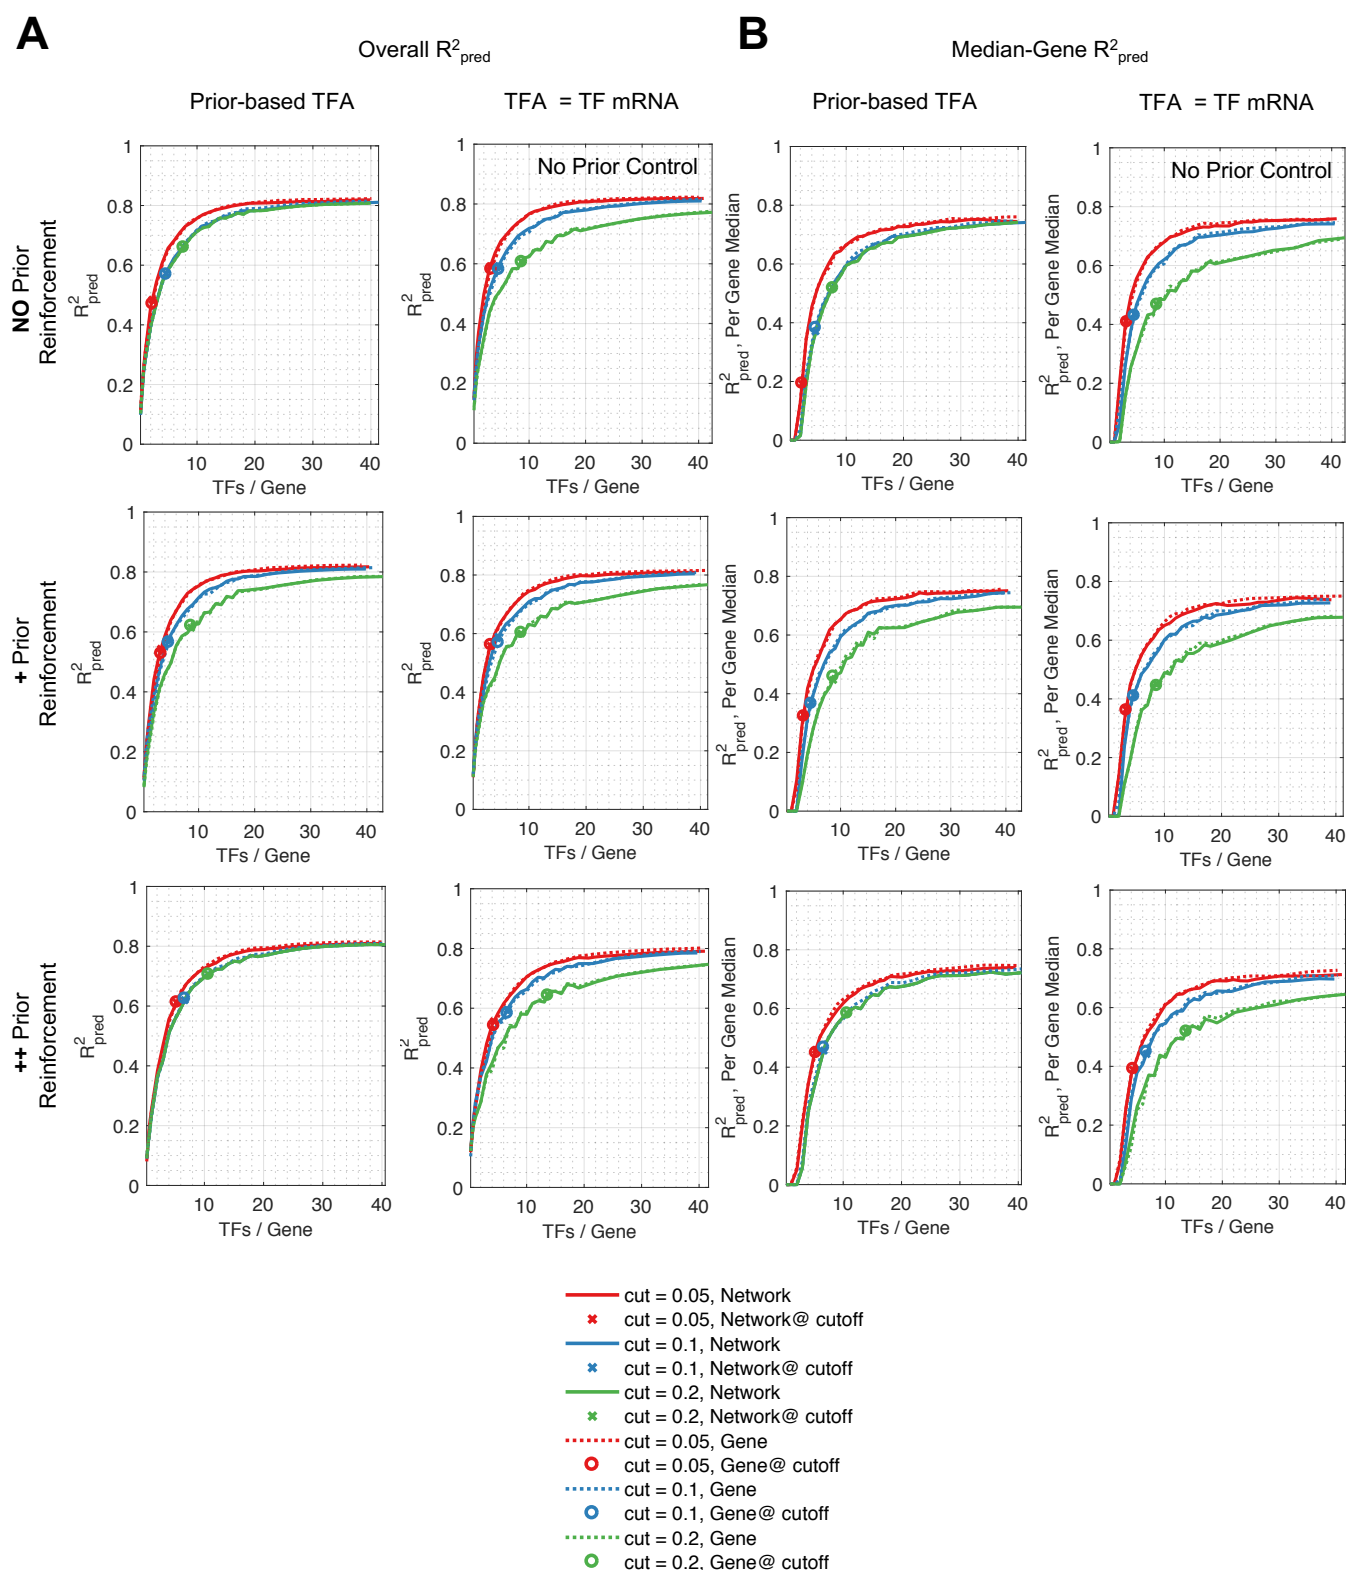

Figure S29. StARS parameterization: out-of-sample gene expression prediction. TRNs were built using the Th17 ATAC prior with prior-based or TF mRNA TFA, no, moderate or strong prior reinforcement, network- and gene-level average instabilities at cutoffs .05, .1 and .2. Out-of-sample gene expression prediction was tested on the leave-out “Early Th17” set (8 samples). **(A)** and **(B)** show overall R^2_{pred} or the median-gene’s R^2_{pred} as a function of average model size, using **Equation 4** to rank TF-gene interactions.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

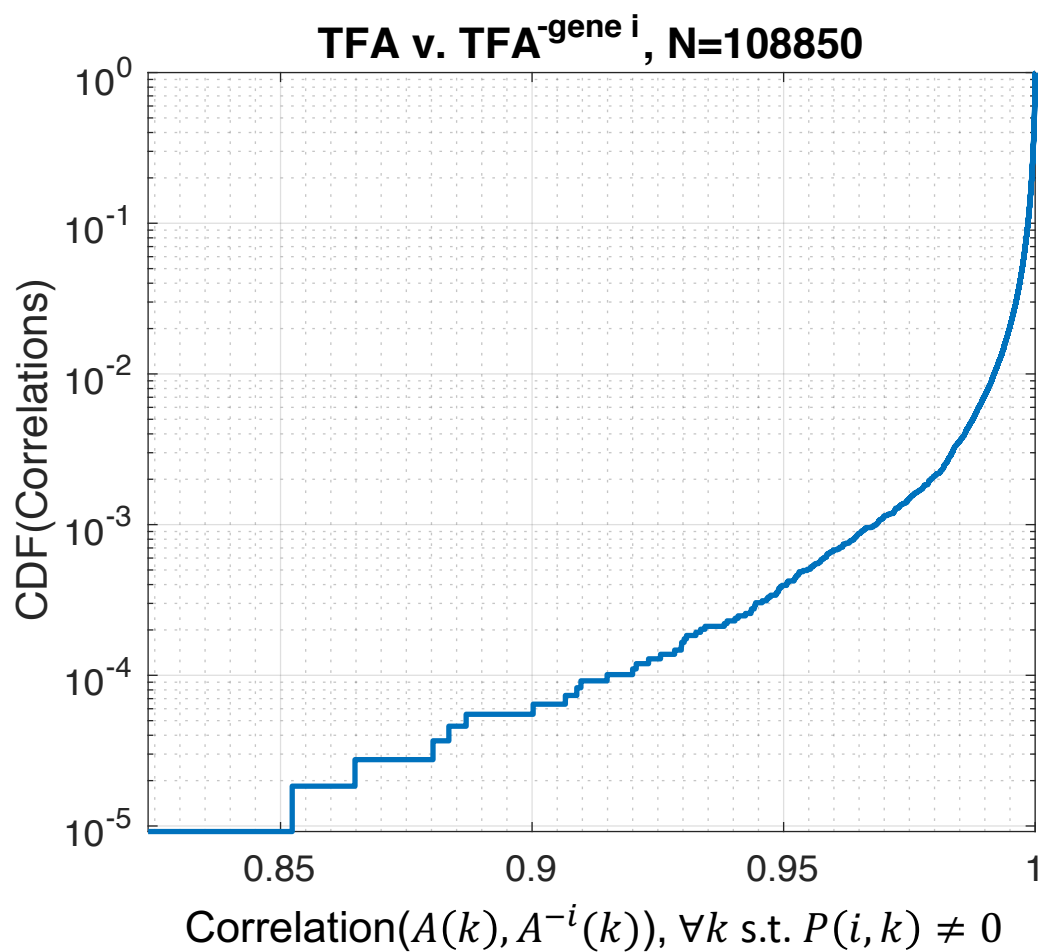

Figure S31. Effect of individual target genes on prior-based TFA estimation. The empirical cumulative distribution function (CDF) of Pearson correlation coefficients between TFA estimates from **Equation 2** versus **Equation 6**, using the Th17 ATAC prior. For each of the 2093 target genes with edges in the prior P , **Equation 6** is solved for A^{-i} . For each gene i , correlations are limited to those TFs k for which $P(i, k) \neq 0$, yielding 108,850 correlation coefficients.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

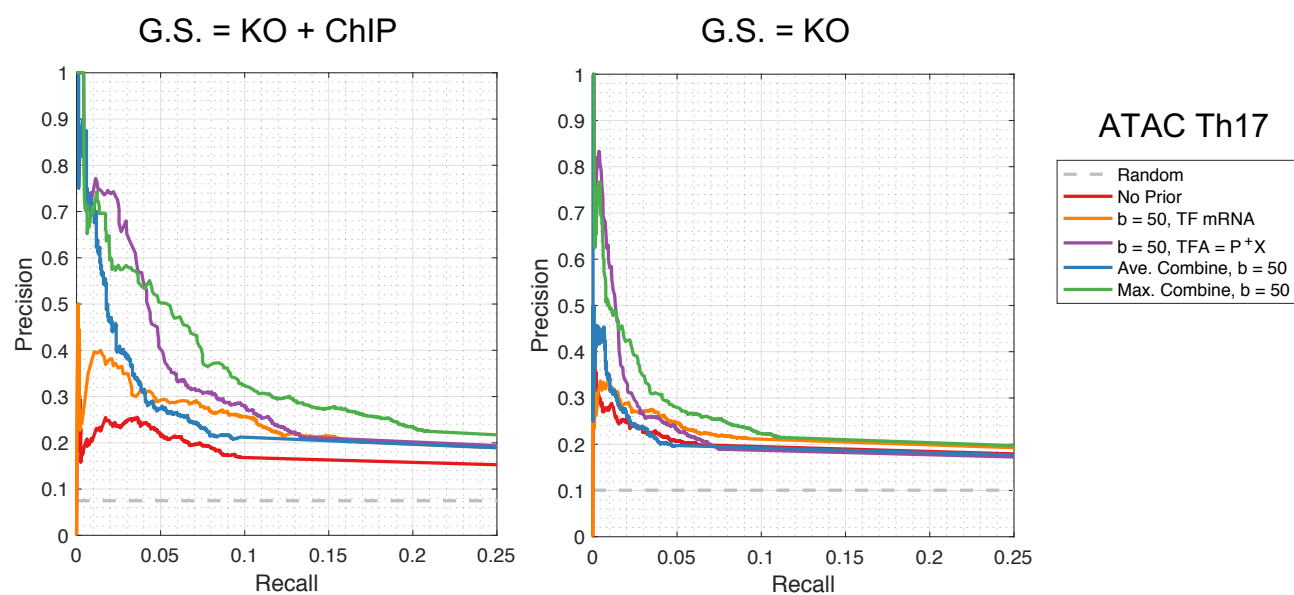

Figure S33. Rank-combination of ATAC TRNs. The precision-recall of individual ATAC TRNs (at moderate prior reinforcement “b=50” for prior-based and TF mRNA TFA) are compared to performance average- or maximum-combination of TRNs.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

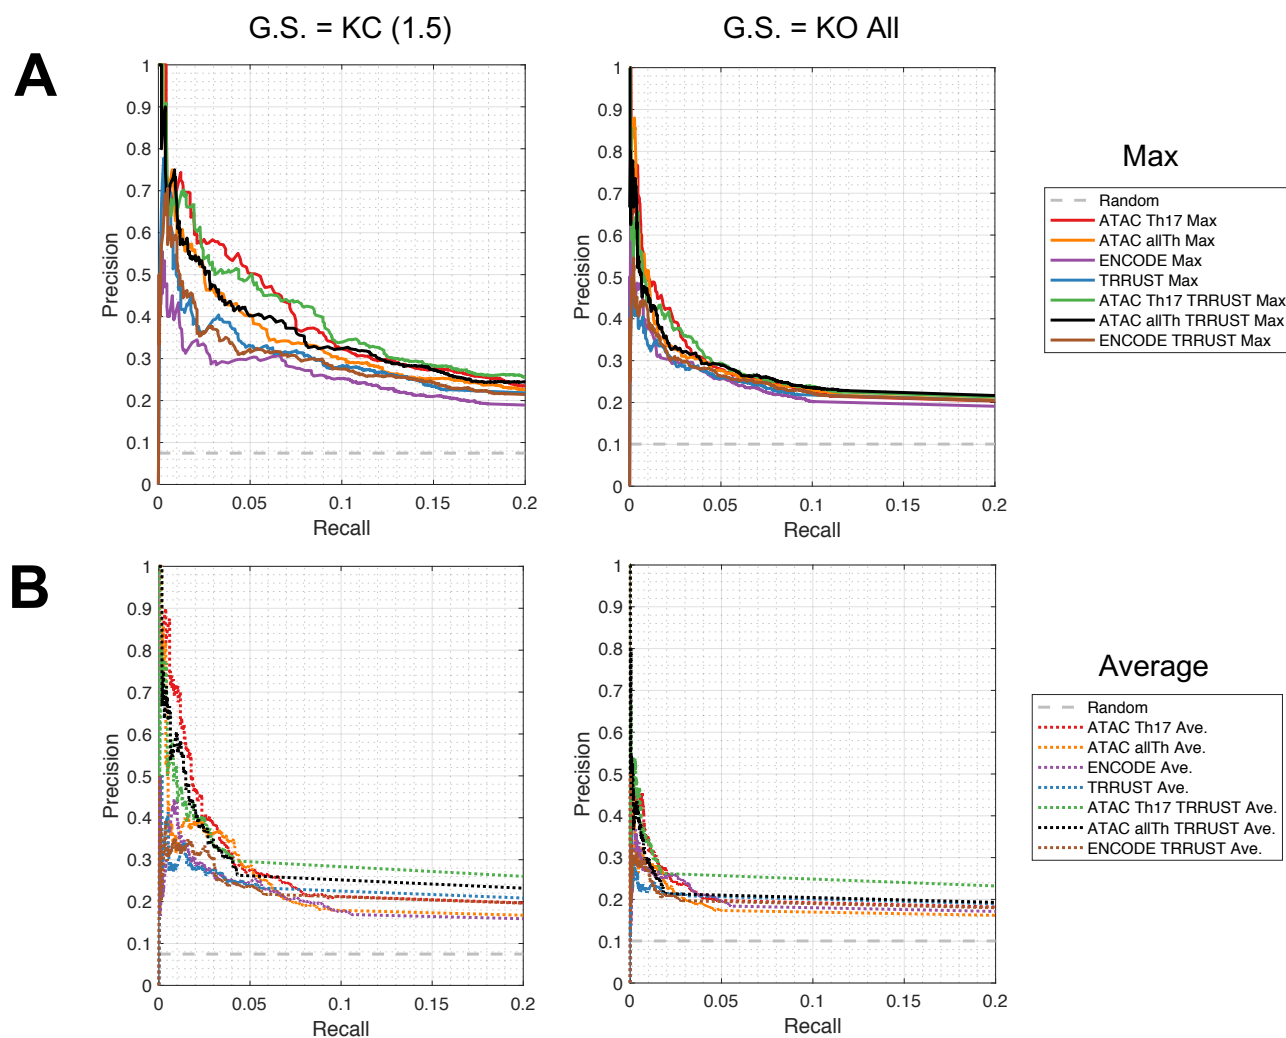

Figure S34. Rank-combination of TRNs from different priors. The precision-recall of TRNs from individual priors and pairs of priors (at moderate prior reinforcement “ $b=50$ ” for both prior-based and TF mRNA TFA) are compared, using **(A)** maximum- or **(B)** average-combination of TRNs.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

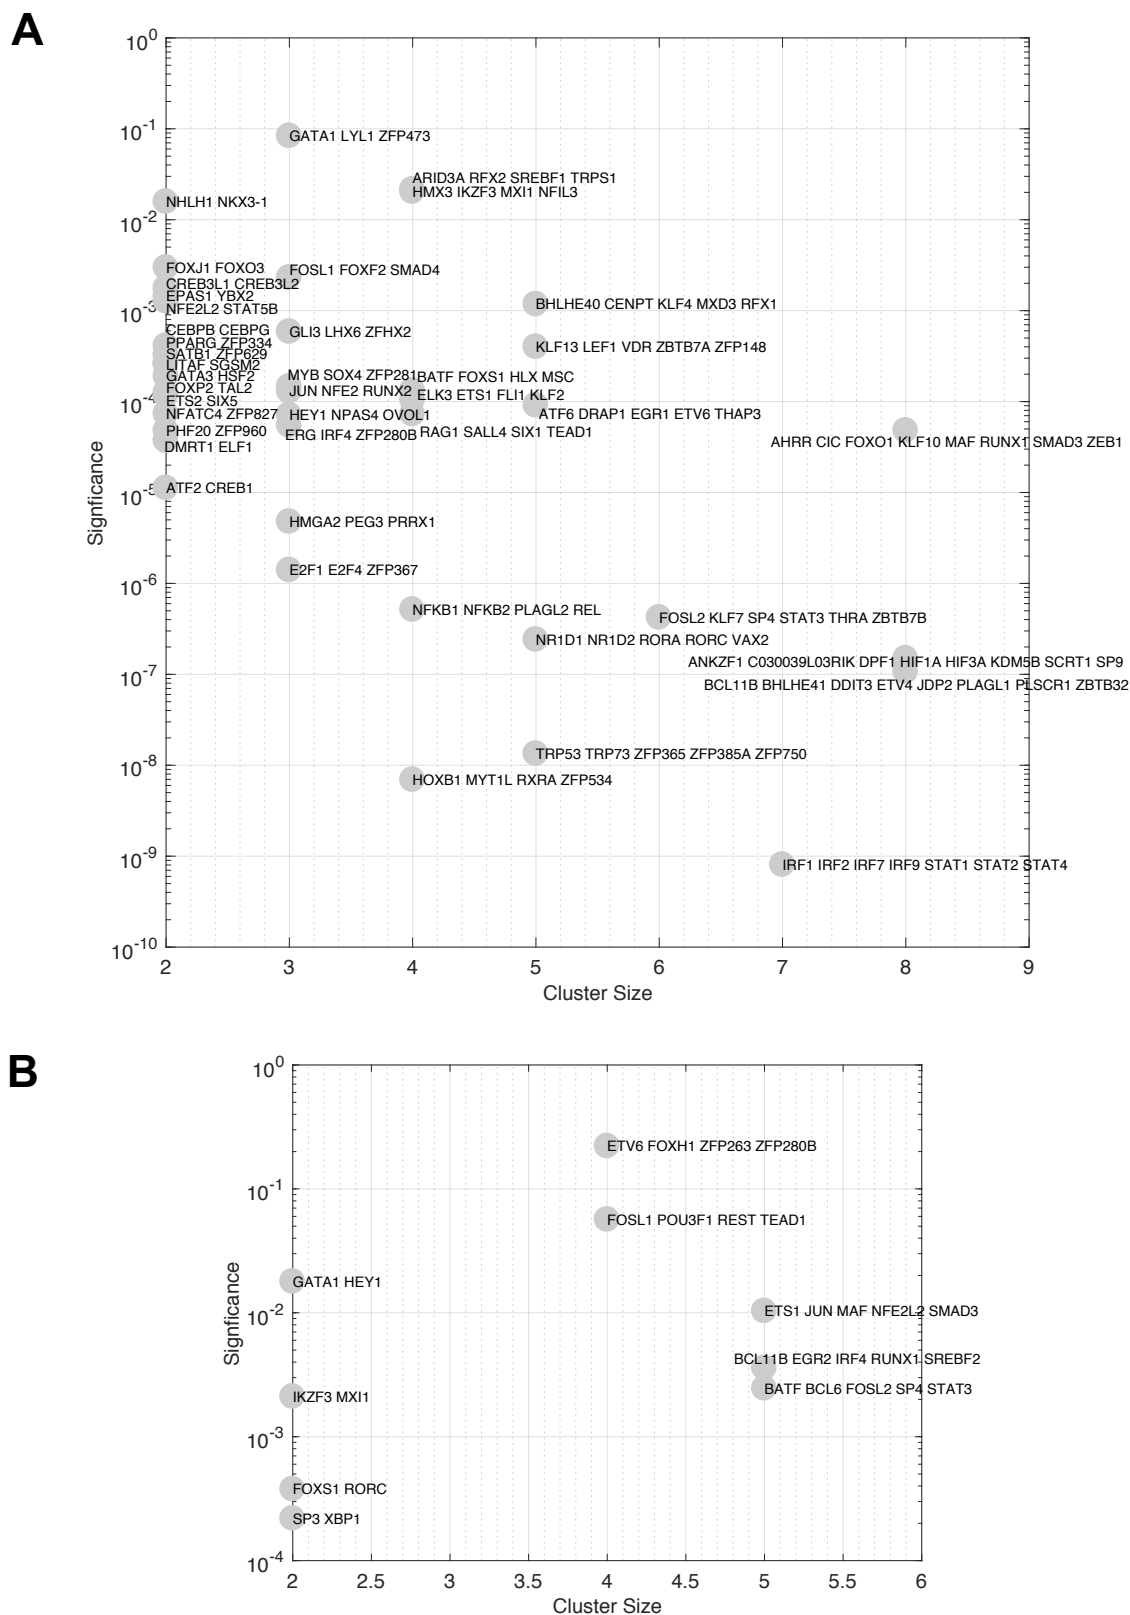

Figure S35. Ranking of TF-TF Clusters. Heuristic significance estimates versus cluster size for TF-TF modules built from (A) positive and (B) negative TF-TF edge overlaps. Results are shown for the “final” ChIP+KO+ATAC TRN.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

**Supplemental Materials**

**Table of Contents**

| Supplemental Notes | Page 1 |
| --- | --- |
| Supplemental Figure Legends | Page 6 |
| Supplemental Table Legends | Page 11 |
| Supplemental Codebases | Page 11 |
| Supplemental References | Page 11 |
|  |  |

**Supplemental Notes**

**Supplemental Note 1. Source of prior, TFA method and prior reinforcement dramatically alter Th17 TRNs.** mLASSO-StARS outperformed BBSR-BIC in terms of precision-recall. Yet the effect of other modeling decisions (choice of prior, TFA method, etc.) is less dramatic. Precision-recall analysis, limited to the 9-25 TFs in the gold standards, revealed some differences among the mLASSO-StARS models, while all models had roughly similar out-of-sample gene-expression prediction. Having performed these initial quality assessments, we explore the Th17 TRNs globally.

Standardizing network sizes to 53k TF-gene interactions (~15 TFs/gene), we calculated the percent edge overlap among TRNs built from ATAC, ChIP, KO, ENCODE DHS or TRRUST priors as well as two combined priors, expected to be improvements relative to their individual constituents. The first combined prior “ChIP/A(Th17)” uses TF ChIP data when available and TF motif analysis of 48h Th17 ATAC-seq data otherwise. The second prior “ChIP/A(Th17)+KO+A(Th)” combines the first with KO and ATAC-seq data from the other time points and conditions (**Methods**). For each prior, we considered five modeling modes: prior-based TFA estimates (“TFA”) with no, moderate or strong prior reinforcement and TF mRNA TFA estimates (“m”) with moderate and strong prior reinforcement. We also included the No Prior TRN

as a control. The results described below, for network sizes ~15 TFs/gene, hold for other network-size cutoffs (5, 10, and 20 TFs/gene, **Supplemental Fig. S13**). The percentage of shared edges between TRNs ranged from 83% to 10%. Clustering revealed several trends (**Supplemental Fig. S8A**). Over a third of the TRNs cluster together with high overlaps (60-88%), highlighted by a green-outlined box in **Supplemental Fig. S8A**. We refer to this cluster as “gene-expression-driven”, because it contains the No Prior TRN and other TRNs where TF-gene interactions are mainly based on TF-mRNA TFA estimates. The cluster contains all TF-mRNA models for the smaller priors (ChIP, KO, TRRUST) as well as some models built with prior-based TFA, but only for priors with few TFs (ChIP and KO) and for which TF mRNA must be used for the remaining TFs. Consistent with this explanation, the TRRUST TRNs built with prior-based TFA cluster separately. Although the TRRUST prior has fewer edges (~1500) than either the ChIP (~13k) or KO (~8k) prior, its edges are distributed among 187 of the 715 potential TF regulators considered (**Table S1B**), and, thus, TRRUST-based TFA greatly alters the resulting TRN.

Three priors contain ATAC-seq data (ATAC, ChIP/A(Th17), and ChIP+KO+ATAC); these priors are large (ranging from ~120-200k interactions for 346 TFs), so large that not even moderately reinforced TF-mRNA TRNs cluster with the “gene-expression driven” TRNs. The ATAC-containing TRNs form two clusters (marked by light-blue boxes in **Supplemental Fig. S8A**) that separate based on TFA estimation method. As expected, the “ATAC TF mRNA” cluster is more coherent (overlaps ranging from 47-87%), while overlaps in the “ATAC prior-based TFA” cluster range from 17-70%. The ATAC TRNs built on TF mRNA are most similar to the “gene-expression driven cluster”, but with only ~50-65% edge overlap for moderate-strength prior reinforcement. At high prior reinforcement, overlap drops to ~35-45%. The “ATAC prior-based TFA” cluster is as dissimilar to the “ATAC TF mRNA” cluster as it is to the “gene-expression driven cluster” (overlaps with both clusters ranging from 10-30%). Thus, as also suggested by the TRRUST cluster, prior-based TFA involving a large number of TFs, dramatically changes the resulting TRN. The ENCODE prior produced the most dissimilar TRNs, both when considering ENCODE TRNs relative (1) to each other and (2) to TRNs based on other priors. This result makes sense, given the unique origin and large size of the ENCODE prior (~200k interactions for 238 TFs).

To further our intuition about these distinct TRNs, we visualized the percentages of genes regulated by TFs with high degree across TRNs (**Supplemental Fig. S8B**). The high-degree TFs can be roughly divided into four clusters. Some top-degree TFs are mainly driven by gene expression (ERG, FOXB1, IKZF2, denoted by an “m” in **Supplemental Fig. S8B**) and regulate ~7-9% of the 3578 network genes not only in the “gene-expression TRNs” cluster but also TF mRNA-based ENCODE and ATAC-containing networks. Moderate to strong reinforcement of ChIP and KO priors lead to high degree for key Th17 TFs: BATF, IRF4, and STAT3. In the No Prior TRN, the percent of genes regulated by these TFs hovers between 4-10%, while, for strongly enforced ChIP TRNs, the percent genes regulated climbs to 17-40%. Strongly reinforced priors composed of ChIP data in combination with ATAC and/or KO data also leads to high degree for this TF cluster, ranging from control of 15-32% of genes. Priors with few TFs (e.g., KO and ChIP) lead to models that contain >75% edge overlap with the No Prior TRN across models, but this high overlap can be deceptive. Even for small priors, the modeling decisions can significantly alter the TF degree distribution.

The differences in network overlap and high-degree TFs between methods might reflect different strengths of each method and prior information source. Although overall-network performance in terms of precision-recall is roughly similar between methods and priors, the TF-specific AUPRs were heterogeneous by method (**Figure 2C**). Thus, each method enriched for unique sets of TF-specific gold-standard interactions among its high-confidence edges, and the ensemble of predictions from each model and method might provide a fuller picture of the underlying TRN. This could be an important avenue for future work.

**Supplemental Note 2. Treatment of RNA-seq batch effects.** The final gene expression matrix contained samples generated over an eight-year period, from several genomics cores, and with a combination of 36-bp and 50-bp single-end reads as well as 50-bp paired-end reads. There was no common set of control samples across batches. We first attempted to control for differences in sequencing, mapping only a single-end from paired-end sequencing samples with STAR aligner (Dobin et al. 2013). In addition, we controlled for differences in mappability between 36-bp and 50-bp reads by calculating effective gene lengths. Specifically, we calculated the number of possible 36-mers or 50-mers that HTSeq-count would map per gene (using HTSeq-count parameters: --stranded=no --mode=union and 36-mer and 50-mer mappability tracks (Derrien et al. 2012)). We then computed a factor (effective 36-mer gene length to effective 50-mer gene length) to convert 50-mer gene quantification by HTSeq-count to 36-mer gene quantification scale. From there, we used DESeq2 (Love et al. 2014) to normalize data. We used PCA to ensure that major trends did not correlate with (1) sequencing, (2) date of experiment, or (3) library size. Instead, they correlated well with the T Cell time course and polarization conditions (**Fig. 1A, S3**).

**Supplemental Note 3. Prior Construction details.** (Note that **Methods** detail ATAC-seq prior generation.)

*ChIP-seq*: TF ChIP-seq and control sequencing data were downloaded from GEO (GSE40918), mapped to the murine genome (mm10) with bowtie2 (2.2.3), filtered based on mapping score (MAPQ > 30, Samtools (0.1.19)), and duplicates removed (Picard). Peaks were called with macS12 version 1.4.2 (parameters: -m 10,30 -g 1865500000 --bw=200) and retained for raw p-value < 10^-10^. TFs were associated with a target gene, if the ChIP peak fell within +/-10kb of gene body.

*ENCODE DHS*: TF-gene interactions, based on TF-footprinting analysis in ENCODE DNase1-hypersensitivity (DHS) in 25 mouse tissues (Stergachis et al. 2014) were downloaded from <http://www.regulatorynetworks.org>.

*TRRUST*: Signed, human TF-gene interactions were downloaded from the Transcriptional Regulatory Relationships Unraveled by Sentence-base Text-mining (TRRUST) database (Han et al. 2015), version 1, and mapped to mouse orthologs using the MGI database (one-to-many mappings included).

*ChIP/A(Th17)*: This prior uses TF ChIP data when available and TF motif analysis of 48h Th17 ATAC-seq data otherwise.

*ChIP/A(Th17)+KO+A(Th)*: This prior represents a combination of ChIP/A(Th17) prior, the 25 TF KO experiments in the G.S., and A(Th) prior. Each prior matrix was Frobenius-norm normalized and multiplied by the number of TFs, so that the predictions of each TF per prior had comparable weight. The interactions in the normalized priors were then summed, and the sign of prior interaction was determined from KO data, when available.

Given the degeneracy of TF motifs, some TFs had identical target gene sets within ATAC-seq and ENCODE DHS priors. 

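TFs of one family often share a DNA-binding motif, and then receive the same targets. In the motif table of all 33 samples, 58 of 880 TFs fell into 27 sets with identical target genes. The largest held 4 TFs, the bHLH-PAS factors Npas1, Npas3, Sim1 and Sim2. The zinc finger factors Sp7, Sp8 and Sp9 formed another set, as did Creb3l3 and Creb3l4. With matches under the P of the methods, chosen after the data were seen, 52 TFs fell into 24 sets. With matches under 1e-06 there were 49 TFs in 23 sets, the largest of which held 3, such as Atoh1, Neurog2 and Neurog3.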

Degenerate TFs were merged for TRN inference. For precision-recall analysis, resulting target edges for merged TFs were included for all degenerate TFs in the set.

**Supplemental Note 4. Consideration of time-series samples***.* Our gene expression matrix includes a small fraction of time-series samples (15 out of 254), and so we tested whether linear differential equations, as proposed in the original *Inferelator* algorithm (Bonneau et al. 2006), would improve inference over the steady-state assumption (**Equation 1**) for our particular experimental design. For prior-based TFA (in contrast to TF mRNA), there is no obvious biological motivation for time-lag. However, given that TF mRNA is used to estimate the activities of TFs without prior information (~60% of TFs in our study), the steady-state assumption could also affect prior-based TFA. Using the time-lag parameter tau (30 minutes) from (Ciofani et al. 2012), we compared performance between TRNs built with and without time-lag. Precision-recall of the KO+ChIP and KO G.S.’s did not change between time-lagged and steady-state models (**Supplemental Fig. S23**). However, we do recommend linear modeling of differential gene expression for study designs involving more time-series data, and we provide workflows with this option in our codebase (https://github.com/emiraldi/infTRN_lassoStARS.git).

**Supplemental Note 5. Evaluating StARS for TRN inference.** We tested two ways of calculating average instability: for each gene model individually (“per-gene”) and for all gene models at a given $\lambda$ (“network”). We reasoned that “per-gene” estimates might lead to better models for each gene, but the “network” average instability estimates would be more stable, requiring less search time for the $\lambda$ corresponding to the desired instability cutoff (**Supplemental Fig. S24**). We visualized the distribution of subsampled TF-gene edge frequencies for per-gene and network average instability estimates at cutoffs = .05, .1 and .2 (**Supplemental Fig. S25**). Typically, the edges selected for the final network are those that are stably nonzero (i.e., present), with an instability less than or equal to the cutoff. For both per-gene and network average instability estimates, we noted that the average network size ranged from ~3.5 TFs/gene to ~9 TFs/gene for the default cutoff .05 to .2. Thus, conventional filtering of edges with StARS would lead to very sparse models, especially using the recommended .05 cutoff.

As we had done previously with application of StARS to ecological network inference (Kurtz et al. 2015), interactions were ranked according to nonzero subsamples per edge. However, this led to a plateau at the beginning of the precision-recall curve (at high precision, low recall) for 50 subsamples (**Supplemental Fig. S26A**), and the plateau was not much improved by more time-consuming calculations involving 100 or 200 subsamples. Thus, we proposed:

Confidence(i,k) = Nonzero Subsamples + |*pcorr*(i,k)|, [**Equation 4**]

where i and k, again correspond to gene i and TF k, and *pcorr*(i,k) is the partial correlation between gene i and TF k, for a set model size. For TF-gene interactions with the same number of nonzero subsamples, the TF-gene interaction with high absolute partial correlation will be higher confidence.

**Equation 4** had the desired effect, improving precision-recall for both KO+ChIP (**Supplemental Fig. S26, S27**) and KO (**Supplemental Fig. S28**) gold standards (for both network- and gene-level average instabilities over a range of cutoffs: .05, .1 and .2). We also tested the same sets of conditions for all three out-of-sample prediction leave-out sets; representative results for the Early Th17 conditions are shown in **Supplemental Fig. S29**. Overall, precision-recall and out-of-sample prediction were robust to choice of network- versus per-gene average instability cutoff (**Supplemental Fig. S26-S28**). Out-of-sample prediction was consistently better using the instability cutoff .05 versus .1 and .2 (**Supplemental Fig. S29**). Thus, we chose the cutoff of .05, additionally noting reduced computation time that (.05 corresponds to a larger $\lambda$). Given that network-level average instability performed on-par with per-gene and was computationally less expensive, we used network-level estimates for all subsequence analyses.

Although we relied on the instability cutoff of .05 to select $\lambda$ and calculate edge confidences, we did not use the instability cutoff to select which edges to include in the final network, as is typically done using StARS. Instead, we recommend using quality metrics (precision, recall and out-of-sample prediction) to guide in selecting the final network size. Small differences in the cutoff (.05 to .2) led to large differences in network size (**Supplemental Fig. S25**), while network quality-metric curves (especially precision-recall (**Supplemental Fig. S27, S28**)), based only on ranking of TF-gene interactions (**Equation 4**), did not change much. Applying the StARS cutoff to select the network size (represented by circles and x’s on curves in **Supplemental Fig. S27-S29**) is likely overly conservative. For example, applying cutoff = .05 yields a model size averaging 3 TFs/gene and corresponds to a median per-gene R^2^_pred_ value that is significantly lower than that of larger models (e.g., ~2-fold lower than median per-gene R^2^_pred_ at 15 TFs/gene, **Supplemental Fig. S29B**), suggesting that using cutoff = .05 to select model size would omit TF-gene interactions with predictive value from the model. Based on these analyses, we recommend using the above quality metrics to guide selection of model-size cutoff.

**Supplemental Note 6. mLASSO-StARS speed-ups using bStARS.** To expedite instability calculations, we use average instability upper and lower bounds from bStARS (Müller et al. 2016). Using two subsamples to calculate upper and lower bounds and 50 subsamples for final instability estimates, the speed up from bStARS was negligible, while lower bounds estimated from five subsamples were tighter (**Supplemental Fig. S30**) and computation time was decreased > two-fold (from 75 to 35 minutes using a single core on a 2017 MacBook Pro with 2.9 GHz Intel Core i7 processor).

**Supplemental Note 7. Potential overfitting in gene-expression prediction using prior-based TFA.** For gene-expression prediction with prior-based TFA, the mRNA of target genes with edges in the prior contribute to TFA estimation (**Equation 2**), and then their gene expression patterns are predicted as a function of TFA. This circularity could lead to over-fitting and inflated $R_{pred}^{2}$ values. To test this possibility, we constructed a prior-based TFA, A^-i^*^i^*, for each gene *i*, by solving:

X^-i^=P^-i^A^-i^, [**Equation 6**]

where matrices X^-i^, and P^-i^ omit the rows corresponding to target gene i. Given the large gene-dimension of the prior (e.g., 17,138 genes for the ATAC (Th17) prior), we anticipated that A^-i^ ~ A. To test this assumption, we regenerated results for prior-based TFA (Th17 ATAC prior, bias = .5) according to [**Equation 6**]. There were 2803 target genes (out of 3578) with edges in the ATAC prior. For those TFs k that lost an edge to gene i when calculating A^-i^, we calculated the Pearson correlation between A^-i^(k) and A(k) and plotted the cumulative distribution function (CDF) for the 108,850 resulting correlations (**Supplemental Fig. S31**). 99% of the TF activities were correlated with rho > .99, while a handful of correlations dipped below rho .95 (15 correlations (1.4%)). Thus, A^-i^ ~ A. We repeated leave-out gene expression prediction used gene-specific A^-i^, and, for all three expression prediction challenges, results were similar, even when limiting to the set of target genes with edges in the prior (**Supplemental Fig. S32**). This analysis confirms that our $R_{pred}^{2}$ estimates were robust to our decision to approximate A^-i^ ~ A.

**Supplemental Note 8. Performance of max- and rank-combine to individual TRNs and combination of TRNs derived from different priors.** Given the complementary performance of TF-mRNA- and prior-based TFA, we sought to combine the TRNs using both TFA methods (at moderate prior reinforcement). Given, their unique TF-specific AUPR profile (**Fig. 2C**), we combined methods by taking the maximum to preserve the individual strengths of each (Kittler et al. 1996; Castro et al. 2018). We compare and compared to rank-sum (or average) combination (Marbach et al. 2012), which would emphasize commonalities but potentially mask individual strengths. As anticipated, max-rank combination had better precision-recall than rank-sum combination (**Supplemental Fig. S33**). For combination of edges with different sign, partial correlations were averaged to yield sign in the combined TRN. Given the orthogonal nature of the TRRUST prior (publicly available to those considering experimental designs for TRN inference), we also tested rank-combination of ATAC and TRRUST TRNs (combining a total of four TRNs, TF mRNA and prior-based TFA for each prior), but observed no benefit, in terms of improved precision-recall (**Supplemental Fig. S34**). More sophisticated methods for integrating TRNs would likely show benefit over the simple techniques tested here (Parisi et al. 2014; Castro et al. 2018), but are beyond the scope of this work.

**Supplemental Note 9. TF-TF Module Analysis.** We calculated the number of shared target genes between each pair of TFs, analyzing positive and negative target edges separately. (Edges with |partial correlation| < .01 were excluded from analysis, as were TFs with fewer than 20 gene targets.) TFs vary greatly by number of target genes (**Supplemental Fig. S10, S11**), so we devised an overlap normalization scheme that controlled for the variable number of targets per TF. This approach is detailed in **Supplemental Note 9**. Specifically, we took inspiration from context likelihood of relatedness (CLR), a background-normalized mutual information score (Faith et al. 2007). We define the background-normalized overlap score $z_{ij}$ between TF *i* and TF *j* as:

$z_{ij}=\left\{ \begin{matrix} \sqrt{{z_{i|j}}^{2}+{z_{j|i}}^{2}}, & if z_{i|j}{, z}_{j|i}>0 \\ 0, & otherwise \end{matrix} \right.$, [**Equation 7**]

where $z_{i|j}$ is the z-score of the overlap between TF *i* and TF *j*, using the mean and standard deviation associated with the overlaps of TF *j* to calculate the z-score. Note that the score is only nonzero if the overlap is above average for both TFs. The normalized overlap score has good agreement with overlap significances estimated using the hypergeometric CDF.

We filtered the normalized overlap matrix so that it contained only TFs with at least one significant overlap (FDR = 10%, hypergeometric CDF). We then converted the similarity matrix of normalized overlaps to a distance matrix for hierarchical clustering using Ward distance. To arrive at a final number of clusters, we calculated the mean silhouette score for solutions over a range of total clusters and selected the solution that maximized mean silhouette score. For positive interactions (149 or 167 TFs), this analysis lead to 42 clusters, and 9 or 11 clusters for negative interactions (31 or 30 TFs), for final ChIP+KO+ATAC or ATAC-only TRNs, respectively.

To prioritize and rank TF-TF clusters, we developed a method based on combination of p-values generated from the empirical distribution of normalized overlap scores. For each cluster, we combined p-values for the pairwise normalized overlap scores between cluster TFs (e.g., for cluster of size $s$, there were $s(s-1)/2$ pairwise scores). We combined p-values with the weighted z-method (Whitlock 2005). P-values are converted via the inverse normal CDF to z-score space and combined with the following equation:

$Z_{w}= \frac{\sum_{i=1}^{n} {w_{i}Z}_{i}}{\sqrt{\sum_{i=1}^{n} w_{i}}}$, [**Equation 8**]

where $n$ is the number of p-values to be combined and $w\in\mathbb{R}^{n}$ is a vector of weights. $Z_{w}$ is then converted to a p-value using the normal CDF. Here we set weights to $2/(s-1)$. The resulting p-value score had the desired properties, ranking clusters on the basis of size and strength of overlap (**Supplemental Fig. S35A**) and was used to prioritize a limited set of 15 positive-edge TF-TF clusters for **Fig. 5C, S14, S15**. The significance of negative TF-TF clusters were orders of magnitude smaller than the top-15 positive TF-TF clusters (**Supplemental Fig. S35B**), so were not analyzed further. The lack of significant negative TF-TF clusters might have to do with the observed positive to negative edge bias in our method (~1.8-1.9:1).

**Supplemental Figure Legends**

**Supplemental Fig. S1. Clustering of all 63,049 peaks in the ATAC-seq dataset**. ATAC-seq peak intensities were robustly normalized (DESeq2), z-scored and clustered using K-means clustering with Euclidean distance. Samples were ordered according to treatment condition and timepoint.

**Supplemental Fig. S2.** **PCA of Gene Expression Profiles.** Upper panels show scores plots, where the 254 RNA-seq samples are plotted as a function of all genes for principal components (PCs) 1-4. Lower panels display gene loadings for the top-75 gene contributors to PCs 1-4.

**Supplemental Fig. S3. Precision-recall of multiple priors, Gold Standard = KO+ChIP (A) or KO (B).** For each prior, the performance is plotted for several TRNs, based on *Inferelator* method (LS = mLASSO-StARS (reds), BB = BBSR-BIC (blues)), TFA estimation method (m = TF mRNA, TFA = P^+^X), and strength of prior reinforcement (none, moderate (+), and strong (++)). Random and “No Prior” control TRNs serve as references in all panels.

**Supplemental Fig. S4. Precision-recall of multiple priors, G.S. = KO+ChIP (A) or KO (B), effect of RNA-seq dataset size.**  TRNs were built from 50 RNA-seq samples (rather than the full 254). For each prior, the performance is plotted for several TRNs, based on *Inferelator* method (LS = mLASSO-StARS (reds), BB = BBSR-BIC (blues)), TFA estimation method (m = TF mRNA, TFA = P^+^X), and strength of prior reinforcement (none, moderate (+), and strong (++)). Random and “No Prior” control TRNs serve as references in all panels.

**Supplemental Fig. S5. TF-specific TRN performance for mLASSO-StARS and BBSR-BIC. (A)** For each G.S., AUPRs were calculated for each TF individually. TF-specific performance of TRNs is quantified as the log_2_-foldchange between AUPR of the TRN model relative to random. “+” indicates strength of prior reinforcement, and “m” and “TFA” denote TFA estimation from TF mRNA and prior-based TFA, respectively. **(B)** Boxplots of per-TF AUPRs for mLASSO-StARS models in **(A);** central mark indicates median, box edges indicate the 25^th^ and 75^th^ percentiles, and the whiskers extend to the most extreme data points not considered outliers (+/-2.7 standard deviations from the mean).

**Supplemental Fig. S6. Distributions of per-gene R^2^_pred_ values.** Full and zoomed-in boxplots of per-gene R^2^_pred_ values for the Th17 ATAC prior, bias = .5 and TFA = TF mRNA or prior-based TFA (TFA = P^+^X). The central red mark indicates median, the bottom and top edges of the blue box indicate the 25^th^ and 75^th^ percentiles, and the whiskers extend to the most extreme data points not considered outliers (+/-2.7 standard deviations from the mean). x-axis indicates the average number of TFs per gene at each model-size cutoff.

**Supplemental Fig. S7. Out-of-sample prediction of gene expression patterns for TFA = TF mRNA and No Prior TRNs.** Leave-out sets are defined as in **Figure 4A**. Model selection and parameter estimation of TF-gene interactions were performed in the absence of specified leave-out sets (All Th0, Late Th17, and Early Th17). TRN models were built without prior (left panels), with an ATAC (central panels) or ChIP+KO+ATAC priors (right panels), using mLASSO-StARS, bias = .5, and TFA = TF mRNA (upper panels) TFA = P^+^X (lower panels). R^2^_pred_ for each leave-out set is plotted as a function of average number of TFs per gene. In the key, the number of samples per leave-out set appears in parentheses. For reference, precision and recall of the full model are also plotted, providing intuition about the number of KO or KO+ChIP edges in the TRN at each cut off.

**Supplemental Fig. S8. (A) Edge overlaps of TRNs.** TRNs were built with the Th17 ATAC, ChIP, KO, ENCODE DHS, TRRUST, ChIP/ATAC or ChIP+ATAC+KO priors, with TFA based on target genes (“TFA”) or TF mRNA (“m”) and varying strengths of prior reinforcement (+ = moderate, ++ = strong, or none). The “No Prior” TRN was included as a control. Each TRN model size was limited to a mean of 15 TFs per gene and hierarchically clustered using 1-overlap distance and ward linkage. **(B) Network coverage by high-degree TFs.** A TF was included in the “high-degree” TF set, if it was within the top-two highest degree nodes in one or more of the TRNs. The percentage of genes regulated by TF is based on the 3578 target genes.

**Supplemental Fig. S9. Additional Th17 core TRN models.** “Core” Th17 genes and TFs were selected from the literature for visual comparison with jp_gene_viz software. Network size was limited to an average of 15 TFs per gene. Source of network and TFA method is denoted for each network. “+” denote moderate prior reinforcement with bias = .5. The edges in Inferelator TRNs are colored according to partial correlation (red positive, blue negative) and weighted relative to edge stability. Solid edges had support in the prior, while dotted edges were learned from gene expression modeling alone. Nodes are colored according to z-scored gene expression at 48h in Th17 relative to the other T Helper cell time points (red/blue = increased/decreased expression).

**Supplemental Fig. S10. Distribution of targets per TF in final ChIP+KO+ATAC TRN.** Network size was limited to mean 15 TFs per gene and network edges were further filter to remove any edge with absolute partial correlation < .01. TFs were ranked according to degree (total number of target genes) in the left panel, while the inset displays the Top 100 highest-degree TFs. TF target genes are colored according to interaction sign and whether the interaction was also in the prior (see key).

**Supplemental Fig. S11. Distribution of targets per TF in final ATAC TRN.** Network size was limited to mean 15 TFs per gene and network edges were further filter to remove any edge with absolute partial correlation < .01. TFs were ranked according to degree (total number of target genes) in the left panel, while the inset displays the Top 100 highest-degree TFs. TF target genes are colored according to interaction sign and whether the interaction was also in the prior (see key).

**Supplemental Fig. S12. De Novo Th17 Core TFs of the ChIP+KO+ATAC and ATAC-only TRNs derived from different model-size cutoffs.** TFs were included as De Novo Th17 Core TFs if, at FDR = 10%, (1) positive gene targets were enriched for up-regulated Th17 genes (red bars) or (2) negative gene targets were enriched for down-regulated Th17 genes (blue bars). The top-30 most significant “core” Th17 TFs are shown per TRN. Superscripts c and y indicate TF Th17 association from (Ciofani et al. 2012), (Yosef et al., 2013), respectively.

**Supplemental Fig. S13. Effect of model-size cutoff on high-degree TFs.** A TF was included in the “high-degree” TF set, if it was within the top-three highest-degree TFs in one or more of the TRNs. Color scale indicates the percentage of (the 3758) target genes regulated by the TF.

**Supplemental Fig. S14. Top 15 TF modules for ChIP+KO+ATAC TRN.** TFs were clustered into modules based on shared positive target genes between TFs (see **Methods**). The left panel shows enrichment of positive TF target interactions with up-regulated Th17 genes (“Th17” for potential Th17-promoting TFs) or down-regulated Th17 genes (“Non-Th17”, for potential Th17-repressing TFs). The lower panel shows relative TF gene expression over the Th17 and other T Helper cell time points.

**Supplemental Fig. S15. Top 15 TF modules for ATAC-only TRN.** TFs were clustered into modules based on shared positive target genes between TFs (see **Methods**). The left panel shows enrichment of positive TF target interactions with up-regulated Th17 genes (“Th17” for potential Th17-promoting TFs) or down-regulated Th17 genes (“Non-Th17”, for potential Th17-repressing TFs). The lower panel shows relative TF gene expression over the Th17 and other T Helper cell time points.

**Supplemental Fig. S16. Gene-set enrichment of ChIP+KO+ATAC TRN TF modules.** We compiled gene sets from five databases: GO, Pathway Commons, KEGG, MAPP and Signatures from MSigDB. For each TF, we calculated the significance of overlap between the TF’s target genes and gene sets (hypergeometric CDF). For Kegg and Mapp databases, the color bar maximum is 7, and, for the other databases, the maximum is 11. TFs are clustered and color-coded according to the TF-TF modules in **Fig. 5C, S14, S15, S17**. TF-TF module enrichments are consistent among gene sets and TRNs, providing robust predictions for modules in Th17 biology.

**Supplemental Fig. S17. Gene-set enrichment of ATAC-only TRN TF modules.** We compiled gene sets from five databases: GO, Pathway Commons, KEGG, MAPP and Signatures from MSigDB. For each TF, we calculated the significance of overlap between the TF’s target genes and gene sets (hypergeometric CDF). For Kegg and Mapp databases, the color bar maximum is 7, and, for the other databases, the maximum is 11. TFs are clustered and color-coded according to the TF-TF modules in **Fig. 5C, S14-S16**. TF-TF module enrichments are consistent among gene sets and TRNs, providing robust predictions for modules in Th17 biology.

**Supplemental Fig. S18. (A) Centrality analysis of the full Th17 TRN.** TFs are plotted as a function of out degree (fraction of target genes regulated by the TF) and betweenness (fraction of shortest paths (from TFs to genes) containing the TF). **(B) NFKB2 targets are enriched in chronic inflammatory disease genes**. In the left panel, each arrow corresponds to a single TF. Arrow source is TF’s centrality (out degree, betweenness) in the full Th17 TRN **(A)** and arrow points to the TF’s centrality in the chronic inflammatory disease subnetwork (where target genes are limited to the 38 shared the Th17 TRN and GWAS set). NFKB2 (pink arrow) has significant increase in degree centrality (FDR=10%); other TFs (RORC, STAT3, FOXB1) also increase, but not significantly. The right panel features the subnetwork connecting NFKB2 to its target genes in the chronic inflammatory diseases. Node color indicates log_2_(fold-change) in Th17 48h condition relative to other Th timepoints (red = increased, blue = decreased), while red / blue indicate positive / negative regulation. Solid edges have support in the ChIP+KO+ATAC prior, while dotted edges do not. “Chronic inflammatory diseases” is an abbreviation of the trait “Chronic inflammatory diseases (ankylosing spondylitis, Crohn's disease, psoriasis, primary sclerosing cholangitis, ulcerative colitis) (pleiotropy)”. **(C) ETS1 targets are enriched in the phenotype “neutrophil % of granulocytes” genes.** Analysis is displayed as in **(B)**, with the following exception: gene expression in the ETS1 subnetwork corresponds to the Th17 1h timepoint, as *Ets1* expression is highest at early timepoints (Th0 1h, Th17 1h and no media control timepoints).

**Supplemental Fig. S19.** Representative outputs from ATACseqQC, displaying nucleosome-length periodicity in fragment lengths and signal distribution at the TSS for **(A)** naive CD4 T cells (2h), **(B)** Th17 (2h), **(C)** Th17 (16h), and **(D)** Th17 (48h).

**Supplemental Fig. S20. Comparison of CisBP with and without ENCODE-derived motifs.** Priors were derived from the Th17 48h (Th17) or all T Helper (All Th) ATAC-seq samples using CisBP + human ENCODE motifs or CisBP. Two raw p-value cutoffs were tested. mLASSO-StARS was run with TF mRNA or prior-based TFA at bias = .5.

**Supplemental Fig. S21**. **Comparison of peak-gene association rules.** Priors were constructed from the Th17 48h ATAC-seq data using different peak-gene association rules and two raw p-value cutoffs for motifs from CisBP (note that ENCODE motifs were not included in this analysis). mLASSO-StARS was run with TF mRNA or prior-based TFA at bias = .5. (Inf = infinity.)

**Supplemental Fig. S22. The effect of TFA and prior reinforcement on recovery of prior edges in TRN models.** % prior edges in the TRNs are plotted as a function of TRN size (mean TF predictors per gene) for the two Inferelator methods (BBSR-BIC and mLASSO-StARS), the two methods for estimating TF activities (TFA = P^+^X and TF mRNA), and varying levels of prior reinforcement (-, +, ++ correspond to no, moderate, and high prior reinforcement, respectively).

**Supplemental Fig. S23**. **Comparison of steady-state versus time-lagged treatment of time-series data.** The gene expression matrix includes a small fraction of time-series samples (15 out of 254). Using the time-lag parameter tau (30 minutes) from (Ciofani et al. 2012), we compared performance between TRNs built with and without time-lag (mLASSO-StARS with the Th17 ATAC prior, moderate prior reinforcement (bias $=.5$), and either TFA = TF mRNA or prior-based TFA. Precision-recall of the **(A)** KO+ChIP and **(B)** KO G.S.’s did not change between time-lagged and steady-state models.

**Supplemental Fig. S24**. **(A) Per-gene and (B) network-level average instability paths.** Average instabilities were calculated on per-gene and network level over a range of LASSO penalties, $\lambda$. Results are shown for the No Prior TRN using 50 subsamples.

**Supplemental Fig. S25**. **Distribution of nonzero subsamples per TF-gene edge.** Distribution of nonzero subsamples per TF-gene, using per-gene and network average instability cutoffs of .05, .1, and .2. Results are shown for the No Prior TRN using 50 subsamples. The dotted-red line marks the instability cutoff in terms of nonzero subsamples, and the average model size at that cutoff appears as text in the upper right hand.

**Supplemental Fig. S26**. **Comparison of edge-ranking methods**. Edges are ranked according to **(A)** nonzero subsamples or **(B)** nonzero subsamples plus the absolute value of edge partial correlation (**Equation 4**) for network- and gene-level average instabilities at cutoffs .05, .1 and .2. Right and left panels denote full and zoomed-in curves, respectively. Results are shown for the Th17 ATAC prior, bias = .5, and prior-based TFA, using the KO + ChIP G.S.

**Supplemental Fig. S27.** **StARS parameterization: precision-recall of the KO+ChIP G.S.** TRNs were built using the Th17 ATAC prior with prior-based or TF mRNA TFA, no, moderate or strong prior reinforcement, network- and gene-level average instabilities at cutoffs .05, .1 and .2. Edges are ranked according to nonzero subsamples or **Equation 4**.

**Supplemental Fig. S28**. **StARS parameterization: precision-recall of the KO G.S.** TRNs were built using the Th17 ATAC prior with prior-based or TF mRNA TFA, no, moderate or strong prior reinforcement, network- and gene-level average instabilities at cutoffs .05, .1 and .2. Edges are ranked according to nonzero subsamples or **Equation 4**.

**Supplemental Fig. S29**. **StARS parameterization: out-of-sample gene expression prediction.** TRNs were built using the Th17 ATAC prior with prior-based or TF mRNA TFA, no, moderate or strong prior reinforcement, network- and gene-level average instabilities at cutoffs .05, .1 and .2. Out-of-sample gene expression prediction was tested on the leave-out “Early Th17” set (8 samples). **(A)** and **(B)** show overall R^2^_pred_ or the median-gene’s R^2^_pred_ as a function of average model size, using **Equation 4** to rank TF-gene interactions.

**Supplemental Fig. S30**. **Computational speed-up with bStARS lambda bounds.** **(A)** Network instabilities were estimated using 50 subsamples for Th17 ATAC prior with prior-based TFA and moderate reinforcement over a range of lambda penalties containing the lambda corresponding to the target instability cutoff .05 (vertical black line). bStARS upper and lower instability bounds, based on **(B)** two or **(C)** five subsamples shorten the lambda search space (orange arrows, and black lines indicate lower and upper bounds for lambda corresponding to the target instability cutoff .05). Solving the LASSO is very slow for smaller lambda penalties; thus, increasing the lower bound (as in **(C)**) results in significant speed-up (~2-fold), while looser bounds (as in **(B)**) do not.

**Supplemental Fig. S31**. **Effect of individual target genes on prior-based TFA estimation.** The empirical cumulative distribution function (CDF) of Pearson correlation coefficients between TFA estimates from **Equation 2** versus **Equation 6**, using the Th17 ATAC prior. For each of the 2093 target genes with edges in the prior $P$, **Equation 6** is solved for A^-i^. For each gene i, correlations are limited to those TFs k for which $P\left( i,k \right)\neq0$, yielding 10,8850 correlation coefficients.

**Supplemental Fig. S32. Effect of individual target genes on prediction using prior-based TFA.** For the three out-of-sample prediction challenges, gene models were built using Equation 2 (“TFA”) or **Equation 6** (“TFA^-gene i^"), using mLASSO-StARS, Th17 ATAC prior, and moderate prior reinforcement. (A) Overall R^2^_pred_ and median per-gene R^2^_pred_ for all genes or limited to those genes with edges in the prior. (B) The CDFs of per-gene R^2^_pred_ are plotted for average model size of 15 TFs/gene. Thus, in this context, evaluation of out-of-sample gene expression prediction can be accomplished using **Equation 2** (versus the more computationally intensive **Equation 6**).

**Supplemental Fig. S33**. **Rank-combination of ATAC TRNs.** The precision-recall of individual ATAC TRNs (at moderate prior reinforcement “b=50” for prior-based and TF mRNA TFA) are compared to performance average- or maximum-combination of TRNs.

**Supplemental Fig. S34**. **Rank-combination of TRNs from different priors.** The precision-recall of TRNs from individual priors and pairs of priors (at moderate prior reinforcement “b=50” for both prior-based and TF mRNA TFA) are compared, using **(A)** maximum- or **(B)** average-combination of TRNs.

**Supplemental Fig. S35**. **Ranking of TF-TF Clusters.** Heuristic significance estimates versus cluster size for TF-TF modules built from **(A)** positive and **(B)** negative TF-TF edge overlaps. Results are shown for the “final” ChIP+KO+ATAC TRN.

**Supplemental Table Legends**

**Table S1.** **Statistics on priors and gold standards. (A)** and **(B)** were generated using the initial and updated mouse TF lists, respectively (see **Methods**).

**Table S2. Normalized gene expression matrix.** Data were normalized as described in **Methods**, and final units are DESeq2 VSD counts.

**Table S3. Target gene and candidate regulator lists.**

**Table S4. Lists of sample names corresponding to each leave-out set.**

**Table S5. Final KO+ChIP+ATAC and ATAC-only TRNs.**

**Table S6. TF target enrichment in GWAS phenotype genes.**

**Supplemental Codebases**

**infTRN_lassoStARS.** Workflows and codebase for inference of transcriptional regulatory network inference from gene expression and prior information (e.g., ATAC-seq). The codebase is hosted at https://github.com/emiraldi/infTRN_lassoStARS.

**jp_gene_viz.** iPython Jupyter notebook codebase for interactive visualization of transcriptional regulatory networks and genomics data. The codebase is available from https://github.com/simonsfoundation/jp_gene_viz.

**Th17_TRN_Networks.** The iPython Jupyter notebooks integrating the 36 TRNs, including final ATAC+KO+ChIP as well as ATAC-only Th17 TRNs, for interactive visualization. Notebooks and networks are available from https://github.com/simonsfoundation/Th17_TRN_Networks.

**Supplemental References**

Bonneau R, Reiss DJ, Shannon P, Facciotti M, Hood L, Baliga NS, Thorsson V. 2006. The Inferelator: an algorithm for learning parsimonious regulatory networks from systems-biology data sets de novo. *Genome Biol* **7**: 1.

Castro DM, Veaux N de, Miraldi ER, Bonneau R. 2018. Multi-study inference of regulatory networks for more accurate models of gene regulation. *bioRxiv* 279224.

Ciofani M, Madar A, Galan C, Sellars M, Mace K, Pauli F, Agarwal A, Huang W, Parkurst CN, Muratet M, et al. 2012. A validated regulatory network for Th17 cell specification. *Cell* **151**: 289‑303.

Derrien T, Estellé J, Sola SM, Knowles DG, Raineri E, Guigó R, Ribeca P. 2012. Fast computation and applications of genome mappability. *PLoS One* **7**: e30377.

Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. 2013. STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**: 15‑21.

Faith JJ, Hayete B, Thaden JT, Mogno I, Wierzbowski J, Cottarel G, Kasif S, Collins JJ, Gardner TS. 2007. Large-scale mapping and validation of Escherichia coli transcriptional regulation from a compendium of expression profiles. *PLoS Biol* **5**: e8.

Han H, Shim H, Shin D, Shim JE, Ko Y, Shin J, Kim H, Cho A, Kim E, Lee T, et al. 2015. TRRUST: a reference database of human transcriptional regulatory interactions. *Sci Rep* **5**: 11432.

Kittler J, Hater M, Duin RPW. 1996. Combining classifiers. *Proc - Int Conf Pattern Recognit* **2**: 897‑901.

Kurtz ZD, Müller CL, Miraldi ER, Littman DR, Blaser MJ, Bonneau RA. 2015. Sparse and Compositionally Robust Inference of Microbial Ecological Networks. *PLoS Comput Biol* **11**: e1004226.

Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**: 550.

Marbach D, Costello JC, Küffner R, Vega NM, Prill RJ, Camacho DM, Allison KR, Aderhold A, Bonneau R, Chen Y. 2012. Wisdom of crowds for robust gene network inference. *Nat Methods* **9**: 796.

Müller CL, Bonneau R, Kurtz Z. 2016. Generalized Stability Approach for Regularized Graphical Models. *arXiv* 1605.07072.

Parisi F, Strino F, Nadler B, Kluger Y. 2014. Ranking and combining multiple predictors without labeled data. *Proc Natl Acad Sci U S A* **111**: 1253‑8.

Stergachis AB, Neph S, Sandstrom R, Haugen E, Reynolds AP, Zhang M, Byron R, Canfield T, Stelhing-Sun S, Lee K, et al. 2014. Conservation of trans-acting circuitry during mammalian regulatory evolution. *Nature* **515**: 365‑370.

Whitlock MC. 2005. Combining probability from independent tests: the weighted Z-method is superior to Fisher’s approach. *J Evol Biol* **18**: 1368‑73.

# Supplementary material for: Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells
**Source:** Genome Res. 2019 Mar;29(3):449–63. doi: 10.1101/gr.238253.118
**Supplement:** Supplemental Material

```

include "fintrf.h" C glmnetMex.F C C Lasso and elastic-net regularized generalized linear models
C [a0,ca,ia,nin,rsq,alm,nlp,jerr] = ... C glmnetMex(parm,x,y,jd,vp,ne,nx,nlam,fmin,ulam,thr,isd,w,ka) C
[a0,ca,ia,nin,dev,alm,nlp,jerr] = ... C glmnetMex(parm,x,y,jd,vp,ne,nx,nlam,fmin,ulam,thr,isd,nc,maxit,kopt)
C C Extremely efficient procedures for fitting the entire lasso or C elastic-net regularization path for linear
regression, logistic and C multinomial regression models. The algorithm uses cyclical coordinate C descent
in a pathwise as described in the paper on the maintainer's C website. C C NOTES: This is a MEX-file
wrapper of GLMnet.f for MATLAB. Should be called C only by glmnet.m. For details about input and
output arguments, see C GLMnet.f. C C LICENSE: GPL-2 C C DATE: 13 Jul 2009 C C AUTHORS: C
Algorithm designed by Jerome Friedman, Trevor Hastie and Rob Tibshirani C Fortran code written by
Jerome Friedman C MATLAB wrapper written and maintained by Hui Jiang,  C De-
partment of Statistics, Stanford University, Stanford, California, USA. C C REFERENCES: C Friedman, J.,
Hastie, T. and Tibshirani, R. (2009) C Regularization Paths for Generalized Linear Models via Coordinate
Descent. C Journal of Statistical Software, 33(1), 2010 C C EXAMPLE: C parm = 1.0; C x = [1 1; 2 2;
3 3]; C y = [1 3 2]'; C jd = 0; C vp = [1 1]'; C ne = 3; C nx = 2; C nlam = 100; C fmin = 0.0001; C
ulam = 0; C thr = 1.0e-4; C isd = 1; C w = [1 1 1]'; C ka = 2; C [a0,ca,ia,nin,rsq,alm,nlp,jerr] = glm-
netMex(parm,x,y,jd,vp,ne,nx,nlam,fmin,ulam,thr,isd,w,ka) C C DEVELOPMENT: 13 Jul 2009: Original
version of glmnetMex.f written. C C_____
subroutine mexFunction(nlhs, plhs, nrhs, prhs) C_____
C (pointer) Replace integer by integer*8 on the DEC Alpha C 64-bit platform
mwpointer plhs(*), prhs(*) mwpointer mxCreateDoubleMatrix, mxGetPr mwpointer mxGetIr, mxGetJc
integer nlhs, nrhs mwsiz mxGetM, mxGetN, mxGetNzmax integer mxIsNumeric integer mxIsSparse
C_____
C Input real parm,fmin,thr,intr integer ka,no,ni,nc,ne,nx,nlam,isd,maxit,kopt,ispars,nzmax integer, di-
mension (2) :: dimx real, dimension (:), allocatable :: x,y,w,vp,ulam,cl,sr integer, dimension (:), allocatable
:: ix,jx,jd,irs,jcs
mwpointer pr
C Output integer lmu,nlp,jerr real, dimension (:), allocatable :: a0,ca,alm,dev,rsq integer, dimension (:),
allocatable :: ia,nin
C Temporary mwpointer tempprmwsizetempm,tempn,tempnzmaxintegertask,i
C For internal parameters real fdev, devmax, eps, big, pmin, prec integer mnlam, exmx, mxit
C Check for proper number of arguments.
if(nrhs .eq. 18 .and. nlhs .eq. 8) then task = 1; elseif(nrhs .eq. 15 .and. nlhs .eq. 8) then task = 2;
elseif(nrhs .eq. 0) then task = 3; elseif(nrhs .eq. 9) then task = 4; else call mexErrMsgTxt('Incorrect number
of arguments.') endif
C Get input
if (task .eq. 3) then call getintparms(fdev, eps, big, mnlam, devmax, pmin, exmx)callgetinorm(prec, mxit)
plhs(1) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(1))callputreal(fdev, temppr, 1)
plhs(2) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(2))callputreal(devmax, temppr, 1)
plhs(3) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(3))callputreal(eps, temppr, 1)
plhs(4) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(4))callputreal(big, temppr, 1)
plhs(5) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(5))callputinteger(mnlam, temppr, 1)
plhs(6) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(6))callputreal(pmin, temppr, 1)
plhs(7) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(7))callputinteger(exmx, temppr, 1)
plhs(8) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(8))callputreal(prec, temppr, 1)
plhs(9) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(9))callputinteger(mxit, temppr, 1)elseif(task.eq.4)th
mxGetPr(prhs(1))callgetreal(temppr, fdev, 1)
temppr = mxGetPr(prhs(2))callgetreal(temppr, devmax, 1)
temppr = mxGetPr(prhs(3))callgetreal(temppr, eps, 1)
temppr = mxGetPr(prhs(4))callgetreal(temppr, big, 1)
temppr = mxGetPr(prhs(5))callgetinteger(temppr, mnlam, 1)
temppr = mxGetPr(prhs(6))callgetreal(temppr, pmin, 1)
temppr = mxGetPr(prhs(7))callgetinteger(temppr, exmx, 1)
temppr = mxGetPr(prhs(8))callgetreal(temppr, prec, 1)

```

```

temppr = mxGetPr(prhs(9))callgetinteger(temppr, mxit, 1)
call chgfractdev(fdev)callchgdevmax(devmax)callchgminflmin(eps)callchgbig(big)callchgminlambdas(mnlam)callchg
else
temppr = mxGetPr(prhs(1))callgetreal(temppr, parm, 1)
c

```

isparse = mxIsSparse(prhs(2)) if (1 .eq. 1) then c

temp_nzmax = mxGetNzmax(prhs(2))c

nzmax = temp_nzmaxc

temp_pr = mxGetPr(prhs(18))c

callgetinteger(temp_pr, dimx, 2)c

no = dimx(1)c

ni = dimx(2)c

allocate(sr(1 : nzmax))c

allocate(irs(1 : nzmax))c

allocate(jcs(1 : (ni + 1)))c

temp_pr = mxGetPr(prhs(2))c

callgetreal(temp_pr, sr, nzmax)c

temp_pr = mxGetIr(prhs(2))c

callgetinteger(temp_pr, irs, nzmax)c

doi = 1, nzmaxc

irs(i) = irs(i) + 1c

enddoc

temp_pr = mxGetJc(prhs(2))c

callgetinteger(temp_pr, jcs, ni + 1)c

doi = 1, (ni + 1)c

jcs(i) = jcs(i) + 1c

enddo

allocate(sr(1:5)) allocate(irs(1:5)) allocate(jcs(1:5))

no = 4; ni = 4

sr(1) = 1; sr(2) = 2; sr(3) = 10; sr(4) = 3; sr(5) = 4; irs(1) = 1; irs(2) = 2; irs(3) = 4; irs(4) = 3; irs(5)
= 4; jcs(1) = 1; jcs(2) = 2; jcs(3) = 4; jcs(4) = 5; jcs(5) = 6;

else temp_pr = mxGetPr(prhs(2))temp_m = mxGetM(prhs(2))no = temp_mtemp_n = mxGetN(prhs(2))ni =
temp_nallocate(x(1 : no * ni))callgetreal(temp_pr, x, no * ni)

endif

temp_pr = mxGetPr(prhs(4))temp_m = mxGetM(prhs(4))temp_n = mxGetN(prhs(4))allocate(jd(temp_m*
temp_n))callgetinteger(temp_pr, jd, temp_m * temp_n)

temp_pr = mxGetPr(prhs(5))allocate(vp(1 : ni))callgetreal(temp_pr, vp, ni)

temp_pr = mxGetPr(prhs(6))callgetinteger(temp_pr, ne, 1)

temp_pr = mxGetPr(prhs(7))callgetinteger(temp_pr, nx, 1)

temp_pr = mxGetPr(prhs(8))callgetinteger(temp_pr, nlam, 1)

temp_pr = mxGetPr(prhs(9))callgetreal(temp_pr, flmin, 1)

temp_pr = mxGetPr(prhs(10))temp_m = mxGetM(prhs(10))temp_n = mxGetN(prhs(10))allocate(ulam(1 :
temp_m * temp_n))callgetreal(temp_pr, ulam, temp_m * temp_n)

```

temppr = mxGetPr(prhs(11))callgetreal(temppr, thr, 1)
temppr = mxGetPr(prhs(12))callgetinteger(temppr, isd, 1)
if (task .eq. 1) then temppr = mxGetPr(prhs(3))allocate(y(1 : no))callgetreal(temppr, y, no)
temppr = mxGetPr(prhs(13))allocate(w(1 : no))callgetreal(temppr, w, no)
temppr = mxGetPr(prhs(14))callgetinteger(temppr, ka, 1)
temppr = mxGetPr(prhs(15))allocate(cl(1 : 2 * ni))callgetreal(temppr, cl, 2 * ni)
temppr = mxGetPr(prhs(16))callgetinteger(temppr, intr, 1)
temppr = mxGetPr(prhs(17))callgetinteger(temppr, maxit, 1)
elseif (task .eq. 2) then temppr = mxGetPr(prhs(13))callgetinteger(temppr, nc, 1)
temppr = mxGetPr(prhs(14))callgetinteger(temppr, maxit, 1)
temppr = mxGetPr(prhs(15))callgetinteger(temppr, kopt, 1)
temppr = mxGetPr(prhs(3))allocate(y(1 : no*(max(2, nc))))callgetreal(temppr, y, no*(max(2, nc)))endif
C Allocate memory for output allocate(ia(1:nx)) call zerointeger(ia,nx) allocate(nin(1:nlam)) call ze-
rointeger(nin,nlam) allocate(alm(1:nlam)) call zeroreal(alm,nlam) if (task .eq. 1) then allocate(a0(1:nlam))
call zeroreal(a0,nlam)
allocate(ca(1:nx*nlam)) call zeroreal(ca,nx*nlam)
allocate(rsq(1:nlam)) call zeroreal(rsq,nlam) elseif (task .eq. 2) then allocate(a0(1:nc*nlam)) call zero-
real(a0,nc*nlam)
allocate(ca(1:nx*nc*nlam)) call zeroreal(ca,nx*nc*nlam)
allocate(dev(1:nlam)) call zeroreal(dev,nlam)
endif
C Call glmnet lmu = 0 nlp = 0 jerr = 1 if (task .eq. 1) then if (ispars .ne. 1) then call elnet(ka,parm,no,ni,x,y,w,jd,vp,cl,ne,
ulam, thr, isd, intr, maxit, lmu, a0, ca, ia, nin, rsq, alm, nlp, jerr) else call spelnet(ka,parm,no,ni,sr,jcs,irs,y,w,jd,vp,cl,ne,nx,
nlam, flmin, ulam, thr, isd, intr, maxit, lmu, a0, ca, ia, nin, rsq,alm,nlp,jerr) endif elseif (task .eq. 2) then
call lognet(parm,no,ni,nc,x,y,jd,vp,ne,nx,nlam,flmin,ulam,t hr, isd, maxit, kopt, lmu, a0, ca, ia, nin, dev, alm, nlp, jerr)endif
C Prepare output plhs(3) = mxCreateDoubleMatrix(nx,1,0) temppr = mxGetPr(plhs(3))callputinteger(ia, temppr, nx)
plhs(4) = mxCreateDoubleMatrix(lmu,1,0) temppr = mxGetPr(plhs(4))callputinteger(nin, temppr, lmu)
plhs(6) = mxCreateDoubleMatrix(lmu,1,0) temppr = mxGetPr(plhs(6))callputreal(alm, temppr, lmu)
plhs(7) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(7))callputinteger(nlp, temppr, 1)
plhs(8) = mxCreateDoubleMatrix(1,1,0) temppr = mxGetPr(plhs(8))callputinteger(jerr, temppr, 1)
if (task .eq. 1) then plhs(1) = mxCreateDoubleMatrix(lmu,1,0) temppr = mxGetPr(plhs(1))callputreal(a0, temppr, lmu)
plhs(2) = mxCreateDoubleMatrix(nx,lmu,0) temppr = mxGetPr(plhs(2))callputreal(ca, temppr, nx *
lmu)
plhs(5) = mxCreateDoubleMatrix(lmu,1,0) temppr = mxGetPr(plhs(5))callputreal(rsq, temppr, lmu)elseif (task.eq.2) then
mxCreateDoubleMatrix(nc, lmu, 0)temppr = mxGetPr(plhs(1))callputreal(a0, temppr, nc * lmu)
plhs(2) = mxCreateDoubleMatrix(nx*nc,lmu,0) temppr = mxGetPr(plhs(2))callputreal(ca, temppr, nx*
nc * lmu)
plhs(5) = mxCreateDoubleMatrix(lmu,1,0) temppr = mxGetPr(plhs(5))callputreal(dev, temppr, lmu)endif
C Deallocate memory deallocate(x) deallocate(y) deallocate(jd) deallocate(vp) deallocate(ulam) deallo-
cate(a0) deallocate(ca) deallocate(ia) deallocate(nin) deallocate(alm)
C For logistic elastic net if (task .eq. 1) then deallocate(w) deallocate(rsq) deallocate(cl) if (ispars .eq.
1) then deallocate(sr) deallocate(irs) deallocate(jcs) endif elseif (task .eq. 2) then deallocate(dev) endif endif
return end
C End of subroutine mexFunction
subroutine real8storeal(x, y, size) integer size real*8 x(size) real y(size) do 10 i=1,size y(i)= x(i) 10
continue return end
subroutine reall8real8(x, y, size) integer size real x(size) real*8 y(size) do 20 i=1,size y(i)= x(i) 20
continue return end
subroutine real8tointeger(x, y, size) integer size real*8 x(size) integer y(size) do 30 i=1,size y(i)= x(i)
30 continue return end
subroutine integertoreal8(x, y, size) integer size integer x(size) real*8 y(size) do 40 i=1,size y(i)= x(i)
40 continue return end

```

```

subroutine getreal(pr,x,size) mwpointer pr integer size real x(size) real*8, dimension (:), allocatable ::
temp allocate(temp(1:size)) call mxCopyPtrToReal8(pr,temp,size) call real8toreal(temp,x,size) deallocate(temp)
return end

subroutine getinteger(pr,x,size) mwpointer pr integer size integer x(size) real*8, dimension (:), allocatable :: temp
allocate(temp(1:size)) call mxCopyPtrToReal8(pr,temp,size) call real8tointeger(temp,x,size) deallocate(temp) return end

subroutine putreal(x,pr,size) mwpointer pr integer size real x(size) real*8, dimension (:), allocatable :: temp
allocate(temp(1:size)) call realtoreal8(x,temp,size) call mxCopyReal8ToPtr(temp,pr,size) deallocate(temp) return end

subroutine putinteger(x,pr,size) mwpointer pr integer size integer x(size) real*8, dimension (:), allocatable :: temp
allocate(temp(1:size)) call integertoreal8(x,temp,size) call mxCopyReal8ToPtr(temp,pr,size) deallocate(temp) return end

subroutine zeroreal(x,size) integer size real x(size) do 90 i=1,size x(i) = 0 90 continue return end

subroutine zerointeger(x,size) integer size integer x(size) do 100 i=1,size x(i) = 0 100 continue return end
end

```

How the deposited data were processed for this re-analysis (not part of the article)

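ATAC-seq was measured in 33 samples of mouse CD4 T cells in 4 batches, as the sample labels give them. The labels state 1 sample per condition and batch and say nothing on pooling or on the animals behind a sample. The naive sample is labelled 0 h in the labels and 2 h in the paper's figures, and it enters no relation with time. One column of the accessibility table, Th17 at 48 h replicate 3, was matched to the Th17 sample of batch 3 by its batch number, since the name does not carry the sample's whole title. Without it, 3356 peaks were called between Th17 and Th0 cells, the Th17 samples still lay above the others on the component that parts them (difference 86.6), and Stat3 KO Th17 cells lay at -0.17 on the scale from Th0 to Th17 over the 1000 peaks with the largest difference (-0.05 over such peaks with it). All 33 columns were matched, and 0 columns belong to other samples.

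The authors aligned the reads to mm10 with Bowtie2 (version 2.2.3), kept reads of high mapping quality with SAMtools, removed duplicates with Picard, called peaks per sample with PeaKDEck, took the union of the peaks with BEDTools, counted reads per peak with HTSeq-count and normalized with DESeq2. The deposited table holds regularized log2 values of 63049 peaks that were corrected for batch. The paper's text does not name the method of this correction. It holds no counts, so the depth per sample is unknown, and no count-based test or detection limit was computed. Before any test, the sample medians lay between 3.71 and 4.19, with 3.76 in each sample at 2 h. The highest correlation between samples was 0.9816 and 0 pairs of columns were identical. The motif table holds FIMO matches up to a chance probability of 0.0001 for 880 TFs, 10779673 pairs of a peak and a TF, of which 1666064 are under 1e-05, the threshold that the methods name. It also holds the genes within 10 kb of each peak. Peak names give a start counted from 0, so 1 was added to each start. The build was checked against GENCODE M21: peaks on 21 of 21 chromosomes end within the reference length, 89.3% of the distances to a transcription start were within 100 bp for 54213 peaks, and 98.6% of 66698 links were within 10 kb.

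Differences per peak were tested with limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes on the deposited log2 values, and called at a Benjamini-Hochberg adjusted p under 0.05 over all 63049 peaks, since the study gives no threshold for accessibility. The tests, samples, gene lists and the rule for naming genes were set before the data were examined. The comparison of 48 h with 2 h used the Th0, Th17, Th2 and Treg samples of batch 1 with the polarization as a block. Th17 was compared with Th0 at 48 h over wild-type samples (4 and 3), Th2 with Th0 (2 and 3), and Th17 with and without IL1B over the 5 samples of batch 3 with IL23 as a covariate. The knockouts were compared with wild-type and Il7r-Cre controls together over the 8 samples of batch 4. Each knockout has 1 sample, assumed to vary like the pairs of controls. Both knockouts share their controls, as do the comparisons of Th17 and of Th2 with Th0, so effects of such a pair were not compared with each other. The numbers of the Th17 and Th0 replicates at 48 h mark a shared batch, so they pair the samples of batches 1, 2 and 4. After the batch correction the deviations of paired samples from their group means correlated by 0.06, -0.20 and 0.12, and the batch as a block is given as an alternative. The fits with the block use only batches that hold both groups. They leave out the Th0 sample of batch 4 for Th2 and the Th17 sample of batch 3 for Th17. Under the block the number of peaks called between Th2 and Th0 cells went from 436 to 0, and that between Th17 and Th0 cells from 4182 to 4128. Few residual degrees of freedom remain for Th2, so the fall to 0 cannot be put down to the block alone.

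A gene's p was taken by Simes' method over its linked peaks, adjusted over all linked genes and, for each of 17 lists, over the list alone. The share of called genes over all linked genes is not given beside the counts of the lists. The lists hold core genes of the study, genes of the Th17, Th1, Th2, Treg, follicular helper and naive T cell programs, of activation, T cell identity, glycolysis and hypoxia, the interferon response and the cell cycle, and markers of B, myeloid, CD8 T, NK and erythroid cells. The core list holds 17 genes, of which 16 have a linked peak, and so not every core TF and gene of the paper. List peaks were compared with all other peaks, linked to a gene or not, by limma's camera, at a preset correlation of 0.01 and at an estimated one. Genes are named as the 8 largest rises and 8 largest falls among called peaks that changed alike in every pair or whose groups did not overlap, 1 peak per gene, and as the 3 genes of each list with the smallest p. For the knockouts, Th2 and IL1B, the 5 largest rises and falls and the core genes are named. Rora, Il24, Il12rb2, Egr2, Ebf1, Etv6 and the blocked value of Il17a in the comparison of Th17 with Th0 were named after their values were seen. Exon, intron and UTR annotation is from GENCODE M21.

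Principal components, K-means clustering and permutation tests used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Figures were drawn with matplotlib 3.10.9. Components came from all 33 samples, with each peak centred and not scaled. Motifs were compared between called groups with Fisher's exact test, two-sided, adjusted over 880 TFs, against the tested peaks of the motif table. The position of a knockout sample between Th0 and Th17 is a mean over peaks called from samples of batches 1 to 3, with the sign of peaks higher in Th0 turned. The alternatives were a filter on the 25% of peaks with the lowest mean, an adjusted p under 0.1 with a change of over 1.5-fold, limma's trended and robust variance, centring on the median, quantile normalization, leaving out each sample, the block, other sets of samples, scaled peaks, the 5000 most variable peaks, 8 and 24 clusters, a z change of 0.5, a stricter motif P and the list of TFs of Table S3. The closing section gives their effect.

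The tests were run on simulated values with the residual spread of these samples and 200 changed peaks of 63049. Of changes of 1 on the log2 scale, 68% were recovered for time, 81% for Th17 against Th0, 50% for Th2, 51% for IL1B, 20% for Stat3 and 22% for Maf. With 6000 changed peaks these shares were 93.7%, 95%, 88.9%, 86%, 68.6% and 68.9%. Of changes of 2, with 200 changed peaks, 99% or more were recovered in each of these, and 75% in the test of the difference between the Stat3 effects in Th17 and Th0. Of changes of 1, the test of this difference recovered 1% with 200 changed peaks and 28.3% with 6000. For Stat3 and Maf, 14.4% and 15.9% of the calls were false with 200 changed peaks, and 5.3% and 5.4% with 6000. With 200 changed peaks the share was 15.6% for the difference between the Stat3 effects, 8.2% for time, 5.2% for Th17 against Th0, 8% for Th2 and 6.2% for IL1B. The prior of Th17 cells alone was not rebuilt, since the peaks of single samples are not used here. No RNA data are reported.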

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

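The explanations tested for the profile of the Stat3 knockout and for the direction of change with time, and the other groupings of the samples, were chosen after the result was seen, while the counts of peaks and their alternatives were planned. Groups of 4 samples were searched for a sample far from the others, and 98 groups were tested at the peaks named in the text. Chance alone gives about 1 such group in 20, and 3 were found. At the peak linked to Dtx4 and Mpeg1, the Th17 sample at 48 h of batch 4 was at 4.40 and the other Th17 samples at 4.74 to 4.81. At the Gypa peak, the Th17 sample of batch 2 was at 4.24 and the others at 3.75 to 3.82. At a peak downstream of Il1r1, also linked to Il1rl2, the Th17 sample of batch 4 was at 3.11 and the others at 3.70 to 3.79.

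The effect of Stat3 loss differed between Th17 and Th0 cells at 328 peaks by a test of the difference itself, 78 more positive and 250 more negative in Th17 (8376 at an unadjusted p under 0.05). With each sample centred on its median 25 differed, and after quantile normalization 0 (8022 at an unadjusted p under 0.05). Without any 1 of the 4 controls 0 differed in limma (6497 at an unadjusted p under 0.05 without the wild-type Th17, 6812 without the Il7r-Cre Th17, 7363 without the wild-type Th0 and 6751 without the Il7r-Cre Th0 control).

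Th2 cells at 48 h differed from Th0 cells at 436 peaks, 236 higher and 200 lower (9751 at an unadjusted p under 0.05). The number was 0 without Th0 replicate 1 (8972 at an unadjusted p under 0.05), without Th0 replicate 2 (7989) and without Th2 replicate 1 (6263), 28 without Th2 replicate 2 and 229 without Th0 replicate 4, and 0 with the batch as a block (7942).

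Stat3 KO Th17 cells lay close to Th0 cells on the scale over the 1109 peaks. Over all peaks they were nearer to the mean of the Th0 controls (114.4) than to that of the Th17 controls (156.6). Yet Maf KO Th17 cells were about as far from the Th0 controls (118.4), and Stat3 KO Th0 cells were nearer (84.0). The closeness thus holds for the peaks of the scale and not over all peaks. After quantile normalization 4475 of 5738 peaks stayed called. This argues against the shape of the value distribution as the whole cause of the difference from the Th17 controls. The position was not computed after quantile normalization, so for the closeness to Th0 cells this shape stays open. An effect of the Cre allele as the whole cause is argued against by the position of the Il7r-Cre Th17 control (0.9). This control is 1 of the 2 samples whose mean sets the value of 1, so its position is tied to that of the other. Its unscaled mean over the Th17-high peaks was 4.78, beside 4.79 in the wild-type control and 3.73 in Stat3 KO Th17 cells. Over the Th0-high peaks these means were 3.48, 3.19 and 4.22. An exchange with the Stat3 KO Th0 sample is argued against by the position of that sample (-0.14), which lies with the Th0 samples. Also open is a difference between the single knockout culture and its controls that is not due to Stat3, since the knockout has no replicate. That the loss of Stat3 moves the profile stays a hypothesis.

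More peaks were higher than lower at 48 h than at 2 h. With each sample centred on its median, 39.9% of the called peaks were higher, so the scale of the samples may account for the excess, and the data cannot tell which scale is right, since no reference of unchanged accessibility is known. An opening of chromatin after activation stays open as well. The peaks of the largest changes, such as Ppfibp2 and Tox, kept their direction under centring and quantile normalization.

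Over all 35 splits of the 7 Th17 and Th0 samples, 1 (the real one) gave as many, with 4182 against at most 0 in the others. A share of 1 in 35 is the smallest that these splits can give, so they cannot exclude chance. The numbers of the samples also mark shared batches, and 8 splits part as many pairs as the real one, too few for a share under 0.05, with at most 0 in the others. For time without the block, 1 of 35 splits gave as many, the real one with 28574 against at most 0, and again 8 splits part as many pairs. With the polarization block there are 8 splits, too few for a share under 0.05, and 1 gave as many, the real one with 27820 against at most 0.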

How the results depend on the processing

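The P of 1e-05 for motifs, the results without Th17 replicate 3 for components and position, and the shares of variance without a polarization were chosen after the results were seen. The count for time stayed within 1.5 times 27820 under every alternative run, and lay between 20346 and 24203 without 1 polarization. The correlation of PC1 with time was 0.95 or 0.96 in each setting, and the Maf KO position (0.87, and 0.77 to 0.97 without a control or Th17 replicate 3) moved by less than the SD between controls of a kind (0.135). The K-means share was 47.8% with 8 clusters, 48.7% with 24 and 64.1% at 0.5 z, beside 47.6%. The share of variance of time went from 63.2% to 48.7% with scaled peaks and 65.3% without the lowest peaks (63.9 to 68.7 without 1 polarization). Of the named peaks' values under alternatives, 6 of 688 for time, 124 of 1595 for Th17 against Th0, 53 of 277 for Th2, 80 of 544 for Stat3 and 4 of 445 for Maf lost their call, and 10, 76, 3, 9 and 0 gained one. Among values of peaks called in the main fits, 0 changed sign, and changes of sign at other peaks were not counted. For the alternatives below, the cause was not tested apart from settings with fewer samples or peaks.

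At an adjusted p under 0.1 and 1.5-fold, 6478 peaks were called for Th17 against Th0, 1576 for Th2 and 1385 for the difference between the Stat3 effects. With limma's trended, robust variance, 7136 were called for Th17 against Th0, 2820 for Th2, 36 for IL1B (0 otherwise, 4166 at an unadjusted p under 0.05) and 1252 for the Stat3 difference. Without the 25% of peaks with the lowest mean, Th2 had 713 and Stat3 KO 3677. Median centring gave 1065 for Th2 and 25 for the Stat3 difference, and quantile normalization 0 for the latter. The batch as a block gave 0 for Th2, and 4128 for Th17 against Th0, of which 2940 are among the 4182. It was run for these comparisons only, and left out samples of batches that lack either group. With the Il7r-Cre samples, Th17 against Th0 had 8531, and in batches 1 and 2 only 2455. With all 48 h samples in the fit the Stat3 difference was 108.

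Without each sample in turn, Th17 against Th0 ranged from 450 (without Th0 replicate 2) to 4506 (without Th17 replicate 1), with 931 without Th0 replicate 1, 1369 without Th17 replicate 2 and 1509 without Th17 replicate 4. Th2 ranged from 0 to 229, Stat3 KO from 0 (without either Th17 control) to 1893 (without either Th0 control), and Maf KO and the Stat3 difference from 0 to 0 without each control. The Stat3 KO position was -0.02 or 0.17 without a control, and -0.17 without Th17 replicate 3 on an axis of 1000 peaks that alone gives -0.05.

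PC1 held 29.1% of the variance with scaled peaks and 70.6% over the 5000 most variable peaks. In batch 1 alone, Th17 lay 96.1 above the mean of the others on PC2, where the exact p cannot be below 0.25. Without Th17 replicate 3 the difference was 86.6. By the linked peak with the highest mean in place of Simes' method, 63 in place of 161 list genes were called, since 1 peak per gene was read. With an estimated correlation the 7 camera calls for time and the 3 for Th17 against Th0 became 0. Pairs of a TF and a gene fell from 7624884 to 1740864 at a P of 1e-05 and to 285561 at 1e-06, and TFs with a motif difference from 500 to 207 and 37, as fewer matches remain. Single motifs were followed for the 40 listed TFs only. Of the listed motifs that passed with all matches at an odds ratio above 1, those that turned below 1 at 1e-06 were Batf 0.806, Fosl2 0.897, Junb 0.581, Irf4 0.885, Tbx21 0.853, Eomes 0.948, Etv6 0.682, Myc 0.788 and Rxra 0.651, none of which passed. Over all listed motifs, those of Rorc, Ahr and Klf2 had no finite odds ratio at 1e-06. At 1e-05 those that turned, again of listed motifs that passed with all matches, were Runx1 0.98, Runx3 0.994, Etv6 0.924 and Rxra 0.751, of which Rxra passed (adjusted p = 0.000686 from Fisher's exact test). The depth is unknown, so its limit could not be given.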

Differences from the paper's values

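The motif P of 1e-05 and the share of peaks by size of change were chosen after the results were seen, and the other tests before. Of the values compared (the number of samples and peaks, the lengths of peaks, the shares of PC1 and PC2 and the number of TFs), none differs from the main values by more than 1.5 times. For the pairs of a TF and a gene the paper gives a lower bound, which 7624884 pairs with all matches and 1740864 at 1e-05 exceed and 285561 at 1e-06 do not. The paper's share of PC1 is 55%, and the value here is 44.3%. Among the alternatives set before the data were examined, it was 50.7% with wild-type samples without added cytokines, 70.6% over the 5000 most variable peaks and 29.1% with scaled peaks, and the last alone is more than 1.5 times away.

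The paper states that most peaks changed over the time courses and gives no threshold. Here 44.1% of the peaks were called between 2 and 48 h and 47.6% lay in clusters that moved by more than 1 z. With each sample centred on its median 50.2% were called, with a change of 0.5 z 64.1% lay in moving clusters, and 84.6% changed by more than 0.5 on the log2 scale in at least 1 polarization, while 16.8% were higher and 6.2% lower by this much in all 4. The shares by size of change on the log2 scale come from single samples without a test and were chosen after the values were seen. They have no share expected without a change beside them.

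The paper places Il17a and Il23r, and not Il1r1, among the Rorc targets of its prior for Th17 cells. In the motif table of all samples, Il1r1 also has a linked peak with a Rorc motif under 1e-05 (match at 2.2e-06), as Il17a (6.4e-06) and Il23r (1e-07) do. The prior for Th17 cells starts from peaks of single samples, which are not used here.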

Other observations

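In this part, the tests of peak length and of the position of the Stat3 knockout were chosen after the result was seen, and those of GC content, of batches and of Stat3 motifs before.

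Th2 cells, compared with Th0 cells at 48 h, were more accessible at an intron of Mybl1 by a log2 difference of 2.64 (standard error 0.32, adjusted p = 0.0341 from limma) and at peaks linked to Gm6416 (2.54), Wdr75 (2.17), Fhit (2.15) and Gsn (2.06). They were less accessible at 1600012P17Rik (-2.24), Foxp2 (-2.23), Kynu (-2.21), Immp2l (-2.10) and Adgre1 (-2.10). Of the core genes only Rora was called, by 1.14 (adjusted p = 0.043). None of these calls held with the batch as a block, in a fit that also leaves out the Th0 sample whose batch holds no Th2 cells. Motifs of Gata3, the factor that directs Th2 cells, lay in 66.9% of the peaks higher and 41.0% of the peaks lower in Th2 (odds ratio 2.91, adjusted p = 1.27e-06 from Fisher's exact test), and Nfkb1 motifs in 22.9% and 67.5%.

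With IL1B added to Th17 cultures, 0 peaks were called in limma (4166 at an unadjusted p under 0.05), and 36 peaks were higher with limma's trended, robust variance (4472 at an unadjusted p under 0.05). The sample with IL21 also received IL1B and IL23, so IL21 is not separated from IL1B. A planted change of 1 was recovered at 51% of the peaks with 200 changed peaks, so changes of that size can be missed. The largest change at a core gene was 0.73 at Il17a (adjusted p = 0.733).

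Motifs of NF-κB were more frequent in peaks higher in Th0 than in Th17 cells, which the paper does not report. Nfkb1 motifs also lay in 67.5% of the peaks lower and 22.9% of the peaks higher in Th2 than in Th0 cells. Both comparisons share the Th0 samples, so a trait of these samples would show in both. The Th2 values are thus no independent evidence, and none of the Th2 calls held with the batch as a block. Peak length, GC content and a difference between batches as the whole cause are argued against: the odds ratio of the Nfkb1 motif, Th17-high against Th0-high, was 0.143 among peaks of 200 to 400 bp, 0.181 when pooled over 20 classes of GC content and at most 0.235 within batch 1, 2 or 4. Over the 433 Th0-high peaks with this motif, Stat3 KO Th17 cells lay at 0.12 on the scale from Th0 (0) to Th17 (1) controls, and over the 318 Th0-high peaks without it at 0.22. The return toward Th0 is thus not particular to sites with the motif. That Th17 culture acts on these sites through STAT3 may be a part of a wider shift and stays a hypothesis. Whether NF-κB itself binds these sites, and whether another factor with a like motif does, was not measured.

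A candidate explanation for the 4022 peaks lower in Stat3 KO Th17 cells is the loss of STAT3 binding, which predicts Stat3 motifs in them. The odds ratio of the Stat3 motif, lower against higher peaks, was 2.63 when pooled over GC classes, and so in line with it. At a motif P of 1e-05, chosen after the data were seen, the odds ratio of higher against lower peaks was 0.71. Motifs of Batf and Junb differed more, with Junb in 78.2% of the lower and 21.2% of the higher peaks, so a loss of AP-1 sites in cells that no longer become Th17 stays open and was not tested apart from this.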
